# A putative cap binding protein and the methyl phosphate capping enzyme Bin3/MePCE function in telomerase biogenesis

**DOI:** 10.1038/s41467-022-28545-9

**Published:** 2022-02-25

**Authors:** Diego J. Páez-Moscoso, David V. Ho, Lili Pan, Katie Hildebrand, Kristi L. Jensen, Michaella J. Levy, Laurence Florens, Peter Baumann

**Keywords:** Telomeres, Senescence

## Abstract

Telomerase reverse transcriptase (TERT) and the noncoding telomerase RNA (TR) subunit constitute the core of telomerase. Additional subunits are required for ribonucleoprotein complex assembly and in some cases remain stably associated with the active holoenzyme. Pof8, a member of the LARP7 protein family is such a constitutive component of telomerase in fission yeast. Using affinity purification of Pof8, we have identified two previously uncharacterized proteins that form a complex with Pof8 and participate in telomerase biogenesis. Both proteins participate in ribonucleoprotein complex assembly and are required for wildtype telomerase activity and telomere length maintenance. One factor we named Thc1 (Telomerase Holoenzyme Component 1) shares structural similarity with the nuclear cap binding complex and the poly-adenosine ribonuclease (PARN), the other is the ortholog of the methyl phosphate capping enzyme (Bin3/MePCE) in metazoans and was named Bmc1 (Bin3/MePCE 1) to reflect its evolutionary roots. Thc1 and Bmc1 function together with Pof8 in recognizing correctly folded telomerase RNA and promoting the recruitment of the Lsm2-8 complex and the catalytic subunit to assemble functional telomerase.

## Abstract (web summary)

Most eukaryotes maintain telomeres using a specialized reverse transcriptase. Here the authors report that Thc1 (Telomerase Holoenzyme Component 1) and Bmc1 (Bin3/MePCE 1) form a complex with Pof8, a constitutive member of telomerase in fission yeast.

## Introduction

Telomeres are protective caps at the ends of eukaryotic linear chromosomes that prevent natural DNA ends from being recognized as double-strand breaks. Deficiency in maintaining a functional telomere structure results in cellular senescence and chromosome instability that lead to premature aging and cancer^1^. Central to telomere maintenance is the extension of shortened telomeres by telomerase, a specialized reverse transcriptase that utilizes part of a long non-coding RNA subunit as the template for the synthesis of telomeric DNA repeats^2^. Telomerase is comprised of the catalytic protein Telomerase reverse transcriptase (TERT, Trt1 in *Schizosaccharomyces pombe*), the telomerase RNA subunit (TR, TER1 in *S. pombe*), and an unknown number of other protein subunits involved in the biogenesis, regulation, and recruitment of the enzyme to telomeres. Mutations in most known telomerase components have been implicated in premature aging diseases, such as dyskeratosis congenita, aplastic anemia, idiopathic pulmonary fibrosis, Hoyeraal–Hreidersson syndrome, Coats Plus syndrome, and Revesz syndrome (reviewed in ref. ^3^). Reactivation or upregulation of telomerase activity is observed in over 85% of cancers. Given the critical role of telomerase in controlling cell proliferation, it is not surprising that telomerase ribonucleoprotein particle (RNP) biogenesis is a tightly regulated hierarchical assembly process involving numerous factors and stages^4,5^.

In *S. pombe*, the telomerase RNA subunit TER1^6,7^ is transcribed by RNA polymerase II and the primary transcript contains two exons and an intron^8^. This precursor is processed by the spliceosome. Deviating from a normal splicing reaction, the intermediates generated by the first spliceosomal cleavage reaction are released with the 5′ exon being further processed into mature telomerase RNA and the intron lariat-exon 2 being degraded. This “discard” of splicing intermediates^9^ is promoted by RNA elements within TER1 that are unfavorable for a transition to the second step of splicing. Interestingly, the spliceosome also functions as a 3′ end processing machinery for telomerase RNA in other species, but the underlying mechanisms for releasing splicing intermediates as cleavage products are remarkably diverse^10,11^.

Prior to spliceosomal cleavage, the hetero-heptameric Sm complex binds TER1 directly upstream of the 5′ splice site and recruits the methyl transferase Tgs1, which hypermethylates the 7-monomethylguanosine cap at the 5′ end of TER1^12^. Following spliceosomal cleavage, the Sm complex is replaced by the Sm-Like complex Lsm2-8, which protects TER1 from degradation by exonucleases like the exosome^12–14^. Importantly, the binding of Lsm2-8 to telomerase is also a prerequisite for the binding of the catalytic subunit Trt1 to assemble an active enzyme^12^.

Recent genetic and biochemical studies identified the Pof8 protein as a new factor involved in telomerase biogenesis^15–17^. Originally described as a putative F-box protein^18^, profile database searches revealed structural similarities between Pof8 and the La-related protein (LARP) super family^15–17^. The La protein and La-related proteins bind to diverse noncoding RNAs and participate in RNA processing and RNP assembly^19^. Genuine La protein recognizes the 3′ oligo-uridine tail present on most nascent RNA polymerase III transcripts to protect them and in many cases influences the folding of the RNA into functional conformations^20,21^. Based on sequence conservation and domain organization, the LARP family has been divided into four subfamilies (LARP1, 4, 6, and 7). Pof8 shows the most similarity with LARP7 proteins. Members of this family have predominantly been studied in the context of the 7SK complex^22^. However, recently additional roles in the context of other RNPs have been described, including a function for LARP7 as a molecular bridge between U6 snRNA and a subset of box C/D small nucleolar RNAs that guide U6 2′-O-methylation^23,24^.

In the ciliated protozoa *Tetrahymena thermophila* and *Euplotes aediculatus*, the respective LARP family proteins p65 and p43 are bona fide telomerase subunits associated with the active enzymes^25,26^. Further characterization of *Tetrahymena* p65 revealed its function as RNA chaperone in the hierarchical assembly of telomerase, whereby p65 induces a conformational change in the RNA that is favorable for the binding of TERT^27,28^. The human La and Larp7 proteins have also been implicated in telomere maintenance:^29,30^ Larp7 loss-of-function mutations in patients with Alazami syndrome being associated with very short telomeres and Larp7 knockdown causing a reduction in telomerase activity in cancer cells. Whether human Larp7 is directly associated with telomerase RNA and functions in an analogous way to p65 has remained unclear.

The fission yeast Pof8 protein binds to telomerase RNA and promotes the association of the Lsm2-8 complex with TER1, which in turn promotes the binding of the catalytic subunit Trt1^12,15–17^. Loss of Pof8 reduces TER1 stability, largely compromises telomerase assembly, and results in critically short telomeres^15–17^. Structurally, Pof8 is comprised of a conserved N-terminal La module (La motif plus RNA recognition motif 1 (RRM1)) and a C-terminal RRM2. The conservation of the RNP3 motif (Y/W-X-D/Q) and the position of the α3 helix, as revealed by the crystal structure and NMR studies of the C-terminal domain, identifies RRM2 as an xRRM despite the absence of an extended α3 helix^31^. This places Pof8 structurally as well as functionally in the same family as p65 and LARP7. The loss of stability of the holoenzyme in the absence of Pof8^15^ and the observation that Pof8 is associated with nearly 100% of telomerase enzyme^17^ support a role in stabilizing an active conformation of the holoenzyme, rather than functioning solely as assembly chaperon.

The biochemical and structural basis for the constitutive presence of Pof8 on telomerase was elegantly explained by a recent study that revealed direct interactions between Pof8 and several subunits of the Lsm complex^32^. The authors showed that Pof8 and Lsm bind telomerase RNA cooperatively, with Pof8 specifically recognizing a correctly folded pseudoknot and Lsm2-8 interacting with the oligo-uridine tail at the 3’ end of the RNA. Extensive protein–RNA contacts and cooperative binding ensure that correctly folded TER1 is protected and then licensed for assembly with the catalytic subunit.

As LARP family proteins often function in complex with other factors, we wondered whether Pof8 has binding partners in addition to known telomerase components. Here we show that Thc1, a previously uncharacterized open reading frame, and Bmc1, the putative fission yeast ortholog of metazoan methyl phosphate capping enzymes, form a complex with Pof8, revealing an intriguing compositional similarity between telomerase and the 7SK RNP in metazoans. Deletion of either *thc1* or *bmc1* results in decreased TER1 steady-state levels, telomerase assembly defects, and shortened telomere length. In aggregate, our findings provide further insights into telomerase biogenesis as a hierarchical assembly process. The structural similarity of Thc1 with human PARN provides an evolutionary link in the biogenesis of telomerase in distant organisms, whereas Bmc1 functioning in telomerase biogenesis adds to the plethora of recently discovered interconnections between functionally diverse non-coding RNAs, including snRNAs, snoRNAs, RNaseP, and now 7SK RNA.

## Results

### Pof8 forms a complex with Thc1 and Bmc1

To gain further insight into how Pof8 mediates the loading of the Lsm2-8 complex onto TER1, we immunoprecipitated epitope-tagged Pof8 expressed under the control of its endogenous promoter. Silver staining of the immunoprecipitated proteins revealed enrichment of four bands in the tagged samples over untagged controls (marked with an asterisk in Supplementary Fig. 1a). The samples were then analyzed by multidimensional protein identification technology (MudPIT) and 19 proteins with an average distributed Normalized Spectral Abundance Factor (dNSAF) of >0.005 in the tagged samples were found to be enriched in the Pof8 immunoprecipitates (Supplementary Fig. 1b and Supplementary Table 1). Among them were Pof8 itself and Lsm4, a member of the Lsm2-8 complex, which had previously been shown to directly interact with Pof8 based on crosslinking experiments^32^. Four additional members of the Lsm2-8 complex were also enriched in the Pof8 pulldown but did not meet our stringent cutoff criteria. Based on their molecular weights, the two most prominently enriched proteins are Pof8 itself (49 kDa) and the heat-shock protein Ssa2 (70 kDa). Ssa2 is an abundant chaperon that frequently associates with epitope-tagged proteins and was also present in lower amounts in the untagged control immunoprecipitation (IP). We therefore considered its enrichment in the Pof8 IP a consequence of tagging Pof8 and did not further investigate it in this study. Two proteins caught our attention as they were only detected in the tagged Pof8 samples: sequence orphan SPCC18b5.09c and SPBC2A9.10, a predicted transcriptional and translational regulator of the Bin3 family. Their respective sizes are consistent with the two lower bands marked with asterisks in Supplementary Fig. 1a.

Sequence orphan SPCC18b5.09c encodes for a 13.5 kDa protein with no reported sequence homology to previously characterized proteins. However, a profile sequence search on the HHpred^33^ server revealed similarity with the nuclear cap-binding protein 3 (NCBP3) and the poly(A)-specific ribonuclease (PARN) (Fig. 1a, b). The nuclear cap-binding complex (CBP20 and 80) and PARN have previously been implicated in the biogenesis of human telomerase^34–38^, raising the possibility that SPCC18b5.09c may carry out an analogous function in fission yeast. Based on our results detailed below, we will subsequently refer to SPCC18b5.09c as Thc1 (Telomerase holoenzyme component 1).

**Fig. 1:**
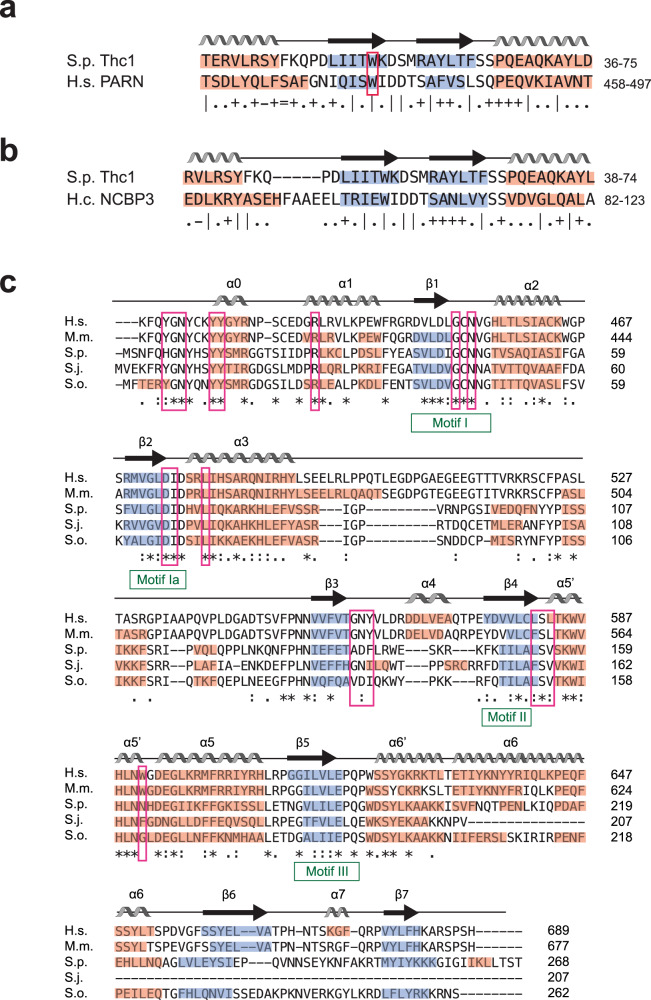
Thc1 and Bmc1 share sequence and structural similarities with known RNA-processing factors. **a** HHPred predictions for Thc1 reveal a putative cap-binding domain. Alignment and secondary structure elements of a putative cap-binding domain in Thc1 based on alignment with human (H.s.) poly-adenosine-specific ribonuclease (PARN); b-strands are highlighted in blue and a-helices in red. The secondary structure elements predicted for Thc1 are labeled above the alignment. The conserved tryptophane that stacks against the guanosine base in the PARN structure is boxed in red. Symbols indicating the quality of the alignment match are depicted below the sequence: “|” very good, “+” good, “.” Neutral, “−” bad, and “=” very bad. **b** Alignment of the same region of Thc1 as in **a** with *Histoplasma capsulatum* (H.c.) Nuclear Cap Binding Protein 3 (NCBP3). **c** Multiple sequence alignment of human (H.s.) MePCE (amino acids 412–689), mouse (M.m.) MePCE (aa 395–677), *S. pombe* (S.p.) Bmc1, and putative Bmc1 orthologs from *S. japonicus* (S.j.) and *S. octosporus* (S.o.) using Clustal Omega. Secondary structure elements are annotated based on H.s. MePCE^45^. Motifs characteristic of SAM-dependent methyltransferases are indicated in green^47^, residues involved in SAH binding by human MePCE are boxed in pink^45^. The following symbols are used below the alignment: “*” = identical amino acid across all sequences, “:” = amino acid groups of similar properties, “.” = amino acid groups of weakly similar properties.

The open reading frame SPBC2A9.10 shares sequence similarity with proteins in the MePCE/Bin3 family (Fig. 1c). As the name Bin3 is ambiguous, referring to Bicoid interacting protein 3, first identified in *Drosophila* and characterized by the presence of an AdoMet binding domain, as well as the unrelated Bridging-Integrator 3 protein, members of the former family are now preferentially referred to as Methyl phosphate capping enzymes (MePCE). In accordance with the nomenclature conventions for fission yeast genes and to maintain the link to the founding members of the family, *Drosophila* Bin3 and MePCE, we will refer to SPBC2A9.10 as Bmc1 (Bin3/MePCE 1). The RNA methyltransferase activity of mammalian MePCE adds a methyl group to the γ-phosphate of the 5′ cap of RNA polymerase III transcribed 7SK RNA, a major transcriptional regulator, and U6 snRNA, a component of the spliceosome^39^. The presence of a MePCE ortholog in fission yeast is puzzling since the 7SK RNA has not been identified in any yeast species and an orthologous protein is absent from the *Saccharomyces cerevisiae* genome, indicating that U6 snRNA can be stabilized in ways not involving a MePCE ortholog. As high throughput knockout studies reported *S. pombe bmc1*^*+*^ (SPBC2A9.10) as essential for viability^40,41^, its target RNAs if any have remained uncharacterized thus far. Based on the known enzymatic activity, polIII transcripts such as U6 snRNA are prime candidates. However, we wondered whether the interactions of Bmc1 with Pof8 is indicative of involvement in the biogenesis of telomerase, despite the absence of a 5′ triphosphate cap structure on TER1.

### Reduced TER1 level and short telomeres in *thc1*Δ and *bmc1*Δ cells

We next deleted *thc1*^*+*^ in haploid cells and one copy of *bmc1*^*+*^ in diploid cells. Strains deleted for *thc1* were readily obtained. Surprisingly, sporulation of *bmc1*^*+/*Δ^ cells also gave rise to healthy haploid colonies. The gene deletions were verified by polymerase chain reactions (PCRs; Supplementary Fig. 2a–d) and further confirmed by the absence of reads mapping to the respective loci in RNA sequencing experiments (Supplementary Fig. 2e, f). It is not clear to us why prior attempts to delete *bmc1* have not yielded viable knockout cells^40,41^. 

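RNA was sequenced from 12 cultures of fission yeast grown at 32 °C in 250 ml, 3 replicates of each of 4 haploid strains. The *thc1*Δ strain carries the *his3*+ gene in place of the *thc1* open reading frame and was made by transforming the h- laboratory strain that served as its wild type. The *bmc1*Δ strain is h+, carries the NatMX6 cassette in place of the *bmc1* open reading frame, descends from a sporulated diploid, and was compared with a separate h+ wild type. The authors depleted total RNA of ribosomal RNA, prepared stranded libraries and aligned the single-end reads to the ASM294v2 genome. They deposited the number of reads on each of 7004 genes in each library, without normalization. The tool and annotation that counted the reads, and whether the strand of a read was used, are not given in the sources used here, so the counts of genes that overlap on opposite strands are uncertain. Counts on genes summed to between 36742020 and 37790987 per library in the *thc1* wild type (median 37788904) and between 35165252 and 37231236 in *thc1*Δ cells (median 36497172). In the second experiment they summed to between 34843962 and 40328959 in the *bmc1* wild type (median 37241204) and between 33565122 and 36016033 in *bmc1*Δ cells (median 35029116). The paper reports between 38.36 M and 42.88 M reads per library, of which 34.55 M to 41.55 M aligned uniquely, and the values here rest on the 33.57 M to 40.33 M counted on genes. Each deletion was compared with its own wild type, 3 libraries against 3, by edgeR's quasi-likelihood test after TMM normalization, over the genes that pass edgeR's filter on low counts (filterByExpr, minimum count 10). Adjusted *p* values are those of Benjamini and Hochberg over the genes tested. A gene was called changed where its level differed at least 2-fold with an adjusted *p* below 0.05, the criteria of the paper's methods. The standard error of a log2 fold change is its size divided by the square root of the test's F value. The paper used DESeq2's Wald test, and the choice of test and of the filter on low counts decides which genes with few reads can be called.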

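The table of counts places reads on the targeted gene in every library, including the deletion libraries. *thc1* (SPCC18B5.09c) spans 737089 to 737870 on the minus strand of chromosome III in ASM294v3, a single exon of 782 nt with 351 nt of coding sequence. Its 3 wild-type libraries held 1950, 1881 and 1829 reads and the *thc1*Δ libraries 726, 744 and 735. As CPM, counts scaled to a common library size after TMM normalization, these were 50.5 ± 1.99 and 20.5 ± 0.669 (SD, n = 3 each), a log2 fold change of -1.30 (standard error 0.0482, adjusted *p* = 3.54e-06 in edgeR's quasi-likelihood test) that leaves 40.5% of the wild-type level. *bmc1* (SPBC2A9.10) spans 2964103 to 2965576 on the plus strand of chromosome II, with 2 exons of 1432 nt together and 807 nt of coding sequence. Its wild-type libraries held 895, 1050 and 933 reads and the *bmc1*Δ libraries 552, 555 and 558, or 25.5 ± 0.501 and 15.8 ± 0.645 CPM (SD, n = 3 each). The log2 fold change of *bmc1* was -0.70 (standard error 0.054, adjusted *p* = 0.00841 in the same edgeR test), with 61.5% of the wild-type level left. In both cases the 3 deletion libraries lay below all 3 wild-type libraries (exact permutation test, two-sided *p* = 0.1, the smallest value that 3 against 3 allow). With each library left out in turn the change in *thc1* stayed between -1.34 and -1.28 and that in *bmc1* between -0.73 and -0.68. Under edgeR the adjusted *p* of *bmc1* then lay between 0.0232 and 0.125, and it passed 0.05 without *bmc1* wild type replicate 2 (0.125) or 3 (0.0677) and without *bmc1*Δ replicate 3 (0.0952). These totals cover whole genes, and a deletion of the open reading frame leaves untranslated sequence that can still be read.

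**Figure D1:**
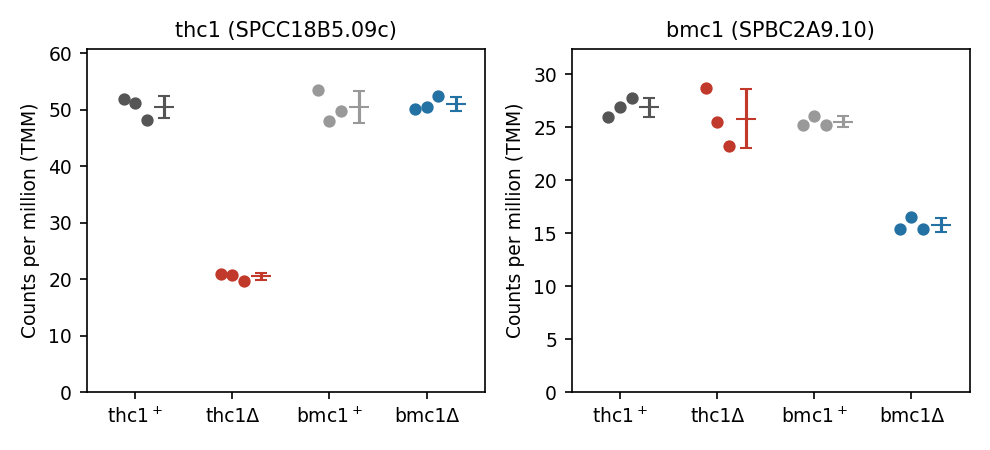
CPM after TMM normalization for *thc1* (left) and *bmc1* (right) on linear axes from 0, in the 4 strains: *thc1* wild type (thc1+), *thc1*Δ, *bmc1* wild type (bmc1+) and *bmc1*Δ. Each point is a library, and the bar beside the 3 points is their mean with its SD; *thc1* is low only in *thc1*Δ cells, and *bmc1* is lowest in *bmc1*Δ cells.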

While we cannot rule out the possibility of a spontaneously arising suppressor mutation in our strains, backcrossing *bmc1*Δ strains to wild-type *S. pombe* obtained from the American Type Culture Collection (Lindner 972; ATCC#38366) followed by tetrad dissections yielded four viable colonies for 10 out of 14 tetrads, as well as the expected two-to-two segregation of the selection marker (Supplementary Fig. 2g).

To confirm the physical interactions suggested by the mass spectrometry result, we introduced an N-terminal epitope tag on Pof8 and C-terminal epitope tags on Thc1 and Bmc1. Following IP of Pof8, Thc1 (Fig. 2a) and Bmc1 (Fig. 2b) were readily detected. Since Pof8 has been shown to directly bind TER1^32^ and structure-function predictions were consistent with Thc1 and Bmc1 also interacting with RNA, we tested whether the Pof8-Thc1 and Pof8-Bmc1 interactions are nucleic acid-dependent. The interactions were neither impaired by treatment with RNase A nor Benzonase, indicating that the interactions are not mediated by TER1 (Fig. 2a, b). Similarly, Thc1 coprecipitated with Bmc1 in a non-nucleic acid-dependent manner (Fig. 2c). In summary, these experiments confirmed the associations indicated by the mass spectrometry and suggested that Pof8, Bmc1, and Thc1 are part of a protein complex (Fig. 2d). As the IPs were caried out in *S. pombe* cell-free extract, it remains possible that interactions are mediated by additional proteins.

**Fig. 2:**
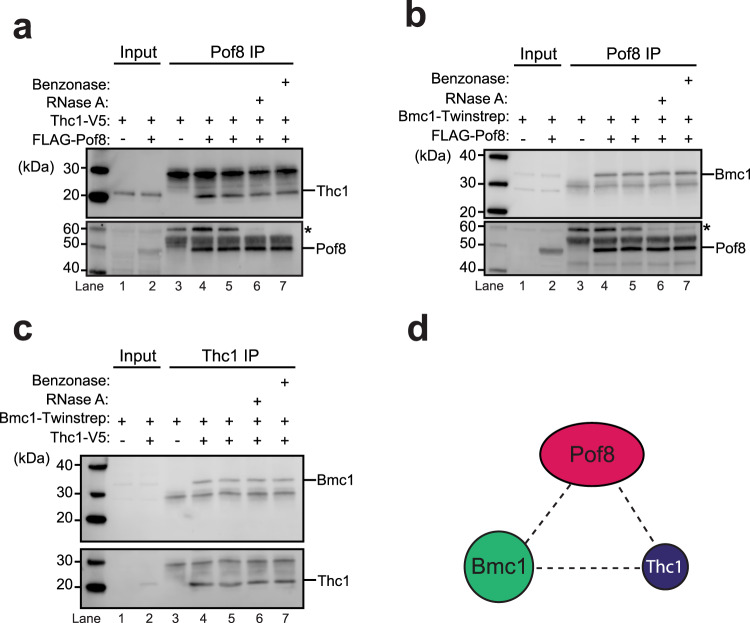
Associations between Pof8, Thc1, and Bmc1. **a** Thc1 co-immunoprecipitates with Pof8. Co-IP of Thc1-2xV5 with 3xFLAG-tagged or untagged Pof8 by anti-FLAG. Western blot for input (10%, lanes 1 and 2) and IP (lanes 3–7) probed with anti-V5 to detect Thc1-2xV5 (*top*) and reprobed with anti-FLAG for 3xFLAG-Pof8 (*bottom*). Samples in lanes 5–7 were incubated at 37 °C for 15 min to assess whether the interactions are mediated by nucleic acid. An asterisk marks a protein of approximately 60 kDa that is recognized by the FLAG antibody even in cells that lack FLAG-tagged Pof8 (lane 3). This 60 kDa protein of unknown identity is enriched in the immunoprecipitate in an RNA-dependent, but FLAG-Pof8 independent manner. **b** Bmc1 co-immunoprecipitates with Pof8. IP with anti-FLAG in extracts from strains harboring Twinstrep-tagged Bmc1 and 3xFLAG-tagged or untagged Pof8. Plus indicates the presence of the tag. Western blot for input (10%, lanes 1 and 2) and IP (lanes 3–7) probed with anti-strep-tag II for Bmc1-Twinstrep (top) and reprobed with anti-FLAG for 3xFLAG-Pof8 (bottom). Samples in lanes 5–7 were treated as in **a**. Asterisk marks the same non-specific band as described in **a**. **c** Bmc1 co-immunoprecipitates with Thc1. Co-IP of Twinstrep-tagged Bmc1 with 2xV5-tagged or untagged Thc1. Western blot for input (10%, lanes 1 and 2) and immunoprecipitated (lanes 3–7) probed with anti-strep-tag II for Bmc1-Twinstrep (top) and anti-V5 for Thc1-2xV5 (bottom). Samples in lanes 5–7 were treated the same way as in **a**. **d** Schematic of interactions among the three proteins.

Based on the known function of Pof8, we next assessed whether Thc1 and Bmc1 also function in telomerase biogenesis. Examination of the steady-state levels of TER1 in cells deleted for Thc1 by reverse transcriptase–quantitative PCR (RT-qPCR) revealed a threefold reduction in TER1 levels (Fig. 3a), similar to the reduction we and others had previously observed in cells deleted for *pof8*^15–17^. Deletion of *bmc1* also resulted in a reduction of total TER1 levels, albeit not quite to the same extent as the other single gene deletions (Fig. 3a). Detection of TER1 with primers annealing to the first exon captures all forms of the RNA, with approximately 90% of the signal coming from the mature form based on northern analysis^6,9^. As the intron and second exon are removed by spliceosomal cleavage during the maturation process, their presence is specific to the precursor forms. Consistent with a role for the complex at the later stages of biogenesis, no reduction of the precursor was observed in any of the deletion mutants using a primer pair in exon 2 (Fig. 3b).

**Fig. 3:**
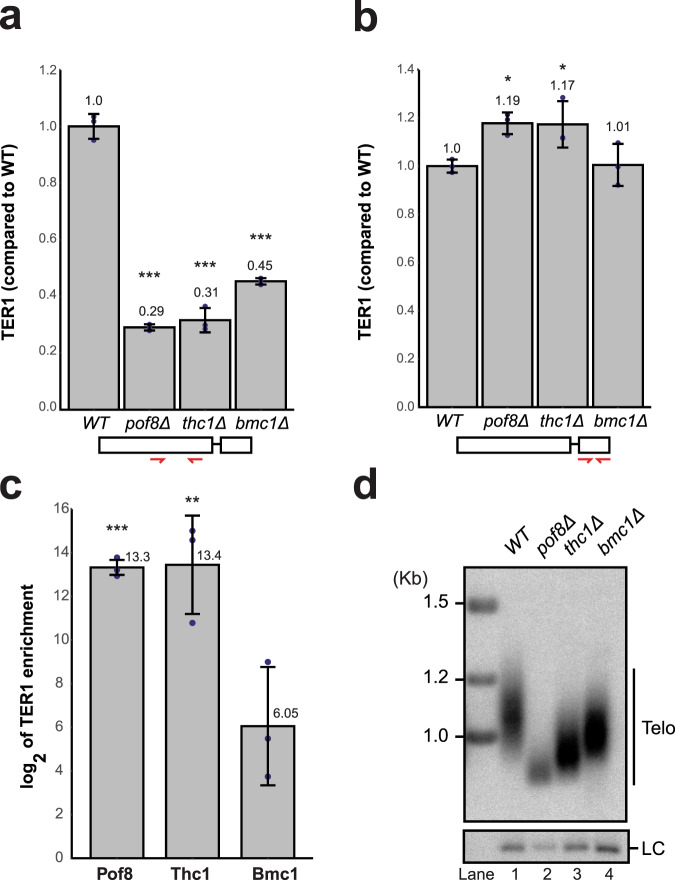
Thc1 and Bmc1 stabilize TER1 and are required for wild-type telomere length maintenance. **a** RT-qPCR quantification of TER1 by from DNase-treated total RNA extracted from wild type (WT), *pof8*Δ, *thc1*Δ, and *bmc1*Δ strains. TER1 was normalized to three endogenous control genes (*act1*, *his1*, and *snR101*) and is shown relative to expression in WT. The bars show the mean (±SD, *n* = 3). Significant values are marked above each bar (two-sided Dunnett’s test; ***p < 0.001, **0.001 ≤ *p* < 0.01, *0.01 ≤ *p* < 0.05). The schematic on the bottom indicates the position of the primers (red) used for TER1 amplification. **b** RT-qPCR quantification and statistical analysis as in **a** but using a primer pair in exon 2 of TER1, which is present in the precursor but not in the mature form of telomerase RNA. **c** RT-qPCR quantification of TER1 recovered from immunoprecipitations for 3xFLAG-Pof8, Thc1-2xV5, and Bmc1-Twinstrep normalized to untagged controls. The bars show the mean (±SD, *n* = 3) of enrichment of TER1 RNA relative to untagged control after normalization to RNA levels in the input using the same primer sets as in **a**. Statistical analysis as in **a**. **d** Telomeric Southern blot using genomic DNA from WT, *pof8*Δ, *thc1*Δ, and *bmc1*Δ strains. Genomic DNA was digested with EcoRI, separated by gel electrophoresis, transferred to a membrane, and probed for telomeric repeats and the *rad16*^+^ locus as a loading control (LC).

We next examined whether Thc1 and Bmc1 are stably associated with TER1 as previously reported for Pof8. TER1 was approximately 8000-fold enriched in immunoprecipitates of epitope-tagged Thc1 and Pof8 relative to untagged controls (Fig. 3c). A smaller, 64-fold-enrichment was observed with Bmc1, indicating a weaker interaction that is more easily disrupted under the experimental conditions. Alternatively, Bmc1 may not be a constitutive member of the telomerase complex and may only be associated with a fraction of the telomerase complex. Since telomere length regulation is exquisitely sensitive to changes in telomerase activity levels, we measured telomere length in the deletion strains. Telomeres were approximately 30% shorter than wild type in *thc1*Δ cells and 20% shorter in *bmc1*Δ cells (Fig. 3d). The reduction in telomere length in the mutants was observed across multiple isolates and was stable over the course of successive restreaks (Supplementary Fig. 3). Overall, these results confirm roles for Thc1 and Bmc1 in telomere maintenance and suggest functions in telomerase biogenesis or quality control.

### Bmc1 function in telomerase biogenesis is independent of its catalytic activity

As vertebrate MePCE and *Drosophila* Bin3 bind the 5′ triphosphate caps on 7SK and U6 snRNA and function enzymatically by transferring a methyl group onto the γ-phosphate, it is not apparent how TER1 with its trimethylguanosine cap could be targeted by Bmc1. Nevertheless, sequence alignments and homology modeling showed that the amino acids involved in AdoMet binding and methyltransferase activity are largely conserved in fission yeast (boxed in red in Fig. 1c). Furthermore, an overlay^43^ of the AlphaFold^44^ predicted structure for Bmc1 with the human MePCE structure^45^ confirmed striking structural similarities consistent with a methyltransferase activity for Bmc1 (Supplementary Fig. 4a). We therefore generated several mutants designed to abolish the putative capping activity based on structural and functional information on the orthologous proteins^45–47^ and introduced them on plasmids under the control of the endogenous promoter into *S. pombe* cells deleted for endogenous *bmc1*. Assessment of protein expression levels showed that F246A, GCN43ACA, and EPQ188APA were expressed at similar levels to wild-type Bmc1, whereas expression of VLD39AAA was approximately threefold reduced (Supplementary Fig. 4b). Using telomere length as the terminal readout of telomerase function in vivo, we found that each of the catalytic mutants rescued the telomere length phenotype, except for VLD39AAA (Supplementary Fig. 4c). As the expression of this mutant is reduced compared to wild type and the other mutants, it is likely that mutation of the VLD motif causes structural changes that compromise the stability of Bmc1. In summary, we surmise that the catalytic activity of Bmc1 is not required for its function in telomerase biogenesis. However, we cannot exclude the possibility that the mutants have residual catalytic activity, and a definitive conclusion will therefore require future biochemical experiments and the identifications of those RNAs in fission yeast that are modified by Bmc1 and can serve as positive controls for loss of methyltransferase activity.

### Pof8, Thc1, and Bmc1 function in the same pathway

The differences in the extent to which TER1 levels and telomere length were reduced following the deletion of *pof8*, *thc1*, or *bmc1*, led us to investigate whether they have distinct roles during TER1 biogenesis. We constructed otherwise isogenic single, double, and triple mutants to compare TER1 steady-state levels by RT-qPCR and telomere length by Southern blotting. Neither TER1 levels (Fig. 4a) nor telomere length (Fig. 4b) were further reduced in any double or the triple deletion combination compared to the single *pof8* deletion. It is noteworthy that telomeres in a *pof8* deletion are already critically short as the terminal restriction fragment is almost entirely comprised of subtelomeric DNA and chromosome end fusions are readily detected in a *pof8*Δ culture^17^. Any exacerbation of this phenotype would result in telomere loss and chromosome circularization as observed in *trt1*Δ cells^48^.

**Fig. 4:**
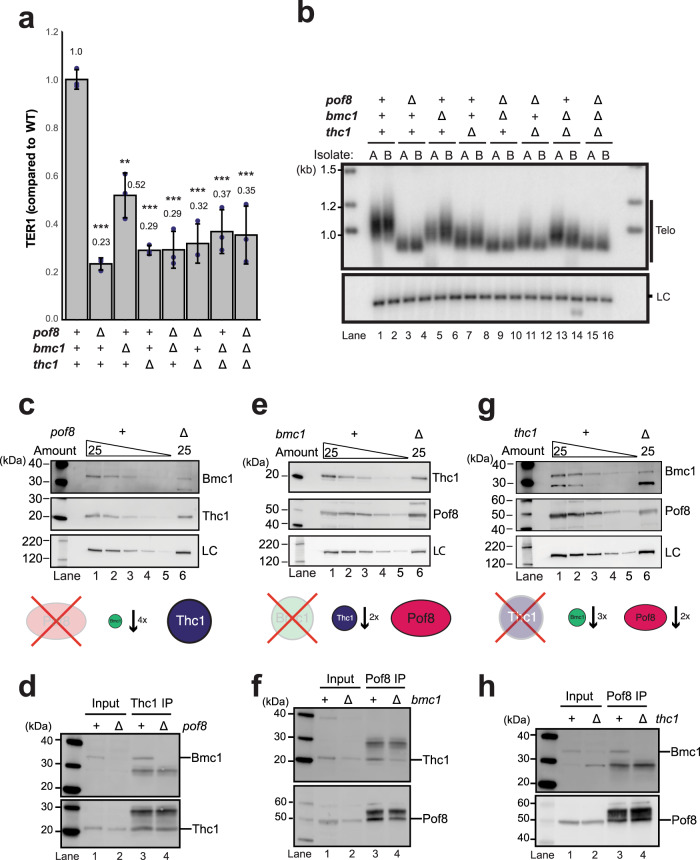
Functional interactions among Pof8, Thc1, and Bmc1. **a** Effect of single, double, and triple deletions of *pof8*, *thc1*, and *bmc1* genes on TER1 levels measured by RT-qPCR. Mean (±SD, *n* = 3) fold-change values relative to wild type (WT). Significant differences from WT are marked above each bar (two-sided Dunnett’s test; ***p < 0.001, **0.001 ≤ *p* < 0.01, *0.01 ≤ *p* < 0.05). **b** Telomeric Southern blot of the strains used in **a**. Two independent isolates of each deletion are shown. The *rad16*^+^ locus was used as a loading control (LC). **c** Pof8 stabilizes Bmc1. Western blot analysis for Bmc1-Twinstrep and Thc1-2xV5 from 25 µg of extract of a *pof8*Δ strain and a twofold serial dilution of extract from a *pof8*^*+*^ control strain using anti-strep-tag II and anti-V5 antibodies. An unknown protein recognized by the anti-strep-tag II antibody was used as a loading control (LC). **d** Pof8 is required for the Thc1–Bmc1 interaction. Western blot analysis of co-immunoprecipitation using anti-V5 in strains containing Bmc1-Twinstrep and Thc1-2xV5 in *pof8*^*+*^ and *pof8*Δ backgrounds. The blot was probed with anti^*-*^Strep-tag II antibody for Bmc1-Twinstrep (*top*) and reprobed with anti-V5 antibody for Thc1-2xV5 (*bottom*). Input represents 10% of IP. **e** Bmc1 stabilizes Thc1. Assessment of steady-state protein levels as in **c** for Thc1-2xV5 and 3xFLAG-Pof8 following the deletion of *bmc1*. **f** Bmc1 is not required for Thc1–Pof8 interaction. Western blot analysis of co-IP using anti-FLAG antibody in strains containing 3xFLAG-Pof8 and Thc1-2xV5 in *bmc1*^*+*^ or *bmc1*Δ backgrounds. The blot was probed with anti-V5 antibody for Thc1-2xV5 (top) and reprobed with anti-FLAG for 3xFLAG-Pof8 (bottom). **g** Thc1 stabilizes Bmc1 and Pof8 protein. Assessment of steady-state protein levels as in **c** for Bmc1-Twinstrep and 3xFLAG-Pof8 following the deletion of *thc1*. **h** Thc1 is required for the Pof8-Bmc1 interaction. Western blot analysis of co-IP using anti-FLAG in strains containing 3xFLAG-Pof8 and Bmc1-Twinstrep in *thc1*^*+*^ or *thc1*Δ backgrounds. The blot was probed with anti-Strep-tag II for Bmc1-Twinstrep (top) and reprobed with anti-FLAG for 3xFLAG-Pof8 (bottom).

### Deletion of *pof8* affects stability and interaction between Thc1 and Bmc1

To further understand the difference in phenotype among the single gene deletions, we assessed the stability of the other subunits and integrity of the complex in the absence of each protein. Deletion of Pof8 resulted in an approximately fourfold reduction in Bmc1 (Fig. 4c) and no Bmc1 was detected in Thc1 immunoprecipitates (Fig. 4d, compare lanes 3 and 4). When protein extract was prepared from *bmc1*Δ cells, Thc1 levels were approximately twofold reduced, whereas Pof8 levels were close to wild type (Fig. 4e). Despite the reduction in Thc1, the protein still co-immunoprecipitated with Pof8 (Fig. 4f). In contrast, deletion of *thc1* resulted in a threefold decrease of Bmc1 protein and a twofold reduction in Pof8 (Fig. 4g). Although Bmc1 was readily detected in the input, no Bmc1 was observed in the Pof8 immunoprecipitate (Fig. 4h). These results support physical and functional interactions within the complex, in which the stability of individual factors and the integrity of the complex depend on the presence of the other members. Most importantly, the association of Bmc1 with the complex depends on the presence of Pof8 and Thc1. In the absence of either Pof8 or Thc1, the interaction of Bmc1 with the remaining factor is compromised. The quantitative differences in the effects on TER1 levels and telomere length between the single gene deletions can be explained by the loss of Pof8 or Thc1 causing the associated loss of Bmc1.

Further supporting the importance of stabilizing interactions between Thc1 and Pof8, recombinant 6xHis-Thc1 and untagged Pof8 co-expressed in *Escherichia coli* were readily purified as a complex (Fig. 5a). Whereas IP of the Lsm2-8 complex from extracts lacking endogenous Pof8 results in poor recovery of TER1 RNA and telomerase activity, the addition of purified Pof8-Thc1 complex to the cell extract was sufficient to increase the amount of TER1 recovered from an Lsm4-cMyc IP by fourfold and telomerase activity by up to ninefold (Fig. 5b).

**Fig. 5:**
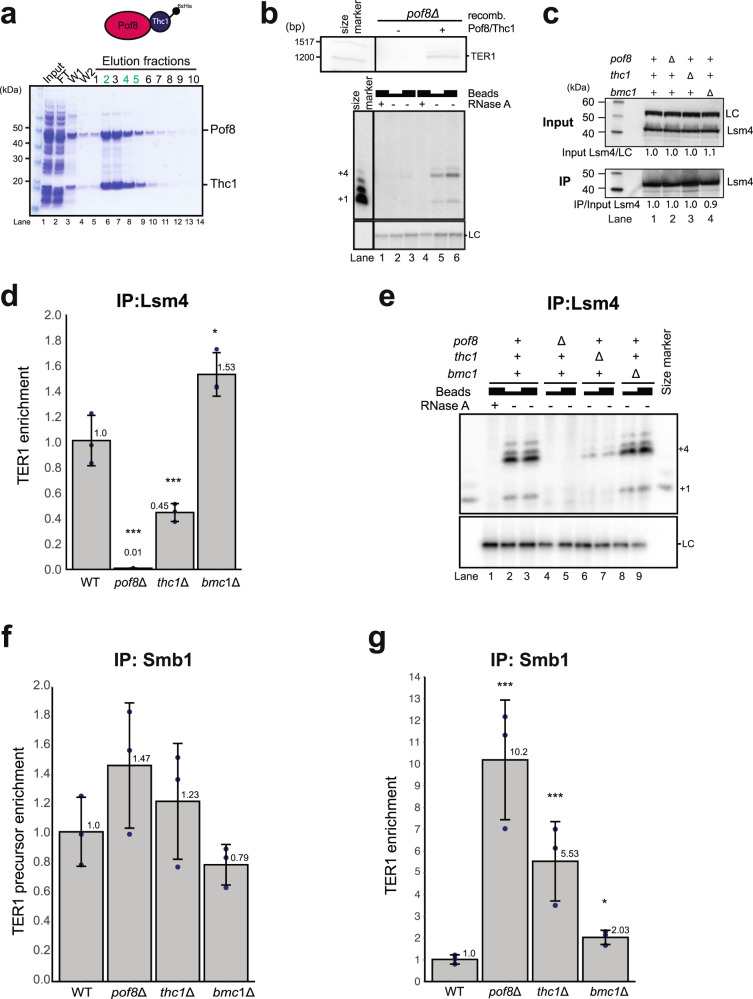
Requirements for Lsm and Sm loading onto TER1. **a** Coomassie-stained SDS-PAGE gel of immobilized-metal affinity chromatography (IMAC) purified recombinant 6xHis-Thc1 and untagged Pof8 co-expressed from a multicistronic plasmid in *E. coli*. The gel shows the input (lane 1), flow-through (FT, lane 2), two washes (W, lanes 3 and 4), and 10 fractions of eluate (lanes 5–14). Fractions in green were pooled, quantified, and used in reconstitution experiments. **b** Extracts from *pof8*Δ cells were mixed with buffer or recombinant Pof8/6xHis-Thc1 complex. Northern blot of TER1 following immunoprecipitation of Lsm4-cMyc (top). Telomerase activity assay with same IP fractions (bottom). RNase A was added in lanes 1 and 4 as controls; loading control (LC): ^32^P-labeled 100-mer oligonucleotide **c** Steady-state level of Lsm4 is not affected by *pof8*Δ, *thc1*Δ, or *bmc1*Δ. Extracts from cells harboring the deletions were analyzed by western blot with anti-cMyc (top); LC: α-tubulin. Similar amounts of Lsm4-cMyc were precipitated from all strains (bottom). **d** Pof8 and Thc1—but not Bmc1—are required for loading the Lsm2-8 complex onto TER1. RT-qPCR of TER1 from immunoprecipitation of Lsm4-cMyc from extracts of wild type (WT), *pof8*Δ, *thc1*Δ, and *bmc1*Δ cells. Bars represent mean (±SD, *n* = 3) fold-enrichment relative to WT after normalization to the input levels. Significant values are marked above each bar (Two-sided Dunnett’s test; ***p < 0.001, **0.001 ≤ *p* < 0.01, *0.01 ≤ *p* < 0.05). **e** Telomerase activity assay using the same Lsm4 IP samples as in **d** shows activity is compromised in the absence of Pof8 or Thc1. Ten and 20 μl of IP suspensions were used; 20 μl of IP suspension was used for RNase A treatments. **f** Association of Sm proteins with TER1 precursor is not affected in the absence of Pof8, Thc1, or Bmc1. RT-qPCR of TER1 precursor following IP of Smb1-cMyc from WT, *pof8*Δ, *thc1*Δ, and *bmc1*Δ cells. Bars represent mean (±SD, *n* = 3) fold-enrichment relative to WT after normalization to input levels. **g** The Sm complex association with TER1 following spliceosomal cleavage is stabilized to varying degrees in the absence of Pof8, Thc1, or Bmc1. RT-qPCR of TER1 following IP of Smb1-cMyc from WT, *pof8*Δ, *thc1*Δ, and *bmc1*Δ cells. Bars represent mean (±SD, *n* = 3) fold enrichment relative to WT after normalization to input levels. Statistical analysis as in **d**.

### Effects on the Sm to Lsm2-8 switch

Biochemical studies with purified proteins showed that Pof8 and Lsm2-8 interact directly and bind telomerase RNA cooperatively^32^. To assess to what extent Thc1 and Bmc1 affect the association of Pof8 and Lsm2-8 with TER1 in vivo, we immunoprecipitated the Lsm complex via c-Myc-tagged Lsm4 from extract prepared from cells deleted for *pof8*, *thc1* and *bmc1*. The deletions neither affected the level of Lsm4 protein in the extract nor the amount of immunoprecipitated Lsm4 (Fig. 5c). Nevertheless, the amounts of co-precipitating TER1 showed striking differences depending on the genetic background. Confirming previous results, deletion of *pof8* causes a 100-fold reduction in the amount of TER1 associated with the Lsm complex (Fig. 5d). In stark contrast, deletion of *thc1* only caused a twofold reduction in Lsm–TER1 association relative to the wild-type control. Deletion of *bmc1* even enhanced the interaction, albeit slightly. Interestingly, despite the modest effect on TER1-Lsm association, loss of Thc1 resulted in a 15-fold reduction in telomerase activity associated with Lsm4 (Fig. 5e). Under the same conditions, the activity was undetectable in the absence of Pof8 and was two to fourfold higher than wild type in the absence of Bmc1. These findings suggest that Thc1 contributes to the assembly of active telomerase by enhancing the ability of Pof8 to recognize correctly folded TER1 or by providing an additional level of quality control, perhaps by assessing the processing state at the 5’ end of the RNA.

Prior to spliceosomal cleavage, the Sm complex binds the AU_6_GG motif, which after cleavage becomes the oligo-uridine binding site for Lsm2-8. To assess whether members of the Pof8-Thc1-Bmc1 complex also affect the stability of the Sm complex on TER1, we assessed the amount of RNA precursor that is associated with Smb1. Although recovery of TER1 varied by up to 1.5-fold among strains, none of these differences were statistically significant (Fig. 5f). We concluded that Sm complex association with the TER1 precursor is unaffected by Pof8, Thc1, and Bmc1 consistent with this complex functioning downstream of spliceosomal cleavage. Consistent with this notion, an association of Smb1 with the first exon of TER1 (mature form) was increased in each of the three deletions (Fig. 5g). These observations support a model in which the transition from Sm-bound to Lsm-bound form is an active process and that TER1 remains associated with the Sm complex for longer in the absence of Pof8, Thc1 or Bmc1.

### Thc1 and Bmc1 stabilize Pof8 on telomerase and are associated with telomerase activity

With the deletion of *pof8* affecting Lsm recruitment, telomerase activity, and telomere maintenance more strongly than *thc1*Δ and *bmc1*Δ, we next assessed the extent to which Thc1 and Bmc1 affect the association of Pof8 with TER1. Every single deletion caused a reduction in the amount of TER1 that co-immunoprecipitated with Pof8 (Fig. 6a). A 15-fold reduction was observed when both *thc1* and *bmc1* were absent, demonstrating that the stability of the Pof8-TER1 complex is clearly enhanced by the presence of Thc1 and Bmc1. Consistent with the co-IP data, telomerase activity associated with Pof8 was also reduced in the absence of either Thc1 or Bmc1 alone, or when both were absent (Fig. 6b). Although Lsm2-8 and Pof8 clearly still bind TER1 to some extent in the absence of Thc1 or Bmc1, the stability of the interaction between Pof8 and the core components of telomerase appears to be more transient in the absence of either protein.

**Fig. 6:**
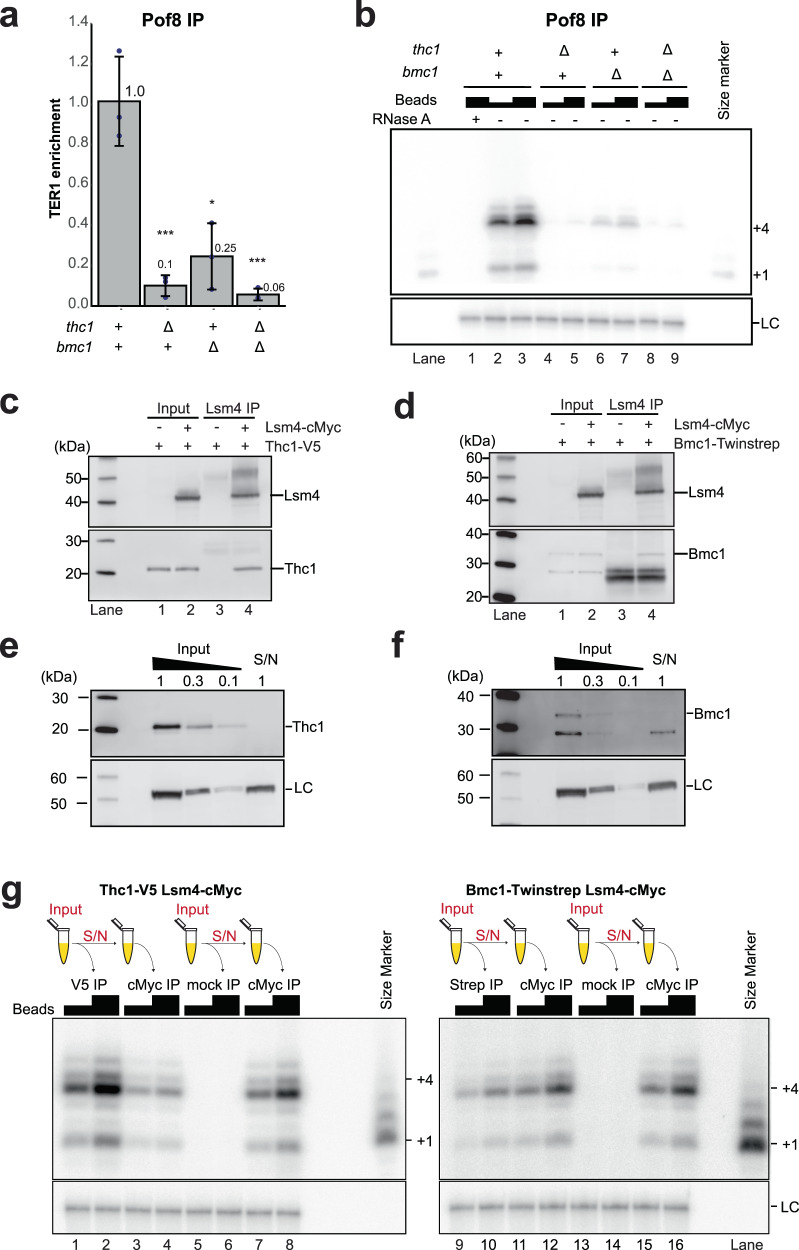
Thc1 and Bmc1 stabilize Pof8 on telomerase and are associated with Lsm proteins and active telomerase. **a** The absence of Thc1 and/or Bmc1 weakens the Pof8–TER1 interaction. RT-qPCR of TER1 following IP of FLAG-tagged Pof8 from *thc1*Δ, *bmc1*Δ, and combined deletion backgrounds relative to wild-type (WT) background. The bars represent the mean fold enrichment of TER1 relative to WT after normalization to TER1 levels in the input. Error bars represent standard deviation based on three biological replicates. **b** Telomerase activity assay from Pof8 IP samples of the same strains used in **a**. IP suspensions (10 and 20 μl) were used for telomerase activity assays; 20 μl of IP suspension was used for the RNase A treatment. **c** Thc1 co-immunoprecipitates with Lsm4. Extracts from strains containing V5 epitope-tagged Thc1 and untagged or cMyc-tagged Lsm4 were subjected to immunoprecipitation with anti-c-Myc followed by western blotting. The blot was probed with anti-V5 and reprobed with anti-cMyc antibodies. **d** Bmc1 co-immunoprecipitates with Lsm4. Extracts from strains containing TwinStrep tagged Bmc1 and untagged or Lsm4-cMyc were immunoprecipitated with anti-c-Myc followed by western blotting. The blot was probed with anti-strep-tag II and reprobed with anti-cMyc. **e** Depletion of Thc1-2xV5 from cell-free extract in a single round of immunoprecipitation with anti-V5 on Dynabeads; 20 µg of IP supernatant (S/N) was loaded next to a serial dilution of input to assess the extent of depletion; loading control (LC): α-tubulin **f** Depletion of Bmc1-Twinstrep from cell-free extract in a single round of immunoprecipitation with anti-Strep-tag II on Dynabeads analyzed as in **e**. **g** Telomerase activity assay following sequential immunoprecipitations to assess the fraction of telomerase activity associated with Thc1 and Bmc1. The extract containing Thc1-2xV5 and Lsm4-cMyc was immunoprecipitated with anti-V5 (V5 IP) or anti-FLAG (mock IP). The IP S/N was then immunoprecipitated with anti-cMyc (cMyc IP). IP suspensions (10 and 20 μl) were used for telomerase activity assays. The extract containing Bmc1-Twinstrep and Lsm4-cMyc was immunoprecipitated with anti-strep-tag II (strep IP) or anti-FLAG (mock IP). The IP S/N was then immunoprecipitated with anti-cMyc (cMyc IP) and analyzed as described above.

To assess whether Thc1 and Bmc1 themselves are only transiently associated with the Lsm2-8 complex and Trt1, we precipitated Lsm4-cMyc from the extract in which either Thc1 or Bmc1 were also epitope-tagged. Thc1 and Bmc1 were readily detected in Lsm4 immunoprecipitates (Fig. 6c, d). Further supporting that Thc1 and Bmc1 are associated with active telomerase, we were able to detect telomerase activity following IP of epitope-tagged versions of Thc1 and Bmc1 (Supplementary Fig. 5). The activity associated with Thc1 was comparable to Pof8 IPs, while a reduced level of activity was recovered from Bmc1 IPs. However, this result must be interpreted with caution as different epitope tags are present on Pof8, Thc1, and Bmc1.

To gain insight into what fraction of telomerase is associated with Thc1 and Bmc1 respectively, we first asked whether either protein can be immunodepleted from the extract in a single step. Comparison of input and IP supernatant revealed that over 90% of Thc1 is removed from the soluble fraction in a single round of IP (Fig. 6e). Similarly, the supernatant is efficiently depleted of Bmc1 in a single round of IP (Fig. 6f). Using extracts from cells in which Thc1 and Lsm4 were both epitope tagged, we first immunoprecipitated Thc1 and then immunoprecipitated Lsm4-cMyc from the IP supernatant to assess how much telomerase activity remains in the supernatant following depletion of Thc1. To account for the non-specific reduction in telomerase activity associated with each round of IP, first-round mock IPs were carried out in parallel. Relative to mock depleted extract, 50% of telomerase activity was detected in Lsm4 IP after extracts had first been depleted of Thc1 (Fig. 6g). This is in stark contrast to the only 1% of activity detected when the extract was first depleted of Pof8^17^. Even more strikingly, the analogous experiment performed with Bmc1 revealed that close to 90% of telomerase activity was recovered with Lsm4 from the supernatant of a Bmc1 immunodepletion (Fig. 6g). These results indicate that, unlike Pof8 and Lsm2-8, Thc1, and even more so, Bmc1, are only loosely associated with active telomerase.

### Deletion of *thc1* affects the expression of several ncRNAs including TER1

Considering the sequence similarity of Thc1 and Bmc1 with general RNA processing factors in other species, we asked whether the expression of RNAs other than TER1 is also affected by the deletion of either gene. 

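TER1, the RNA subunit of telomerase, is listed as SPNCRNA.214 and lies on the minus strand of chromosome I in ASM294v3 from 3084610 to 3086022. The annotation gives it an exon of 1207 nt (3084816 to 3086022) followed by an exon of 150 nt (3084610 to 3084759). TER1 fell from 155 ± 4.21 to 54.6 ± 3.97 CPM (SD, n = 3 each) upon deletion of *thc1*. Its log2 fold change was -1.51 (standard error 0.0514, adjusted *p* = 3.54e-06 in edgeR's quasi-likelihood test), and 35.2% of the wild-type level remained. In the *bmc1* experiment TER1 went from 151 ± 6.56 to 84.0 ± 2.33 CPM (SD, n = 3 each), a log2 fold change of -0.86 (standard error 0.0453, adjusted *p* = 0.0012 in the same edgeR test) that leaves 55.3%. Both changes exceed the spread between replicates, but only that in *thc1*Δ cells reaches 2-fold. Leaving out any 1 library moved the *thc1*Δ value between -1.55 and -1.45 and the *bmc1*Δ value between -0.88 and -0.82. TER1 did not differ detectably between the 2 wild types (log2 fold change -0.03, adjusted *p* = 0.562 in edgeR). The mRNAs of protein partners of TER1 that the paper studies stayed close to the wild type in *thc1*Δ cells. Their log2 fold changes were 0.01 for *pof8* (adjusted *p* = 0.903), 0.04 for *trt1* (0.407), 0.04 for *lsm4* (0.67) and 0.08 for *smb1* (0.148) in the same edgeR test. That of *bmc1* was -0.06 (0.594). These values do not describe protein: the paper's blots show less Pof8 and Bmc1 protein in *thc1*Δ cells.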

For the deletion of *thc1*, 77 genes met the criteria of a twofold change in expression level with an associated adjusted *p* value of <0.05 (Supplementary Fig. 6a). 

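In *thc1*Δ cells 75 of the 6235 genes tested met both criteria, 47 with higher and 28 with lower levels than in the wild type. Without the limit on the fold change, 1313 genes had an adjusted *p* below 0.05 in edgeR's quasi-likelihood test, and 2206 genes had an unadjusted *p* below 0.05 where 312 are expected by chance. DESeq2's Wald test called 78 genes and limma-voom 76, each with 73 of the 75. The setting that lowered the number most was DESeq2 with fold changes shrunken by a normal prior, which called 15 genes, all of them among the 75. Leaving out 1 library at a time gave 62 to 123 called genes. The 123, which hold 73 of the 75, were found without *thc1*Δ replicate 1. That library stood apart from the other *thc1*Δ libraries, with a chi-square per degree of freedom of 68.9 and 65.5 against them, compared with 20.8 between those 2 and with 2.95 to 6.99 between the *thc1* wild-type libraries.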

Next to TER1 and *thc1*, 26 loci, including 11 non-coding RNAs were downregulated (Supplementary Table 2a). 

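The 28 genes with lower levels in *thc1*Δ cells comprised TER1, *thc1* and 26 others, of which 11 were non-coding RNAs. In the RefSeq annotation of ASM294v3 the 28 are 15 protein-coding genes, 12 long non-coding RNAs and 1 pseudogene. The 46.4% that are not protein coding compare with 19.6% of the 6184 other tested genes with a known biotype (Fisher's exact test, two-sided *p* = 0.00124, odds ratio 3.55). Called and other genes were not matched for number of reads. The largest fall among the genes called was that of SPNCRNA.863, with a log2 fold change of -2.06 (standard error 0.0799, adjusted *p* = 3.93e-06 in edgeR's quasi-likelihood test). It was followed by SPNCRNA.1344 (-1.90, standard error 0.148, adjusted *p* = 0.00016 in edgeR) and by the protein-coding SPCC569.02c (-1.87, standard error 0.187, adjusted *p* = 0.000496 in edgeR). The pseudogene SPBCPT2R1.07c fell by 1.66 on the log2 scale (standard error 0.387, adjusted *p* = 0.0212 in edgeR), which rests on single libraries, since with 1 library left out the adjusted *p* reached 0.0808. SPNCRNA.742 fell by 1.66 (standard error 0.211, adjusted *p* = 0.0016 in edgeR). Compared with the *bmc1* wild type in place of their own, *thc1*Δ cells were again lower in edgeR for SPNCRNA.863 (-3.20, adjusted *p* = 0.0033), SPNCRNA.1344 (-2.49, 0.000355) and SPBCPT2R1.07c (-2.53, 0.0138). The call of SPBCPT2R1.07c rests on single libraries there too, since with 1 library left out its adjusted *p* in edgeR reached 0.0633. SPCC569.02c (-0.16, 0.571) and SPNCRNA.742 (0.40, 0.254) showed no detectable difference in the same edgeR test.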

We also identified 49 loci that were upregulated, the majority of which were non-protein coding (Supplementary Table 2b). It therefore appears likely that Thc1 is involved in the biogenesis or regulation of additional RNAs than just TER1. 

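Of the 47 genes with higher levels in *thc1*Δ cells, 27 were not protein coding: 21 long non-coding RNAs, 1 other non-coding RNA, 2 ribosomal RNAs and 3 tRNAs. This share of 57.4% compares with 19.4% of the 6165 other tested genes with a known biotype (Fisher's exact test, two-sided *p* = 1.17e-08, odds ratio 5.59). It stayed between 53.2% and 63.6% with each library left out in turn. With the *bmc1* wild type as the control, 64.3% of the 28 genes called higher were not protein coding (Fisher's exact test, two-sided *p* = 3.16e-07). Only 8 of these 28 are among the 47. Of the 62 called lower there, 41.9% were not protein coding (*p* = 6.66e-05 in the same Fisher's exact test). Called and other genes were not matched for number of reads, so these shares alone do not tie the genes to loss of Thc1. Against their own wild type, the largest increase among the genes called was that of the mitochondrial serine tRNA SPMITTRNASER.01, with a log2 fold change of 2.55 (standard error 0.374, adjusted *p* = 0.003 in edgeR's quasi-likelihood test). SPNCRNA.287 rose by 2.55 (standard error 0.185, adjusted *p* = 0.000126 in edgeR) and SPNCRNA.100 by 2.54 (standard error 0.282, adjusted *p* = 0.000818 in edgeR). The mitochondrial lysine tRNA SPMITTRNALYS.01 rose by 2.37 (standard error 0.271, adjusted *p* = 0.00096 in edgeR) and SPNCRNA.1656 by 2.35 (standard error 0.384, adjusted *p* = 0.0049 in edgeR). With the *bmc1* wild type as the control, only SPNCRNA.287 of these 5 genes was higher in *thc1*Δ cells (log2 fold change 1.44, adjusted *p* = 0.0102 in edgeR). The values of the others against that control were -0.18, -0.17, -0.41 and 0.39 for SPMITTRNASER.01, SPNCRNA.100, SPMITTRNALYS.01 and SPNCRNA.1656, with adjusted *p* values in edgeR of 0.731, 0.647, 0.239 and 0.464. The marker gene *his3*, which replaced *thc1*, is also on the list, with a log2 fold change of 1.34 (standard error 0.0686, adjusted *p* = 2.04e-05 in edgeR).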

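The libraries also allow the genes called in *thc1*Δ cells to be set beside the difference between the 2 wild-type strains, which the paper does not compare. Of the 75 genes, 44 were also called in the same direction between the *bmc1* wild type and the *thc1* wild type, 33 of them higher and 11 lower. Because both comparisons use the *thc1* wild-type libraries, an overlap can arise by chance. In 20 simulations that drew the 3 groups of libraries anew, with the changes of the called genes kept in *thc1*Δ and those of the *bmc1* wild type moved to random genes of similar level, 56 to 66 genes were called in *thc1*Δ and at most 3 of them were shared. Taken in the direction of each call, the *bmc1* wild type differed from the *thc1* wild type by a median log2 fold change of 1.19 over the 73 genes that were tested between the wild types, compared with 1.35 over all 75 for *thc1*Δ cells. When *thc1*Δ cells were compared with the *bmc1* wild type, 20 of the 75 genes were again called in the same direction, 8 higher and 12 lower, TER1 and *thc1* among them. With each library left out in turn, 16 to 28 genes were called in both comparisons. Among the 20, the calls of SPNCRNA.1677, *mfm3* and SPBCPT2R1.07c rest on single libraries. With 1 library left out, their adjusted *p* in edgeR against the *bmc1* wild type reached 0.0736, 0.0567 and 0.0633. Another 5 genes, named after their values were seen, were called in the opposite direction: *gcd1*, SPCC1739.08c and *rsv1* were lower and *nrg1* and SPNCRNA.1340 higher than in the *bmc1* wild type. The last 2 of these calls rest on single libraries, since with 1 library left out the adjusted *p* in edgeR reached 0.12 for *nrg1* and 0.0869 for SPNCRNA.1340. Against their own wild type those of *rsv1* (up to 0.11), SPCC1739.08c (up to 0.103) and *gcd1* (log2 fold change down to 0.83) do so as well. From the changes in levels relative to the *thc1* wild type, the paper proposes that Thc1 takes part in making or regulating RNAs besides TER1.

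**Figure D2:**
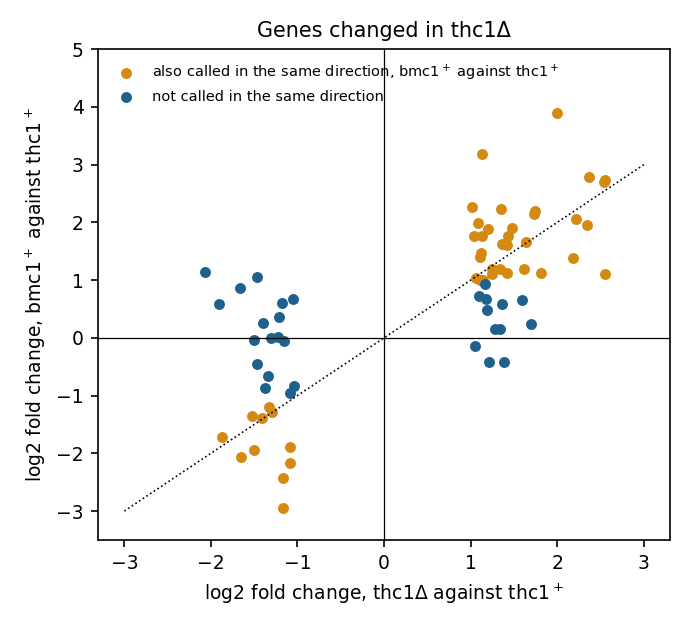
Log2 fold changes of 73 of the 75 genes called in *thc1*Δ cells, each gene a point (SPNCRNA.71 and SPNCRNA.1677 were not tested between the wild types): *thc1*Δ against the *thc1* wild type on the horizontal axis and the *bmc1* wild type against the *thc1* wild type on the vertical axis. Orange points are the 44 genes also called in the same direction between the wild types, blue points are the rest, and on the dotted line both changes are equal.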

Far fewer changes in gene expression were observed following the deletion of *bmc1* with no loci meeting the criteria described above (Supplementary Fig. 6b). 

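In *bmc1*Δ cells 0 of the 6232 genes tested met both criteria in edgeR's quasi-likelihood test, and 478 genes had an unadjusted *p* below 0.05, compared with 312 expected by chance. DESeq2's Wald test and limma-voom also called 0 genes, with 407 genes at an unadjusted *p* below 0.05 in DESeq2. Without the limit on the fold change, 3 genes had an adjusted *p* below 0.05 in edgeR, 31 in DESeq2 and 3 in limma-voom. The 3 genes in edgeR were TER1, *bmc1* and *sec22* (SPBC2A9.08c), which was picked out after its value was seen. *sec22* lies 2 coding genes away from *bmc1* and rose by 0.43 on the log2 scale (standard error 0.039, adjusted *p* = 0.0163 in edgeR). The largest change among the 3 was that of TER1. Libraries of the *bmc1* wild type and *bmc1*Δ cells that share a replicate number deviated together from their group means, and with the replicate number as a block 200 genes had an adjusted *p* below 0.05 in edgeR, of which 0 reached 2-fold. With each library left out in turn 0 genes were called, except that without *bmc1* wild type replicate 1 the non-coding RNA SPNCRNA.935 was called lower (log2 fold change -1.35, adjusted *p* = 0.0382 in edgeR). That library held 382 reads of SPNCRNA.935 and the other *bmc1* wild-type libraries 1628 and 1603, while *bmc1*Δ libraries held 503, 660 and 575. The genes of Supplementary Table 2 did not move as a group in *bmc1*Δ cells: without TER1 and *thc1*, the median log2 fold change was 0.05 over the 26 genes of part a and 0.02 over 47 genes of part b, with *p* values of 0.969 and 0.853 in limma's set test fry. Both medians are above 0, while fry's direction is down for both parts.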

In light of U6 snRNA being a target of vertebrate MePCE, we specifically examined this locus but found no significant change in expression in either deletion. However, it must be noted that the knockdown of MePCE in human cells also did not reduce the steady-state levels of U6 snRNA^39^. 

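U6 snRNA is the gene *snu6* (SPSNRNA.06), which lies on the minus strand of chromosome I in ASM294v3 from 2562276 to 2562419 and has 2 exons of 94 nt together. In the *thc1* experiment it was counted at 25.4 ± 0.949 CPM in the wild type and 34.7 ± 2.97 in *thc1*Δ cells (SD, n = 3 each). The log2 fold change of 0.45 (standard error 0.0657) stays under the 2-fold limit, with an adjusted *p* of 0.00303 in edgeR's quasi-likelihood test, and remained between 0.38 and 0.50 with each library left out in turn. Compared with the *bmc1* wild type, U6 in *thc1*Δ cells was 0.31 higher on the log2 scale (standard error 0.117), a difference with an adjusted *p* of 0.111 in the same edgeR test. In the *bmc1* experiment U6 was counted at 27.8 ± 4.65 CPM in the wild type and 23.1 ± 2.12 in *bmc1*Δ cells (SD, n = 3 each). Its log2 fold change of -0.28 (standard error 0.125, adjusted *p* = 0.663 in edgeR) did not pass the threshold. With each library left out in turn it lay between -0.36 and -0.13. With the replicate number as a block it did not pass either (-0.27, adjusted *p* = 0.0683 in edgeR), although U6 was lower in *bmc1*Δ cells in all 3 pairs of libraries with the same number. Between 756 and 1407 reads were counted on U6 per library.

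**Figure D3:**
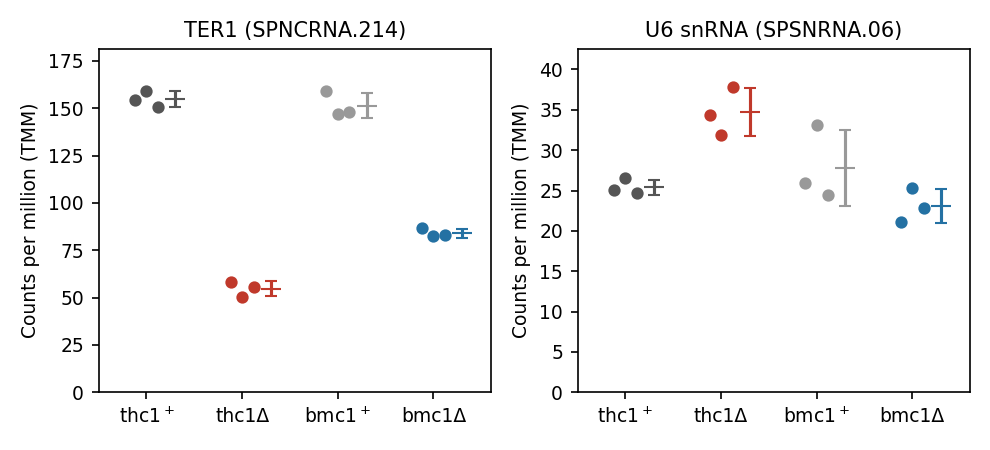
CPM after TMM normalization for TER1 (left) and U6 snRNA (right) on linear axes from 0, in the *thc1* wild type (thc1+), *thc1*Δ, the *bmc1* wild type (bmc1+) and *bmc1*Δ. Each point is a library, and the bar beside the 3 points is their mean with its SD; TER1 separates both deletions from their wild types, whereas the U6 libraries of *bmc1*Δ cells and their wild type overlap.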

While changes in expression levels are indicative of a specific RNA being a target for modification, RNA stability is not necessarily affected by the absence of the methyl group. It therefore will require further studies to assess whether Bmc1 functions specifically as a telomerase biogenesis factor or has additional functions in fission yeast.

## Discussion

Previous work demonstrated that the *S. pombe* Pof8 protein is a LARP7 family member that functions in telomerase biogenesis by facilitating the loading of the Lsm2-8 complex onto TER1 through cooperative protein–protein and protein–RNA interactions^15–17,32^. We now reveal that Pof8 carries out this function in complex with Thc1 and Bmc1, two previously uncharacterized proteins. Deletion of *thc1* or *bmc1* results in a decrease in Pof8 association with telomerase, decreased levels of TER1, and shorter telomeres. Although physical interactions support that Pof8, Thc1, and Bmc1 function together during telomerase assembly, they clearly have distinct roles in biogenesis with Pof8 remaining associated more tightly with active telomerase than Thc1 and Bmc1. It is further worth noting that the levels of telomerase activity associated with Pof8 in the extract from *bmc1*Δ cells were significantly lower compared to cell extracts from *bmc1*^*+*^cells (Fig. 6b). In contrast, the Lsm4 associated telomerase activity was slightly increased in the absence of Bmc1, suggesting that Bmc1 stabilizes the binding of Pof8 to telomerase but is not required for the stable association of the Lsm complex (Fig. 5e). These results support a model where the interaction of Pof8 with TER1 is stabilized by Thc1 and Bmc1, and both factors contribute to the assembly and stability of functional telomerase but do not necessarily remain associated with the active enzyme (Fig. 7).

**Fig. 7:**
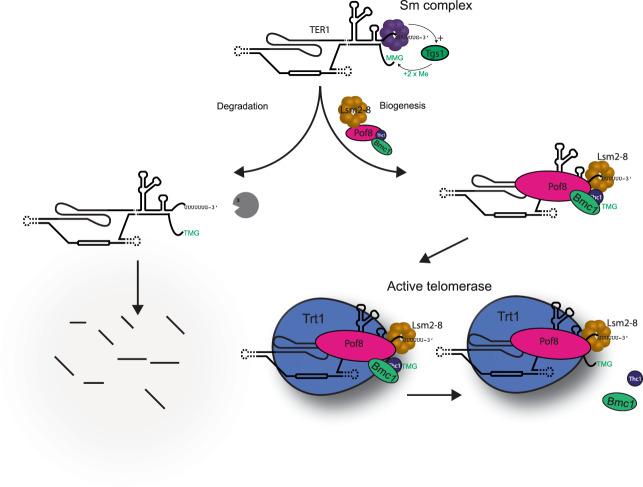
Proposed model of the role of Thc1 and Bmc1 during the stepwise assembly of telomerase. After spliceosomal cleavage, the Sm complex (purple) facilitates cap hypermethylation by Tgs1 and is subsequently replaced by the Lsm2-8 complex (brown). Pof8, Thc1, and Bmc1 function during the Sm to Lsm transition. Pof8 (pink) promotes the loading of Lsm2-8 onto TER1, while Bmc1 (green) and Thc1 (blue) stabilize Pof8 binding through protein–protein and likely through protein–RNA interactions. In the absence of Pof8 on TER1, the Lsm2-8 complex cannot load, leading to TER1 degradation. Whereas Pof8 and Lsm proteins are quantitatively associated with active telomerase, Thc1 and Bmc1 are only associated with a fraction of active enzyme.

To our knowledge, this is the first example of a member of the LARP7 family functioning in a complex with MePCE/Bin3 outside the 7SK complex, indicating that the functional association of these two proteins predates the metazoan invention of the 7SK RNP as a transcriptional and translational regulator. Coincidentally, RIP-Seq experiments with epitope-tagged Bmc1 (Bin3) also identified TER1 as a target leading to an independent characterization of the Bmc1/Pof8 interaction by the Bayfield group^42^.

It has been widely assumed that the 7SK complex emerged in metazoans to regulate transcription elongation, a process that gained in importance as intron size, and thereby primary transcript length, increased. This assertion is in part based on the inability to locate 7SK non-coding RNAs in the genomes of yeast and other unicellular organisms, but the high degree of divergence between vertebrate 7SK RNAs and those found in arthropods^49^ justifies the old adage that absence of evidence is not evidence of absence. In light of well over 100 non-coding RNAs of unknown function in the fission yeast genome, it remains to be seen whether a 7SK-like complex exists here and in other unicellular organisms.

Should this not be the case, one will have to look elsewhere for the evolutionary origins of Larp7 and MePCE/Bin3 proteins functioning together in non-coding RNA processing or as stable components of a functional RNP. Prior to the discovery of a MePCE/Bin3 family member functioning in telomerase biogenesis, the presence of Larp7 family members as constitutive components of telomerase holoenzymes in evolutionarily distant unicellular species already suggested that the association of Larp7 with this RNP predates the existence of a 7SK complex. With Bmc1 and Pof8 functioning together in telomerase biogenesis, it is clear that the Larp7–MePCE/Bin3 partnership has ancient roots. Interestingly, the stability of Bmc1 is largely dependent on the presence of Thc1 and Pof8 indicating that most if not all Bmc1 in the cell is in complex with these two proteins and they are likely forming a functional unit on whichever RNAs they associate with.

It was recently reported that the 7SK complex interacts with the SMN complex in the cytoplasm to regulate the assembly of Sm complexes on snRNAs to connect spliceosome production with transcriptional output^50^. It is thus noteworthy that telomerase RNAs in yeast share features with snRNAs, including the presence of Sm-binding sites and TMG cap structures^6,7,51^. Whether this resemblance was critical in telomerase acquiring these biogenesis factors or whether telomerase is the more ancient target RNA remains to be investigated.

LARP7 family members share an atypical RNA recognition motif, named xRRM for the presence of an extended α3 helix at the C-terminus that lies across the β-sheet^52^. While the C-terminal RRM in Pof8 shares most features with the xRRM domains in p65 and human Larp7, such as the presence of the conserved RNP3 sequence Y/W-X-D/Q on β2, a conserved arginine on β3, and charged/aromatic residues on the C-terminal end of helix α3, the C-terminal helix itself is considerably shorter in Pof8 than in other family members. This may result in reduced RNA binding affinity as the extended α3 helix in Larp7 and p65 create a conserved binding pocket between the third and fourth turns of the α3-helix. Truncation of the α3-helix results in reduced binding affinity to substrate RNA^53^, leading to the suggestion that the shorter α3-helix in Pof8 will also result in a weaker binding affinity for RNA than seen with p65 and hLarp7^31^. The α3 helix in Pof8 is nevertheless important for RNA binding as mutations lower the affinity for TER1, reduce TER1 levels and cause telomere shortening similar to a deletion of the entire open reading frame^15,16,32^. Recent structural and biochemical analysis revealed that TER1 interactions with RRM1 and xRRM2 of Pof8, as well as protein interactions with the Lsm2-8 complex, function cooperatively in binding to TER1^32^. However, the addition of recombinant Pof8 to extracts from *pof8*Δ cells was insufficient to restore telomerase activity. In contrast, we find that the addition of a preformed Pof8-Thc1 complex increased the association of TER1 with Lsm2-8 and strongly enhances in vitro telomerase activity (Fig. 5b). Together with our finding that *thc1* deletion results in a 10-fold decrease in Pof8-associated TER1 (Fig. 6a), these results suggest that Thc1 and Pof8 bind the RNA cooperatively.

Finally, the similarity of Thc1 with the cap-binding domain of NCBP3 and PARN raises the exciting possibility that Thc1 interacts with the 5’ end of TER1, while Pof8 binds the pseudoknot region and Lsm2-8 the 3′ end of TER1, thereby integrating information on the processing and folding status from distant regions of the RNA and providing quality control for subsequent biogenesis events such as the loading of the catalytic subunit. Together with recent studies tying LARP7-mediated U6 snRNA modification to splicing robustness and fidelity^23,24^, the results presented here underscore the versatility of LARP-family proteins to function as molecular connectors in RNA processing and RNP assembly.

## Methods

### Strains and constructs

*S. pombe* strains used in this study are listed in Supplementary Table 3. The *bmc1* deletion was generated by replacing the entire open reading frame with the NatMX6 resistance cassette in a diploid strain generated fresh by crossing PP137 and PP139. The knockout fragment was generated by fusion PCR using primers listed in Supplementary Table 4 and contained the NatMX6 cassette and ~750 base pair (bp) of homology upstream and downstream of the *bmc1* open reading frame. Cells were transformed as described^54^ and allowed to recover in a shaker at 25 °C overnight. Diploid transformants were then selected on yeast extract low adenine (YEA) plates supplemented with nourseothricin (NAT, 100 µg ml^−1^). The correct insertion of the NatMX6 cassette was confirmed by PCR and haploid cells were obtained by sporulation and selection on YEA plus NAT plates. The absence of the *bmc1* ORF in the haploid cells was confirmed by PCR and sequencing.

The *thc1* deletion was generated by replacing the open reading frame with the *his3*^*+*^ gene using primers listed in Supplementary Table 4 and the same strategy as above except that haploid strain PP138 was used for transformation. Epitope tags were introduced as follows: 3xFLAG tag was introduced at the N-terminus of Pof8, 2xV5 at the C-terminus of Thc1, and Twinstrep tag at the C-terminus of Bmc1. Additional strains were generated by crossing and selection of correct genotypes followed by verification by PCR or western blotting. A DNA fragment encompassing Twinstrep-tagged Bmc1 from position −408 to +682 was generated by PCR amplifying the genomic DNA derived from a Bmc1-Twinstrep tagged strain and cloned into pDBlet plasmid^55^. Point mutants were generated by site-directed mutagenesis in this context and were verified by Sanger sequencing. Plasmids were introduced into *S. pombe* cells by electroporation.

### Protein extracts

Cultures (2 L) were grown to a density of 0.5–1 × 10^7^ cells per ml and harvested by centrifugation. Cells were washed three times with ice-cold TMG(300) buffer (10 mM Tris-HCl pH 8.0, 1 mM magnesium chloride, 10% (v/v) glycerol, 300 mM sodium acetate), resuspended in two packed cell volumes of TMG(300) plus supplements (complete EDTA-free protease inhibitor cocktail (Roche), 0.5 mM PMSF, 1 mM EDTA, and 0.1 mM dithiothreitol (DTT)), and quick-frozen by dripping the cell suspension into liquid nitrogen. Cells were lysed in a 6850 Freezer mill (SPEX SamplePrep) using eight cycles (2 min) at a rate of 10 per second with 2 min cooling time between cycles. Lysates were thawed on ice and one additional packed cell volume of TMG(300) plus supplements was added. Lysates were then cleared by centrifugation twice for 10 min at 6000 × *g* in a Sorvall Linx 6000 with F13-14x50cy rotor and then once for 50 min in a Beckman 70Ti rotor at 36,000 × *g*. All steps were carried out at 4 °C. For the affinity purification followed by mass spectrometry experiment the extract was prepared as above with the following modification: the lysis buffer contained 50 mM Tris-HCl pH 7.5, 150 mM sodium chloride, 0.1% (v/v) NP40 and 10% (v/v) glycerol, complete EDTA-free protease inhibitor cocktail (Roche), 0.5 mM PMSF, 1 mM EDTA, and 0.1 mM DTT. Cell lysates were centrifuged for 15 min at 8000 × *g* in a Beckman JA-17 rotor immediately after thawing. The supernatant was collected, and one additional packed cell volume of lysis buffer was added to the pellet and centrifuged for 15 min at 12,000 × *g* in a Beckman JA-17 rotor. The two supernatants were pooled together and then cleared by centrifugation for 40 min in a Beckman 70Ti rotor at 40,000 × *g*. For all extracts, protein concentrations were determined by Bradford assay and ranged from 5 to 10 mg ml^−1^.

Denatured protein extracts for western blotting were prepared from 1 × 10^8^ cells through lysis by vortexing with 0.5-mm glass beads in 10% trichloroacetic acid for 8 min at 4 °C. Beads were washed once with 0.8 ml 10% trichloroacetic acid, the bead supernatant was transferred to a fresh tube, and protein precipitate was collected by centrifugation at 16,000 × *g* for 2 min. Protein pellets were washed once with acetone and resuspended in 120 μl of 1× protein sample buffer (1× NuPAGE LDS buffer, 50 mM DTT, 2% [w/v] sodium dodecyl sulfate). Samples were incubated for 5 min at 75 °C and centrifuged at 16,000 × *g* for 1 min. The soluble fraction was collected and analyzed by sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis (PAGE) and western blotting.

### Immunoprecipitations

For the identification of proteins that interact with Pof8, cell-free extracts of strains FP1547 harboring 3xFLAG epitope-tagged Pof8 and untagged control (FP1546) were diluted to 5 mg ml^−1^ in 8 ml of lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM sodium chloride, 0.1% [v/v] NP40 and 10% [v/v] glycerol) plus complete EDTA-free protease inhibitor cocktail (Roche), 0.5 mM PMSF, 1 mM EDTA, and 0.1 mM DTT and incubated with 500 μl of EZview Red Flag-agarose 50% slurry equilibrated in lysis buffer (Sigma, F2426). The mix was incubated for 8 h at 4 °C with gentle rotation. Agarose beads were collected by centrifugation at 300 × g for 5 min with low brake and washed 5 times for 5 min with 5 ml of wash buffer (50 mM Tris-HCl pH 7.5, 250 mM sodium chloride, 0.1% [v/v] NP40, and 10% [v/v] glycerol) at 4 °C with gentle rotation. Proteins were eluted from beads by incubation for 30 min with 500 μl elution buffer (50 mM Tris-HCl pH 7.5, 250 mM sodium chloride, 0.1% [v/v] NP40 and 10% [v/v] glycerol, and 100 µg ml^−1^ 3× FLAG peptide) at 4 °C. The elution step was repeated two more times and the eluates were pooled. A 4 μl aliquot of the first eluate was used for Silver stained SDS-PAGE analysis following the manufacturer’s instructions (SilverXpress Silver Staining Kit; Invitrogen, LC6100).

### Protein digestion

The immunoprecipitated protein eluates were treated with 0.1 U of benzonase (Sigma, E8263) for 30 min at 37 °C and further diluted with the same volume of 100 mM Tris-HCl, pH 8.5. The samples were then split into three 400 µl aliquots, mixed with 100 µl of 100% trichloroacetic acid (TCA), and incubated at 4 °C overnight. After centrifugation at 20,000 × *g* for 30 min at 4 °C, the pellets were washed twice with 500 µl cold acetone and centrifuged at 20,000 × *g* for 10 min after each wash. Air-dried pellets were resuspended in 30 μl of 100 mM Tris-HCl, pH 8.5, 8 M Urea, and pooled. 4.5 µl of 0.1 M Tris(2-carboxyethyl)-phosphine hydrochloride (TCEP) was added to the pooled solution to a final concentration of 5 mM and incubated for 30 min at room temperature (rt). After the incubation, 1.8 µl of 0.5 M CAM was added and incubated for 30 min at rt in the dark. Proteins were then digested with 1 μl of 0.1 μg μl^−1^ Lys-C at 37 °C overnight. The samples were then diluted to 2 M Urea with 100 mM Tris-HCl, pH 8.5, added with CaCl_2_ to 2 mM and digested with 5 μl of 0.1 μg μl^−1^ Trypsin at 37 °C overnight. Finally, 90% formic acid was added to a final concentration of 5% and samples were analyzed by MudPIT mass spectrometry as described^56^.

### Liquid chromatography-tandem mass spectrometry

Peptides were loaded onto a 100-μm fused silica (Polymicro Technologies) capillary column packed with 3 cm of 5-μm reverse-phase C18 resin (Aqua; Phenomenex), 4 cm of 5-μm strong cation exchange resin (Luna; Phenomenex), and 8 cm of reverse-phase C18 resin^57^. Loaded microcapillaries were placed in line with an Agilent 1100 quaternary pump (Agilent Technologies, Palo Alto, CA). Overflow 50-μm fused silica tubing was used to decrease the flow rate from 0.1 ml min^−1^ to about 200–300 nl min^−1^. Three different elution buffers were used: 5% acetonitrile, 0.1% formic acid (Buffer A); 80% acetonitrile, 0.1% formic acid (Buffer B); and 0.5 M ammonium acetate, 5% acetonitrile, 0.1% formic acid (Buffer C). Eleven cycles with increasing salt concentrations followed by organic gradients slowly released peptides directly into the mass spectrometer^56^. The first chromatography step only implemented the reversed-phase gradient starting with a 10 min 100% A wash; from 0 to 40% B between 10 and 80 min; to 100% B from 80 to 90 min; to 100% A from 90 to 100 min. Steps 2–8 used a short salt bump of increasing buffer C concentration set at *X* = 15, 20, 30, 40, 60, 70, and 80%; starting with a 3-min 100% A wash; *X*% C and 100 − *X*% A from 3 to 5 min; to 100% A from 5 to 10 min; to 15% B from 10 to 25 min; to 45% B from 25 to 117 min. Chromatography steps 9 and 10 comprised a long high salt wash starting with a 2-min 100% A wash; 100% Buffer C from 2 to 22 min; followed by a 5-min 100% A wash; followed by the acetonitrile gradient to 20% B from 27 to 37 min; to 70% B from 37 to 105 min; to 100% B from 105 to 115 min; back to 100% A from 115 to 117 min. The last step was a 2-h wash with buffer A.

The application of a 2.5 kV distal voltage electro-sprayed the eluting peptides directly into an LTQ linear ion trap mass spectrometer (Thermo, San Jose, CA) equipped with a custom-made nano-LC electrospray ionization source (Florens and Washburn 2006). Full MS spectra were recorded over a 400 to 1600 *m*/*z* range, followed by five tandem mass (MS/MS) events sequentially generated in a data-dependent manner on the first to fifth most intense ions selected from the full MS spectrum (at 35% normalized collision energy). Data were acquired in positive ion and centroid mode with activation Q energy set at 0.250, activation time of 30 ms, and an isolation width of 1 *m*/*z*. Dynamic exclusion was enabled for 120 s with a repeat count of 2 and an exclusion list size of 500.

RAW files were extracted to peak lists in.ms2 file format^58^ using RawDistiller v.1.0^59^. MS/MS spectra were searched using ProLuCID v. 1.3.3^60^ with a mass accuracy of 500 ppm for both precursor and fragment ions. Trypsin specificity was imposed on both ends of candidate peptides with up to 3 missed cleavages. Static modification was imposed for cysteine alkylation (+57 Da) and variable modification was allowed on methionine for oxidation (+16 Da). Tandem mass spectra were searched with these parameters against a protein sequence database containing 5084 *S. pombe* proteins downloaded from NCBI on 2017-03-07 and 193 sequences from common contaminants (human keratins, IgGs, proteolytic enzymes). To estimate false discovery rates (FDR), each protein sequence was randomized (keeping the same amino acid composition and length) and the resulting “shuffled” sequences were added to the database, for a total search space of 10554 amino acid sequences.

DTASelect and CONTRAST v. 1.9^61^ were used to select and sort peptide–spectrum matches and to compare results from duplicate analyses of immunoprecipitated samples and 2 negative controls. Peptide/spectrum matches were retained only if they had a Delta CN score (DeltCN) of at least 0.8, and a minimum cross-correlation score of 1.8 for singly, 2.2 for doubly, and 2.6 for triply charged spectra. Additionally, the peptides had to be a minimum of seven amino acids in length, fully tryptic, and mapped to at least 2 MS/MS spectra. With these criteria, the FDRs were 0.7 ± 0.7, 1.1 ± 0.2, and 3.8 ± 1.2 at the spectral, peptide, and protein levels, respectively. Proteins that were subsets of others were removed using the parsimony option in DTASelect on the proteins detected after merging all runs. Proteins that were identified by the same set of peptides were grouped together, and one accession number was arbitrarily considered as representative of each protein group. An in-house software, NSAF7 v. 0.0.1 (https://github.com/tzw-wen/kite/tree/master/windowsapp/NSAF7x64), was used to create the final reports on all detected peptides and nonredundant proteins identified across the different runs and calculate label-free distributed normalized spectral abundance factor (dNSAF) quantitative values for all detected protein/ protein groups^62^.

### Co-immunoprecipitation

For other IPs, cell-free extracts (5.5 mg) were diluted to 5 mg ml^−1^ with TMG(300) buffer plus supplements. An aliquot (100 µl) was frozen as input control. Magnetic protein G Dynabeads (30 mg ml^−1^; Invitrogen, 10004D) were coated with anti-c-Myc 9E10 (Sigma-Aldrich, M4439), anti-FLAG M2 (Sigma-Aldrich, F3165), anti-V5 (Thermo fisher, R960-25), or anti-strep-tag II (Abcam, ab76949) (20 µg per 100 µl of bead suspension) by incubation for 30 min at room temperature in 200 µl of 1× PBS + 0.1% (v/v) Tween-20. The magnetic beads and StrepTactin Sepharose (GE Healthcare, 28935599) were washed three times with 1 ml of TMG(300). IPs were performed with 60 or 75 μl (sequential IP) of bead suspension for Pof8, Thc1, and Bmc1 and 120 μl for Sm and Lsm for 4 h at 4 °C with gentle rotation. Recombinant Pof8/6xHis-Thc1 was added to 100 nM during the incubation for experiments in Fig. 5b. Beads were collected using a magnet or centrifugation at 300 × *g* for 2 min (StrepTactin Sepharose). The beads were then washed four times with 1 ml TMG(300) plus supplements and 0.1% (v/v) Tween-20, and once with TMG(50) plus supplements. Finally, beads were resuspended in 100 μl TMG(50) plus supplements and 0.4 U μl^−1^ RNasin (Promega) and frozen in liquid nitrogen.

For co-IP analysis, the input aliquot (100 µl) was mixed with an equal volume of 2× protein sample buffer (2× NuPAGE LDS buffer [Life Technologies], 100 mM DTT, 4% [w/v] SDS) and the IP with 100 μl 1× protein sample buffer followed by incubation for 10 min at 75 °C. To assess whether the interaction is nucleic acid-dependent, the bead suspension was divided into 4 equal volumes, three samples were incubated in 20 µl of TMG(50), or plus 40 ng of RNase A (Invitrogen), or 500 U Benzonase (Sigma), respectively for 15 min at 37 °C and then washed twice with TMG(300) and TMG(50). All samples were resuspended in 25 µl of 1× protein sample buffer, incubated for 10 min at 75 °C, and supernatants were analyzed by western blotting.

### Western blot analysis

Denatured protein extracts or immunoprecipitates were loaded onto 4–12% NuPAGE Bis-Tris gel (Life Technologies, NP0321BOX) for electrophoresis in 1× MOPS buffer (Life technologies, NP0001) at 160 V for 60 min. Proteins were transferred to Protran nitrocellulose membranes (Whatman) in western transfer buffer (3.03 g l^−1^ Tris base, 14.4 g l^−1^ glycine, 20% [v/v] methanol) at 100 V for 1 h with a cold pad stored at −20 °C prior to use. Blots were processed using an iBind Flex Western Device (Life Technologies, SLF20002). Primary antibodies were mouse anti-FLAG M2 (Sigma Aldrich, F3165) at 1:4000 dilution, rabbit anti-Strep-tag II (Abcam, ab76949) at 1:2000 dilution, rabbit anti-cMyc (Santa Cruz Biotechnology, sc-789) at 1:1000, and mouse anti-α-tubulin (Sigma, T5168) at 1:10,000 dilution. Primary antibodies for V5 epitope tag were rabbit anti-V5 (Abcam, ab9116) at 1:2000 dilution (Figs. 2 and 4d, f), mouse anti-V5 (Thermo fisher, R960-25) at 1:5000 dilution (Figs. 4c, e and 6e), or mouse anti-V5-HRP (Thermo fisher, R961-25) at 1:1000 dilution (Fig. 6c). Secondary antibodies are horse-radish peroxidase-conjugated goat anti-mouse IgG (H + L) at 1:5000 (Thermo Scientific, 31430) and horse-radish peroxidase-conjugated goat anti-rabbit IgG (H+L) at 1:5000 (Thermo Scientific, 31460). Secondary antibodies were visualized with ECL plus substrate (Pierce, 32132) on a Typhoon FLA9500 (GE Healthcare Life Sciences) for co-IP blots and a ChemiDoc MP Imager (Bio-rad) for denatured protein extract blots. Image Lab (6.0.1) was used to quantify the western blots.

### RNA extraction

For total RNA extraction, cell cultures (250 ml) were grown to a density of 6–8.5 × 10^6^ cells ml^−1^ and collected by centrifugation, washed twice with H_2_O (500 ml), resuspended in 3 ml H_2_O and quick-frozen by dripping the cell suspension into liquid nitrogen. Cells were lysed in a 6850 Freezer mill (SPEX SamplePrep) using seven cycles (2 min) at a rate of 10 per second with 2 min cooling time between cycles. Lysed cells were transferred into 50 ml tubes containing 5 ml phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 50 mM sodium acetate, pH 5.2) and 5 ml 50 mM sodium acetate and 1% (w/v) SDS preheated to 65 °C. RNA was extracted four times with 5 ml phenol: chloroform:isoamyl alcohol (25:24:1, equilibrated with 50 mM sodium acetate, pH 5.2) and once with chloroform:isoamyl alcohol (24:1, equilibrated with 50 mM sodium acetate, pH 5.2). RNA was ethanol precipitated and resuspended in H_2_O. In the context of IP experiments, RNA was isolated from input and beads by incubation with proteinase K (2 μg μl^−1^ in 0.5% [w/v] SDS, 10 mM EDTA pH 8.3, 20 mM Tris-HCl pH 7.5) at 50 °C for 15 min, followed by extraction with phenol:chloroform:isoamyl alcohol and chloroform: isoamyl alcohol. RNA was ethanol precipitated for 4 h or overnight at −20 °C and dissolved in H_2_O.

RNA used for RT-PCR was treated with 8 U of DNase I (RNase-free, NEB, M0303) for 15 min at 37 °C in a 50 μl reaction. The reaction volume was increased to 100 μl with H_2_O and further purified using RNA Clean & Concentrator (Zymo Research, R1013) following the manufacturer’s instructions. In brief, 100 μl RNA samples were mixed with 200 μl of RNA Binding Buffer and 300 μl of 100% ethanol. The mix was transferred to the Zymo-Spin IC Column and centrifuged for 30 s at 14,000 × *g*. The column then was washed with 400 µl of RNA Prep Buffer, and once with 700 µl of RNA Wash Buffer and centrifuge for 30 s at 14,000 × *g* followed by a final wash used 400 µl RNA Wash Buffer and centrifugation for 1 min at 14,000 × *g*. The flow-through was discarded in each step. The column was transferred to a new tube, and RNA was eluted in 20 µl of H_2_O by centrifugation for 30 s at 14,000 × *g*.

### Northern blot analysis

DNase-treated RNA isolated from IP was resuspended in 1× formamide loading buffer, incubated for 2 min at 75 °C, and separated on a 4% (v/v) polyacrylamide (29:1) gel containing 8 M urea and transferred to Biodyne nylon membrane (Pall Corporation) at 400 mA for 1 h in 0.5× TBE buffer. RNA was crosslinked to the membrane using 254-nm UV light at 120 mJ/cm^2^ in a Stratalinker (Stratagene). Hybridization with radiolabeled probes (10 million counts per minute) were performed in Church–Gilbert buffer at 60 °C with TER1 probe (nucleotides 536–998, labeled with High Prime (Roche) and [α-^32^P]-dCTP). Blots were washed briefly once with 100 ml of 0.1× SSC, 0.1% (w/v) SDS and twice with 100 ml of 0.1 SSC, 0.1% (w/v) SDS for 15 min at 60 °C each. Blots were exposed to PhosphorImager screens and analyzed with a Typhoon 8600 scanner. ImageQuant TL (v7.0) was used to quantify the northern blot.

### RT-qPCR

Purified and DNase-treated RNA was reverse transcribed in 20 μl reactions containing 2.5 μg of total RNA or RNA isolated from the input of IPs or ¼ of the RNA isolated from IPs using 5 mg of cell-free extract, 4 μl of 5× Vilo reaction mix (Life Technologies, 11754), and 2 μl of 2× Superscript III enzyme blend (Life Technologies, 11754). All the reactions were incubated at 25 °C for 10 min, 42 °C for 1 h, and 85 °C for 5 min in a thermocycler. RNase H (5 U, NEB, M0297S) was added followed by incubation at 37 °C for 20 min and 65 °C for 20 min. Reactions were then diluted with water 10-fold for total or input RNA and 20-fold for RNA isolated from IPs. Reactions in 384-well microplates contained 2 μl of the diluted cDNA, 5 μl of 2× PerfeCTa SYBR Green FastMix (Quantabio, 733-2086), 2 μl of forward and reverse primers from stocks at 2.5 μM (listed in Supplementary Table 5), and 1 μl of H_2_O. The qPCR reactions were performed in technical and biological triplicates in a ViiA 7 Real-Time PCR system (Thermo Fisher Scientific). Microsoft Excel (v16.54) was used to compile the data from the amplification. The qPCR data from total RNA was normalized to three reference genes (*act1*, *his1*, and *snR101*) by the QuantStudio Software V1.2.4 (Thermo Fisher Scientific) while IP RNA was normalized to the input (TER1 all, TER1 precursor). Finally, the relative fold change was calculated by comparing either to an untagged control or to wild type as stated in the figure legends.

### Statistics and reproducibility

Statistical analysis for all qPCR data was performed on the log_2_-transformed values of biological triplicates. Each sample was compared with the wild type using two-tailed Dunnett’s test from the R package PMCMRplus. Homoscedasticity was tested with Levene’s and Bartlett’s tests and equal variances for the samples were assumed. In addition, the data were plotted as bar graphs in the original scale along with mean and standard deviation. Significant values in the figures are marked above each bar (***p < 0.001, **0.001 ≤ *p* < 0.01, *0.01 ≤ *p* < 0.05). Experiments for Figs. 2a, 3d, and 5a were repeated independently three times. Experiments for Figs. 2b, 4d, f, h, and 6e and Supplementary Figs. 2b–d, 3, 4c, and 5 were repeated independently twice. Experiments for Figs. 2c, 4c, e, g, 5e, and 6c, d, f, g and Supplementary Fig. 4b were performed once. In Fig. 4b, wild type, single deletion, and double deletions were repeated independently four times, and the triple deletion was repeated independently twice.

### Telomerase activity assay

Telomerase was enriched by IP as described in the section “Immunoprecipitations.” Bead suspension aliquots (10 and 20 μl) were used in telomerase activity assays. Control samples were incubated in 20 μl of TMG(50) plus 20 ng of RNase A (Invitrogen) for 10 min at 30 °C prior to the telomerase assay. Supernatants were removed and beads resuspended in 10 μl of 50 mM Tris-acetate at pH 8.0, 100 mM potassium acetate, 1 mM magnesium acetate, 5% (v/v) glycerol, 1 mM spermidine, 1 mM DTT, 0.2 mM dATP, dCTP, dTTP, 2 μM [α32P]-dGTP (500 Ci/mmol), and 5 μM of oligo PBoli871 (5′-GTTACGGTTACAGGTTACG-3′). Reactions were incubated for 90 min at 30 °C and stopped by the addition of proteinase K (2 μg μl^−1^ in 0.5% [w/v] SDS, 10 mM EDTA pH 8.3, 20 mM Tris-HCl pH 7.5). Following the addition of 1000 counts per minute of a 100-mer oligonucleotide labeled with [γ-^32^P]-ATP as recovery and loading control reactions were incubated at 42 °C for 15 min. DNA was extracted with phenol:chloroform:isoamyl alcohol (25:24:1, equilibrated with 5× TE) and ethanol precipitated overnight at −20 °C. Products were resuspended in RNA loading dye (NEB, B0363S) and separated by electrophoresis through a 10% (v/v) polyacrylamide (19:1) sequencing gel containing 8 M urea for 1.5 h at 80 W. Gels were dried exposed to PhosphorImager screens and analyzed with a Typhoon scanner. Telomerase activity was quantified in ImageQuant TL (v7.0) except for Fig. 6g which was quantified by Fiji/lmageJ vl.53c.

### RNA-seq

Ribosomal RNA was depleted from 2 µg total RNA using Illumina’s Ribo-Zero Magnetic Kit for Yeast (Part #15065382 Rev A, November 2014). Library prep was performed with Illumina’s TruSeq Stranded Total RNA LT Sample Prep Kit, following the TruSeq Stranded Total RNA Reference Guide (Oct. 2017; Document # 1000000040499v00) and starting with the Elute Fragment Prime High Conc Mix. Libraries were amplified with 8 PCR cycles, profiled with a High Sensitivity DNA Chip on a 2100 Bioanalyzer (Agilent Technologies), and quantified using the Qubit dsDNA HS Assay Kit (Life Technologies). All 12 samples were pooled in equimolar ratio and sequenced on a NextSeq 500 High Output flow cell (1 × 84 cycles, plus 7 cycles for the index read). Read counts per library ranged from 38.36 to 42.88 million. Reads were trimmed and aligned to the *S. pombe* ASM294v2 genome from ENSEMBL using the STAR aligner (v2.5.2b)^63^ with the following parameters: --alignSJDBoverhangMin 5 --alignSJoverhangMin 10 --twopassMode Basic --alignIntronMin 20 --alignIntronMax 2500. Between 34.55 and 41.55 million reads per library passed filtered and aligned uniquely. DESeq2 (v1.22.2) in R was used for differential gene expression analysis^64^. Genes with absolute log_2_ fold change ≥ 1 and an adjusted *p* value < 0.05 were considered differentially expressed. 

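The deposited counts were also put through DESeq2 1.42.0, a later release than that of the paper, with the same criteria. In *thc1*Δ cells its defaults called 49 genes higher and 29 lower. These are all 77 genes of Supplementary Table 2 and *hry1* (SPAC869.06c), which had 15 reads over the 3 wild-type libraries, 0 over the *thc1*Δ libraries and an adjusted *p* of 0.02 in DESeq2. DESeq2 leaves out genes below a mean count, which it sets so that the most genes pass a target for the adjusted *p*, by default 0.1. With that target set to 0.05, a choice made after the values were seen, the called genes were those of Supplementary Table 2 and no others. The default target gave the same genes once genes without counts were removed, also a choice made after the values were seen. Its fold changes differed from the table's by at most 0.001 on the log2 scale.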

Coverage plots of RNA-seq data were generated using pyGenomeTracks^65^.

### Telomere length analysis

DNA preparation and telomere length analysis were performed as described^17^. Cells from 20 ml of stationary culture (~2 × 10^9^ cells) were incubated with 2 ml of Z buffer (50 mM sodium citrate, 50 mM sodium phosphate dibasic, and 40 mM EDTA pH 7.8) plus 0.5 mg/ml Zymolase T100 (US Biological) and 2 mM DTT for 1 h at 37 °C. SDS was then added to a final concentration of 2% (w/v) and incubated for 10 min at 65 °C. Then 5× TE (50 mM Tris-HCl pH 8.0, 5 mM EDTA) was added to a final volume of 10 ml and proteinase K (Sigma-Aldrich, P2308) was added to a final concentration of 50 μg ml^–1^. After incubation for 1 h at 50 °C, the samples were precipitated with 3 ml of 5 M potassium acetate for 30 min on ice. The precipitates were removed with two rounds of centrifugation at 3200 × *g* for 10 min at 4 °C. The supernatant was collected and mixed with 1 volume of 100% isopropanol for 1 h on ice followed by centrifugation at 10,500 × *g* for 10 min at 4 °C. Genomic DNA was resuspended in 5× TE with 50 μg ml^−1^ RNase A. Resuspended DNA was then incubated for 1 h at 37 °C followed by two rounds of extraction with phenol: chloroform:isoamyl alcohol (25:24:1, equilibrated with 5× TE) and one round of chloroform:isoamyl alcohol (24:1, equilibrated with 5× TE). DNA was ethanol precipitated and resuspended in 1× TE. DNA concentrations were determined on a Qubit 3.0 instrument using the dsDNA BR Assay Kit (Life Technologies, Q32853) and 750 ng of each sample was digested with 40 U of EcoRI (NEB, R0101L) and 2 μl of 10× EcoRI buffer in a 20 μl reaction for 12 h. The digested DNA was separated by electrophoresis on a 1% agarose gel in 0.5× TBE (44.5 mM Tris-borate, 1 mM EDTA at pH 8.3) at 120 V for 6 h. Gels were stained with 1 μg ml^−1^ ethidium bromide and visualized with a Typhoon 8600 scanner to confirm digestion of loaded DNA. Gels were then incubated in 0.25 M hydrochloric acid for 10 min followed by 0.5 M sodium hydroxide and 1.5 M sodium chloride buffer for 30 min and 0.5 M Tris-HCl (pH 7.5) and 1.5 M sodium chloride for 30 min at room temperature. DNA was transferred to Amersham Hybond-N + membrane (GE Healthcare Life Sciences) via capillary blotting. Transferred DNA was crosslinked to the membrane with 120 mJ per cm^2^ with 254-nm UV light in a Stratalinker. A telomere specific probe was generated by PCR from pTELO using T3 (5′-ATTAACCCTCACTAAAGGGA-3′) and T7 (5′-TAATACGACTCACTATAGGG-3′) oligos. A probe specific for the *rad16* gene was generated by PCR from wild-type genomic DNA using primers XWP9 (5′-ATGGTATTTTTTCGCCATT TACTCG-3′) and XWP10 (5′-TAGGCGGATCGTGAAGTTAA-3′). Both probes were labeled by random hexamer labeling with High Prime (Roche, 11585592001) and [α-^32^P]-dCTP. Hybridizations were carried out with 10 million counts per minute of each probe in Church–Gilbert buffer at 65 °C. Blots were exposed to PhosphorImager screens and analyzed with a Typhoon scanner.

### Recombinant protein purification

Untagged *pof8* and 6xHis N-terminally tagged *thc1* were cloned into the multicistronic vector pET-His6 (9B) (addgene #48284) and transformed into an *E. coli* Rosetta (DE3) pLysS strain. Cultures (500 ml) were grown at 37 °C until an OD_600_ of ~0.5 when the expression was induced by the addition of 1 mM isopropyl β-d-1-thiogalactopyranoside (IPTG), and further incubated for 2 h at 37 °C. Cultures were then harvested by centrifugation once for 20 min at 4000 × *g* in a Beckman JA-10 rotor, and cell pellet was resuspended in 10 ml lysis buffer (50 mM sodium phosphate buffer pH 8.0, 300 mM NaCl, 10% glycerol (v/v), 10 mM imidazole). Cells were lysed by sonication with 30% amplitude, 15 s on, 15 s off for a total of 1 min 30 s, and lysates were cleared by centrifugation twice for 20 min in a Beckman JS-7.5 at 10,400 × *g* and JA-17 at 40,000 × *g* at 4 °C. Cleared lysates were mixed with 0.5 ml Ni-NTA beads (250 μl bed volume, Qiagen), pre-washed with two times 5 ml lysis buffer, in 15 ml tubes and incubated for 30 min at 4 °C with gentle agitation. The lysate-resin mix was transferred to a pre-cooled column and beads were allowed to settle for 15 min prior to the release of flow through. The column was then washed twice with 2.5 ml of wash buffer (50 mM NaH_2_PO_4_ buffer pH 8.0, 300 mM NaCl, 40 mM imidazole, 10% (v/v) glycerol). The bound proteins were eluted in 2.5 ml elution buffer (50 mM sodium phosphate buffer pH 8.0, 300 mM NaCl, 10% glycerol, 250 mM imidazole) and collected in 10 fractions of approximately 250 μl each. Finally, the collected fractions were dialyzed against 50 mM sodium phosphate pH 8.0, 150 mM NaCl, 0.5 mM EDTA, 1 mM DTT, 20% glycerol, snap-frozen, and stored at −80 °C.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The primary sequence data associated with this analysis have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under GEO accession number GSE174822. Raw mass spectrometry data and search results files have been deposited to the Proteome Xchange under accession number PXD026230 and the MassIVE repository ftp://massive.ucsd.edu/MSV000087493/). Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1664. Uncropped blots are provided in Supplementary Fig. 7. The data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A putative cap binding protein and the methyl phosphate capping enzyme Bin3/MePCE function in telomerase biogenesis
**Source:** Nat Commun. 2022 Feb 25;13:1067. doi: 10.1038/s41467-022-28545-9
**Supplement:** Supplementary file 1 — Supplementary Information

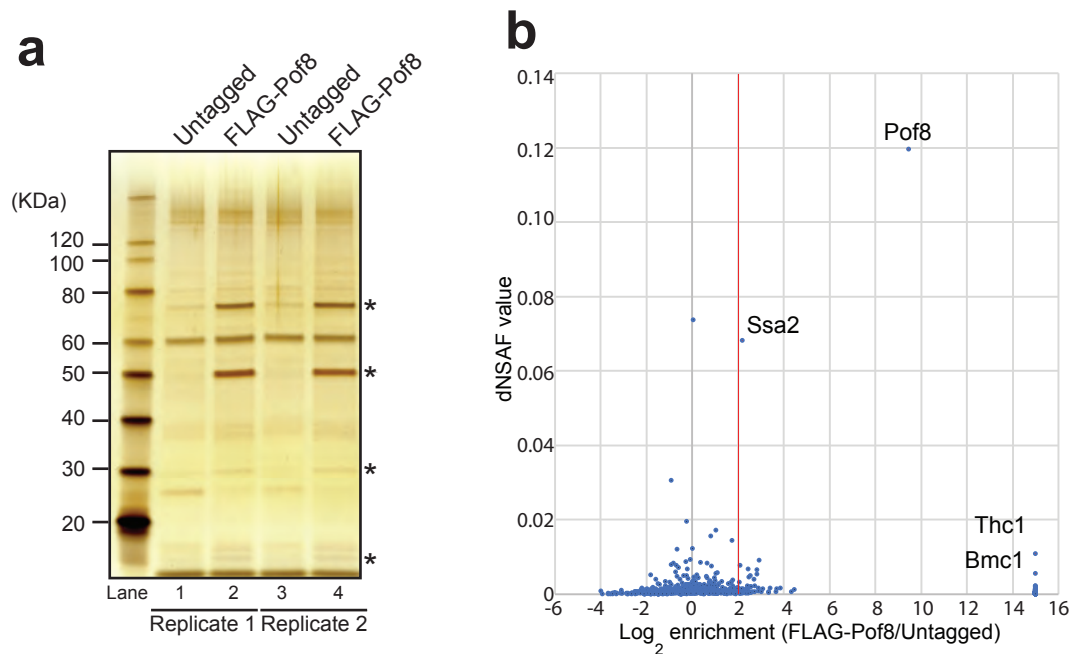

**Supplementary Figure 1.** Identification of Pof8 interacting proteins. **a** Silver stained SDS-PAGE of immunoprecipitations (IPs) for 3xFLAG-Pof8 expressed from a plasmid under the control of its endogenous promoter. The two bands marked with asterisks at ~50 kDa and ~75 kDa represent 3xFLAG-Pof8 and Ssa2, a heat shock protein, respectively. Two biological replicates are shown. Two lower bands are more prominent in lanes 2 and 4 compared to lanes 1 and 3 and are also marked with asterisks. **b** Scatter plot of proteins enriched in 3xFLAG-Pof8 IP by mass spectrometry. The x-axis shows the average enrichment in the 3xFLAG-Pof8 samples compared to untagged controls. Proteins not detected in the controls have a calculated enrichment value of infinity. To plot these data points, the enrichment value was arbitrarily set to  $2^{15}$ . On the y-axis is the distributed Normalized Spectral Abundance Factor (dNSAF) mean value from tagged samples. The vertical red line marks a 4-fold enrichment in the tagged over untagged samples.

**a**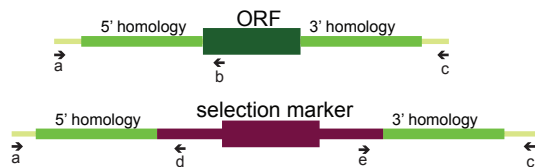**b**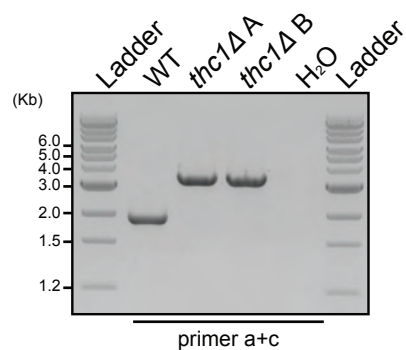**c**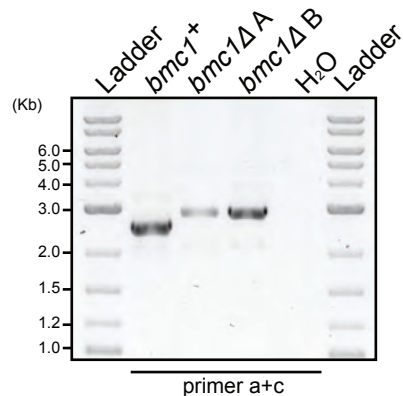**d**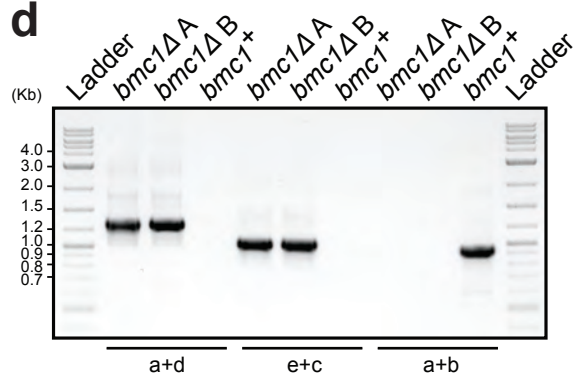**e**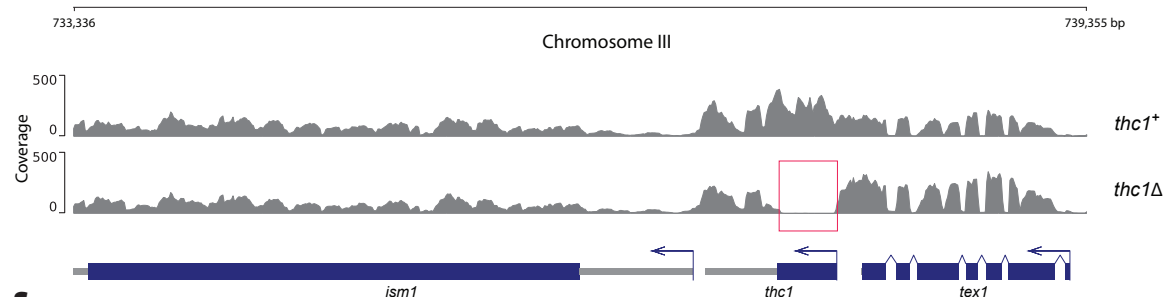**f**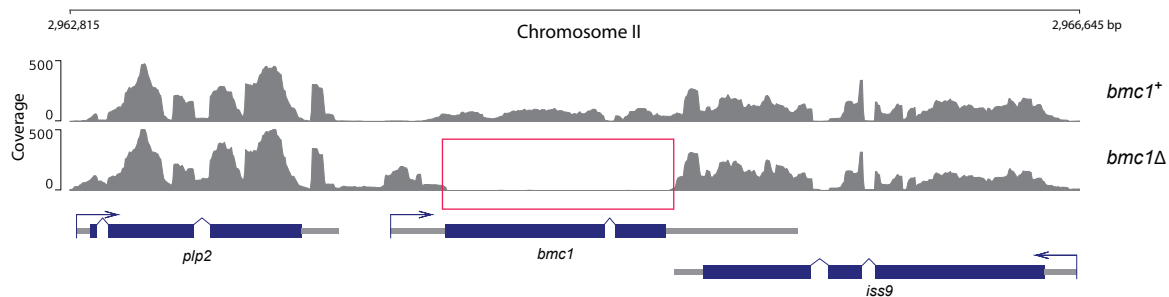**g**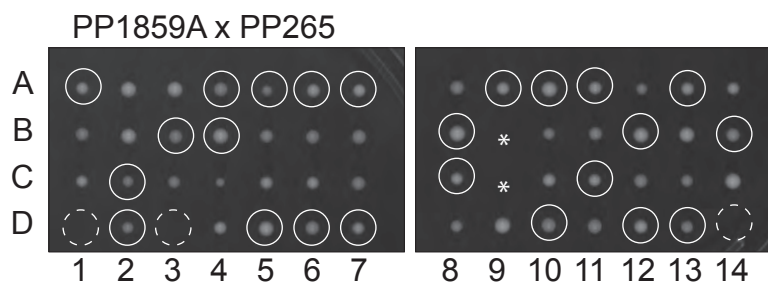

**Supplementary Figure 2.** **a** Schematic of primers used to verify the deletion of *thc1* and *bmc1*, respectively. **b** Diagnostic PCR across the *thc1* locus using genomic DNA from two *thc1 $\Delta$*  isolates and a *thc1*<sup>+</sup> control strain and primers a and c as indicated in the schematic in a. The lane labelled H<sub>2</sub>O contained no genomic DNA. **c** Diagnostic PCR as in (b) but for the *bmc1* locus. **d** Diagnostic PCR to confirm the insertion of the *bmc1* knock-out cassette at the correct location in the genome. Primers a+d give a product of the expected size if insertion of the 5' homology occurred in the correct location; primers e+c give a product of the expected size if insertion of the 5' homology occurred in the correct location. Primers a+b only give a product if the *bmc1* open reading frame is present. **e** Coverage tracks from RNA-sequencing analysis for the *thc1* locus in a *thc1 $\Delta$*  and *thc1*<sup>+</sup> control strain. The absence of reads mapping to the *thc1* open reading frame in the deletion strain boxed in red serves as an independent confirmation of the locus having been successfully deleted. **f** Coverage tracks from RNA sequencing analysis for the *bmc1* locus in a *bmc1 $\Delta$*  and *bmc1*<sup>+</sup> control strain. **g** Tetrad dissection of a cross between *bmc1 $\Delta$*  strain PP1859 and PP265 (wildtype *S. pombe* Lindner 972). Each column represents the spores from one tetrad. White circles denote *bmc1 $\Delta$*  colonies based on growth following replica-plating to YEA NAT media. Dashed circles indicate *bmc1 $\Delta$*  colonies that did not grow, the two asterisks in tetrad 9 label the positions of a *bmc1*<sup>+</sup> and a *bmc1 $\Delta$*  spore that did not form colonies.

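The primers of Supplementary Table 4 place the ends of the *bmc1* deletion in ASM294v3 and set outer limits for those of the *thc1* deletion. For *thc1* the parts of the arm primers not shared with the *his3* primers, 10 and 11 nt long, leave out chromosome III from 737510 to 737880. This interval of 371 nt holds the coding sequence of 351 nt and is an upper limit. A tagging primer shows that the shared part on the 3′ side also holds *thc1* sequence. By the paper's methods the open reading frame was replaced. Of the exon, at least 421 nt (53.8%) lie outside the deletion, all of them downstream of the coding sequence. For *bmc1* the interval runs from 2964227 to 2965075 on chromosome II, 849 nt with the coding sequence and the intron, where 1 of the primers matches with 1 mismatch. There, 625 exon nt (43.6%) lie outside it, on both sides. Since the counts are totals per gene, they do not show where within *thc1* or *bmc1* the remaining reads lie. The neighbours drawn in the coverage tracks were tested as well. *ism1* (SPCC18B5.08c), on the same strand as *thc1*, showed no detectable change in *thc1*Δ cells (log2 fold change -0.06, standard error 0.0403, adjusted *p* = 0.324 in edgeR's quasi-likelihood test). *tex1* (SPCC18B5.10c), which lies on the same strand from 738016 to 739279, beyond the other end of *thc1*, rose from 37.9 ± 1.82 to 68.3 ± 0.792 CPM (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.0429, adjusted *p* = 2e-05 in edgeR). In *bmc1*Δ cells neither *plp2* (SPBC2A9.09, log2 fold change -0.01, adjusted *p* = 0.961) nor *iss9* (SPBC2A9.11c, -0.22, adjusted *p* = 0.581) passed the threshold in edgeR. *iss9* lies on the minus strand from 2965105 to 2966608 and overlaps the 3′ end of *bmc1*, so the counts of both genes are uncertain. With replicate number as a block the adjusted *p* of *iss9* in edgeR was 0.0175.

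**Figure D4:**
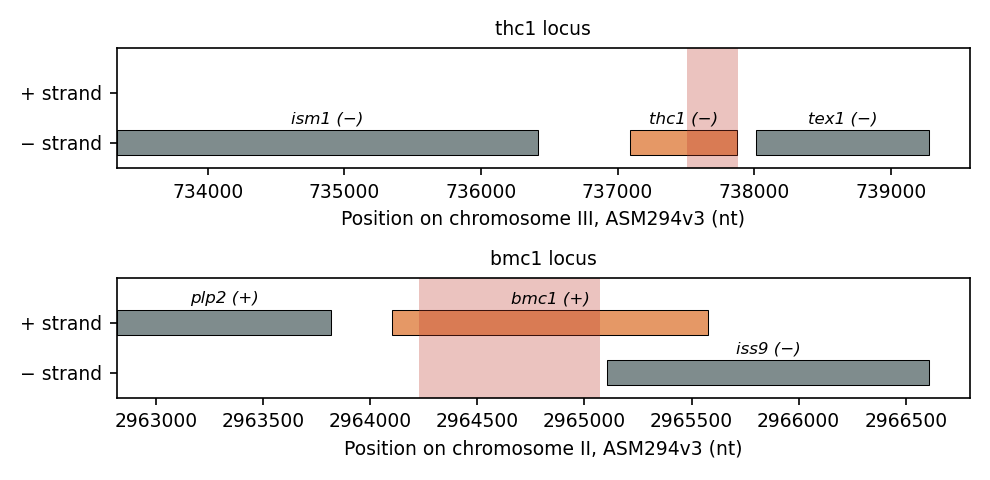
Maps of the *thc1* locus on chromosome III and the *bmc1* locus on chromosome II, drawn to scale in ASM294v3 coordinates (nt), with genes as boxes on their strand and the deleted gene in orange. The shaded interval at *bmc1*, 2964227 to 2965075, is the sequence replaced by the marker. That at *thc1*, 737510 to 737880, is an upper limit of the sequence replaced.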

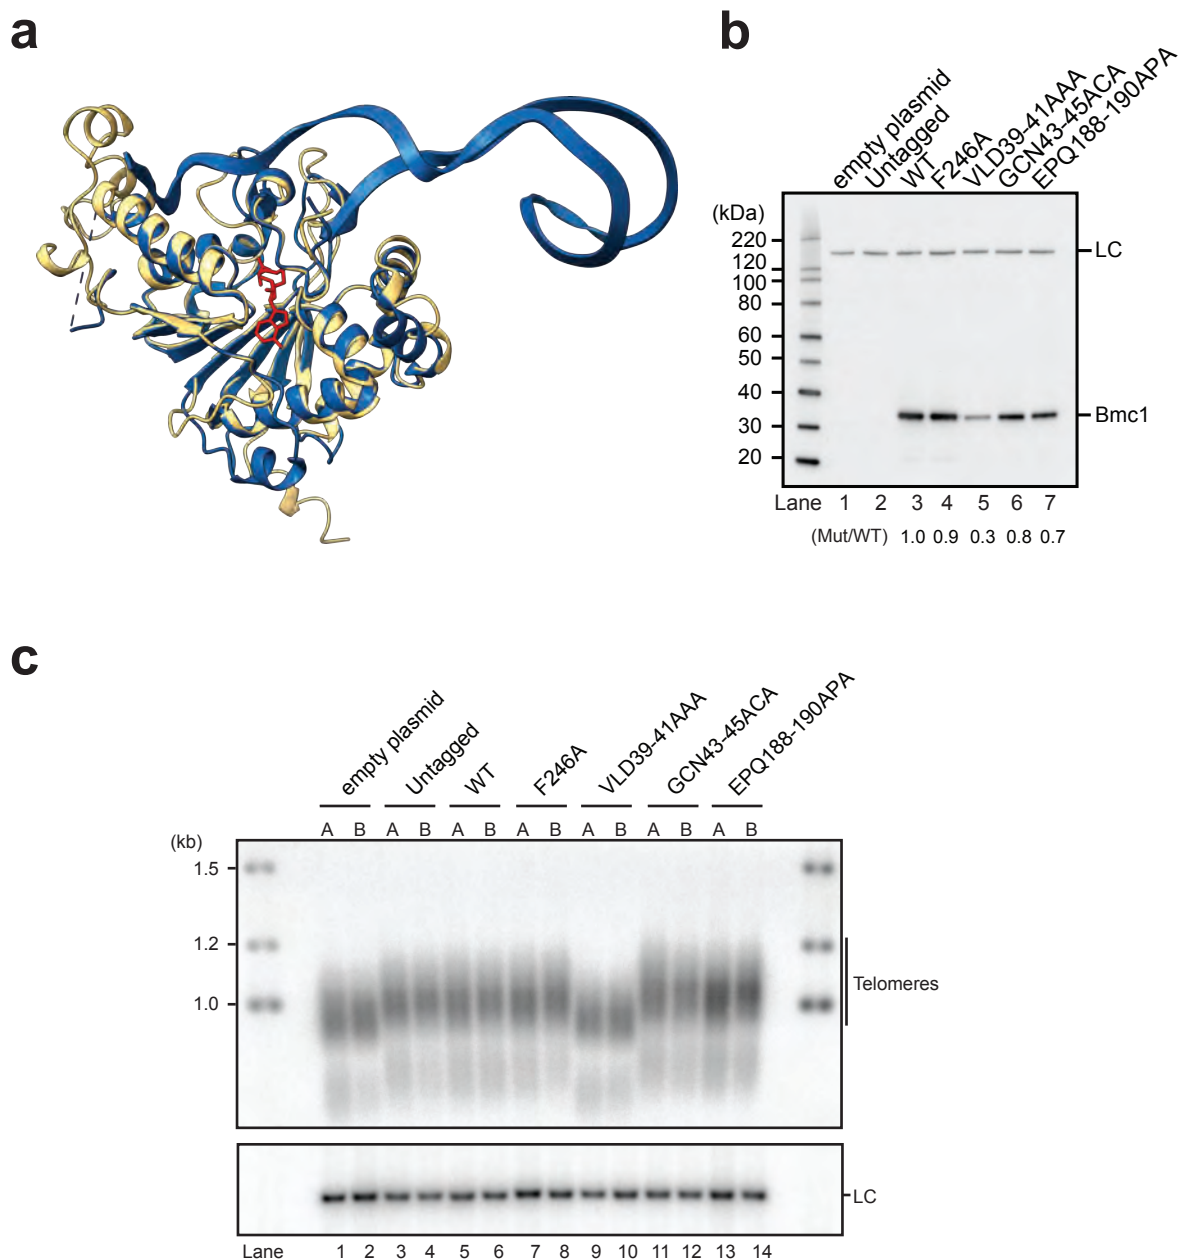

**Supplementary Figure 4.** The function of Bmc1 in telomerase biogenesis is independent of its catalytic activity. **a** ChimeraX-1.25 overlay of the AlphaFold predicted structure of *S. pombe* Bmc1 (orange) and the human MePCE methyltransferase domain bound to S-adenosylhomocysteine (blue, PDB ID 6DCB). S-adenosylhomocysteine shown in red. **b** Western blot analysis of Twinstrep-tagged wildtype (WT) and mutant Bmc1 designed to affect the methyltransferase activity using  $\alpha$ -Strep-tag II antibody. All versions of Bmc1 were expressed from plasmids under the control of the endogenous promoter in a *bmc1* $\Delta$  background. A non-specific band recognized by  $\alpha$ -Strep-tag II in the absence of the epitope-tag (lane 2) was used as intrinsic loading control (LC). Quantification of mutants compared with WT are shown below the lane numbers. **c** Telomeric Southern blot for *bmc1* mutants. Two independent isolates of each strain are shown. A probe against the *rad16*<sup>+</sup> locus was used as LC. Lane numbers are indicated below the blot.

Paez et al.; Supplementary Figure 5

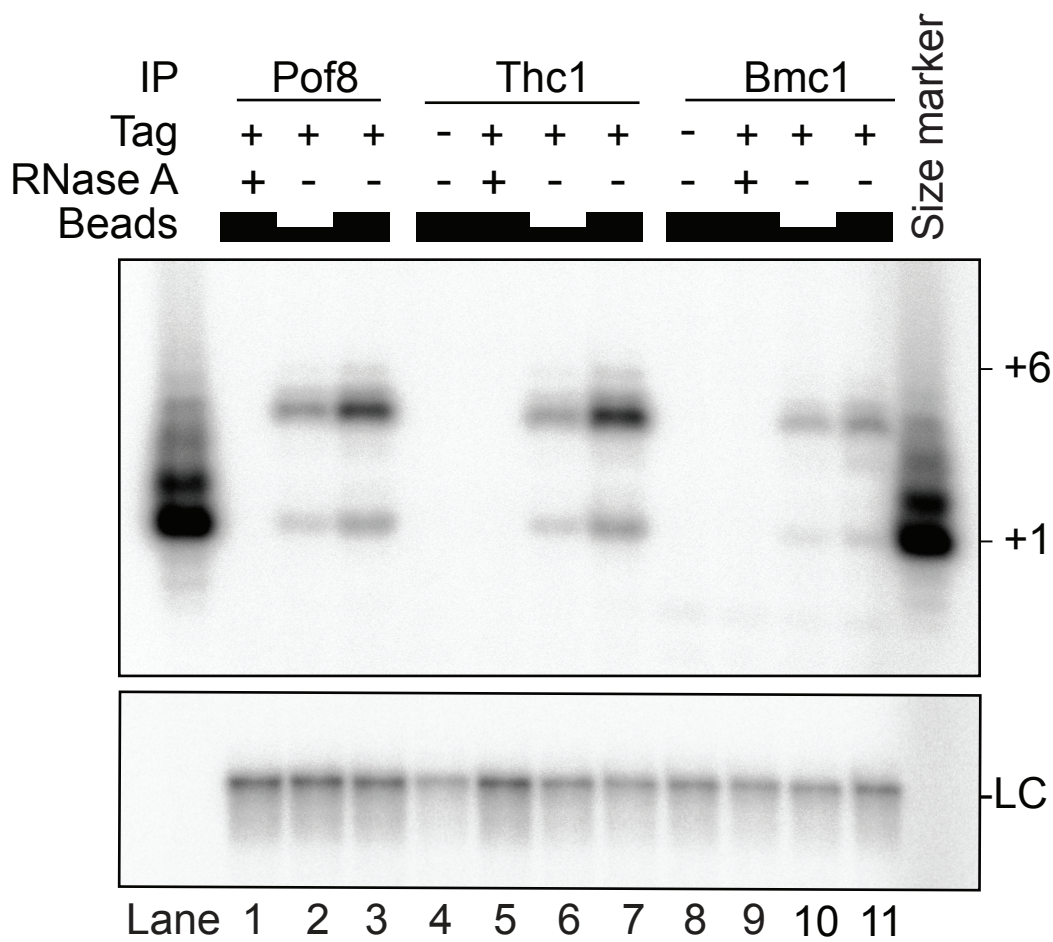

**Supplementary Figure 5.** Thc1 and Bmc1 are associated with telomerase activity. Activity assays were performed following immunoprecipitation of 3xFLAG-Pof8 with anti-FLAG antibody coated Dynabeads, Thc1-2xV5 with anti-V5 antibody coated Dynabeads and Bmc1-Twinstrep with StrepTactin Sepharose. 10  $\mu$ L (lanes 2, 6 and 10) or 20  $\mu$ L (lanes 1, 3-5, 7-9 and 11) of IP suspensions were used for telomerase activity assay. A  $^{32}$ P labelled 100-mer oligo nucleotide was used as precipitation and loading control (LC).

## Paez et al.; Supplementary Figure 6

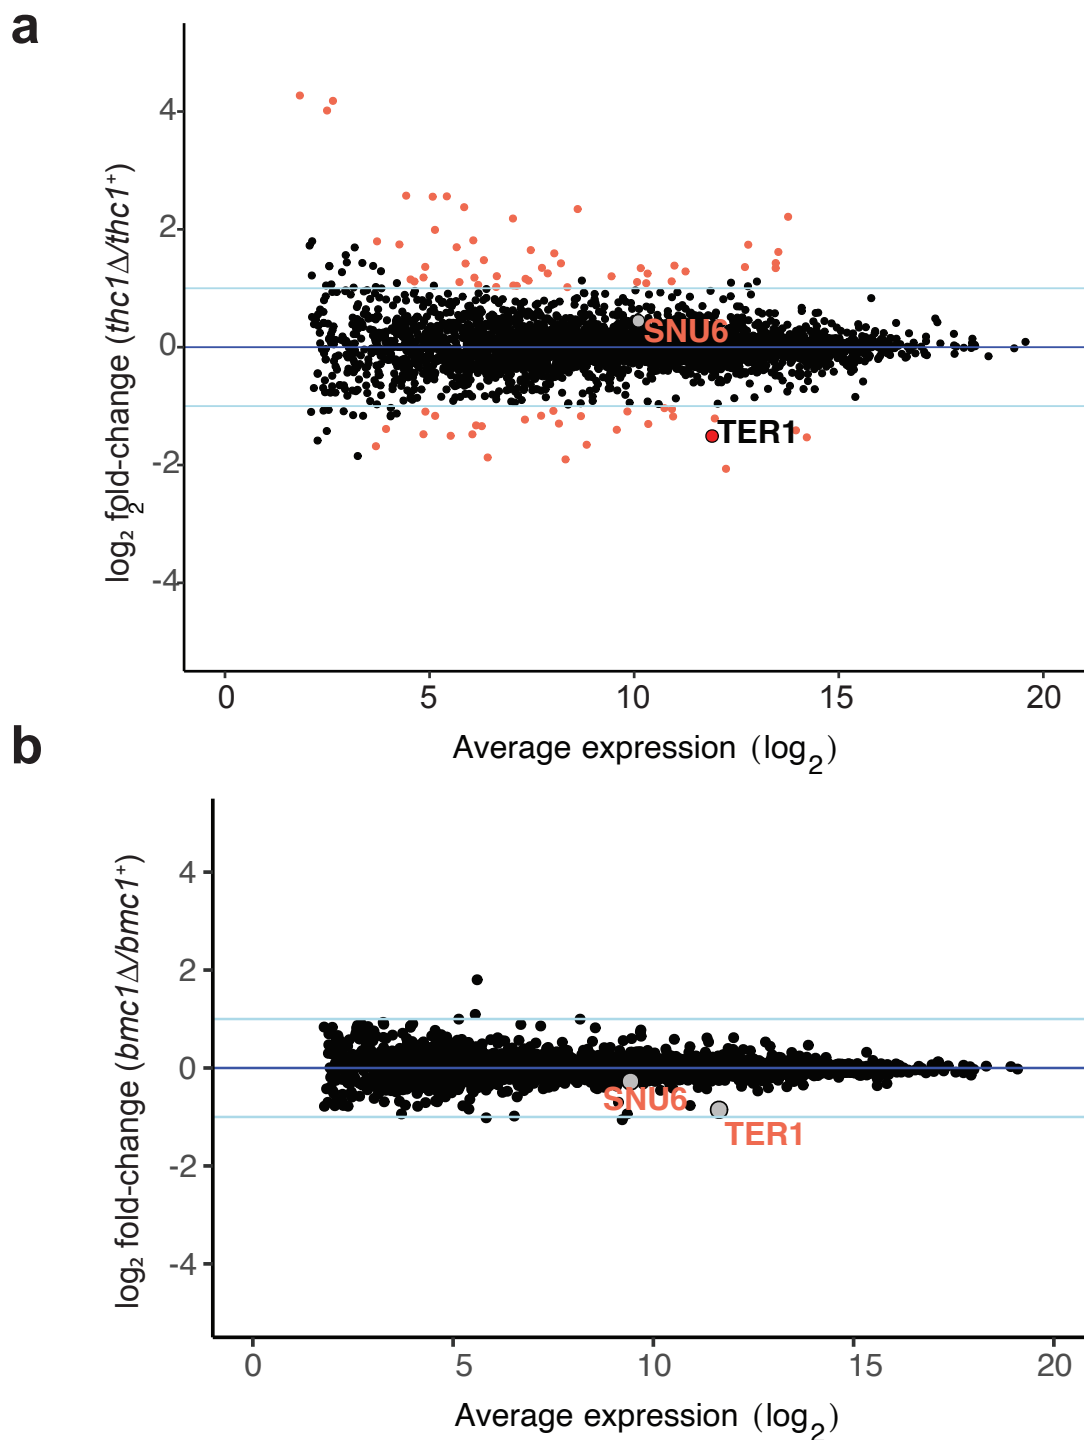

**Supplementary Figure 6.** MA plot of differential expression analysis for the deletion of *thc1* (a) and *bmc1* (b). Average expression is plotted on the x-axis and  $\log_2$  fold change between the deletion and wildtype is plotted on the y-axis. Differentially expressed genes with an absolute  $\log_2$  fold change of  $\geq 1$  and an adjusted p-value  $< 0.05$  are colored in orange.

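Behind these plots lie the normalized counts of 6 libraries per comparison. Scaling factors from TMM lay between 0.98 and 1.025 over the 12 libraries, and the 10 genes with the most reads took 10.6% to 11.4% of a library, so that no library was dominated by a few genes. Mitochondrial and ribosomal RNA genes together took 4.09% to 4.91% of the counts. The genes used to normalize RT-qPCR in the study stayed near the horizontal axis. In *thc1*Δ cells the log2 fold change of *act1* was -0.12 (adjusted *p* = 0.102), that of *his1* was 0.07 (0.146) and that of snR101 was 0.06 (0.476) in edgeR's quasi-likelihood test. In *bmc1*Δ cells the values were 0.03 (0.888), -0.03 (0.904) and 0.06 (0.866) in the same edgeR test.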

**a**

Figure 2a

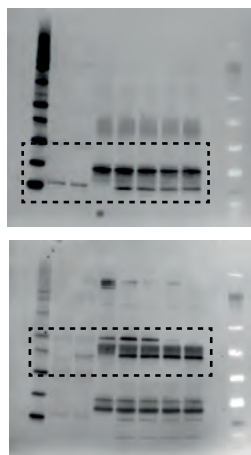

Figure 2b

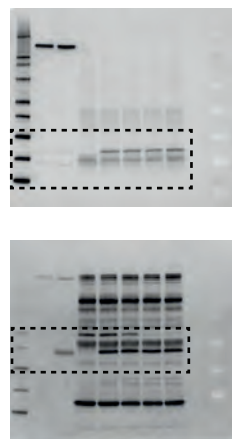

Figure 2c

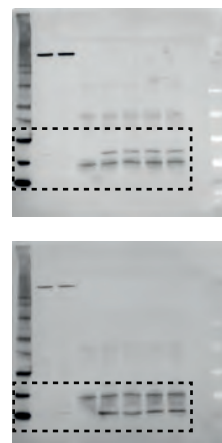

**b**

Figure 3d

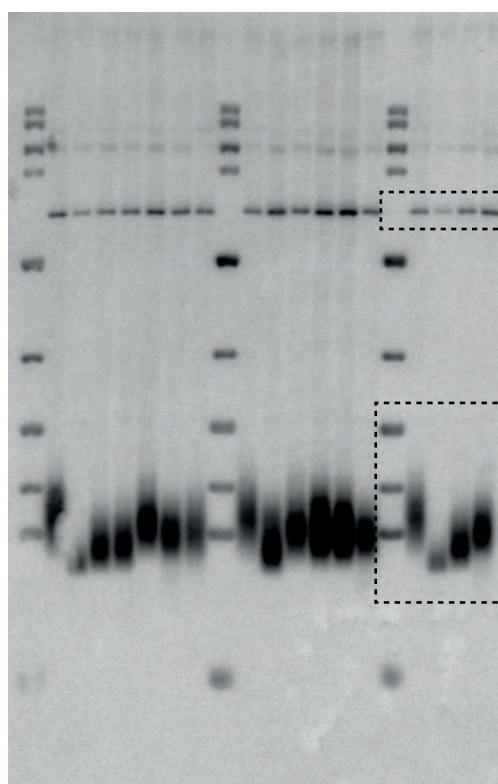

**C**

Figure 4b

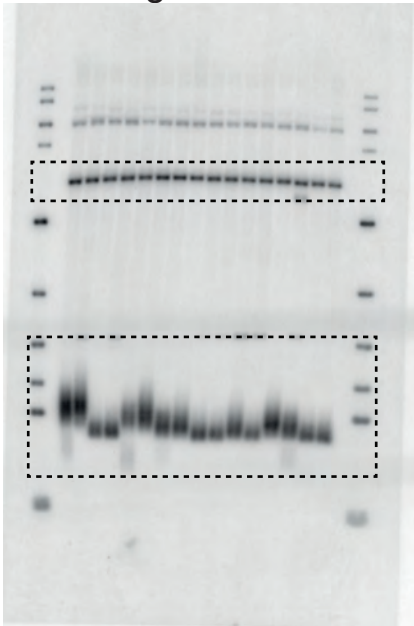

Figure 4c

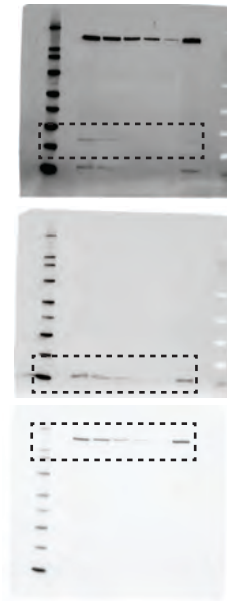

Figure 4d

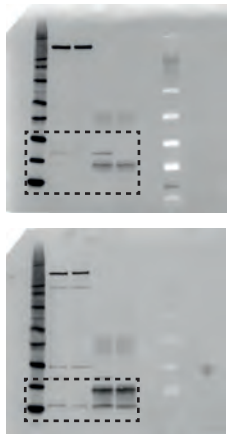

Figure 4e

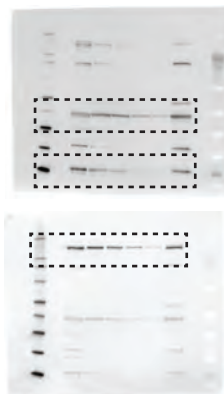

Figure 4f

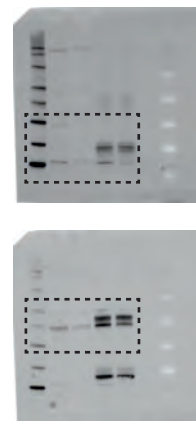

Figure 4g

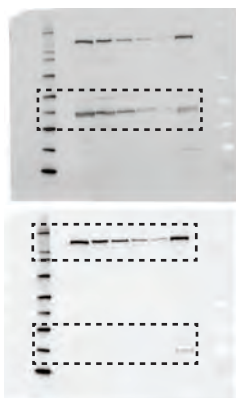

Figure 4h

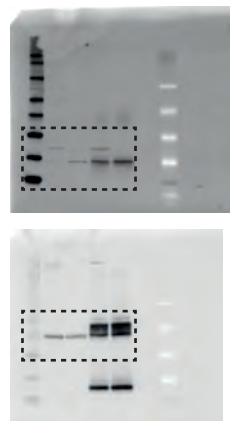

**d**

Figure 5a

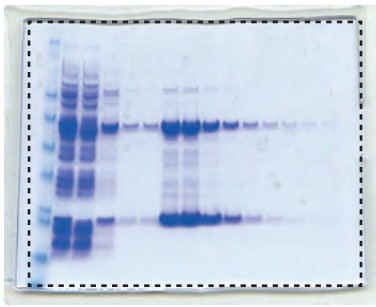

Figure 5c

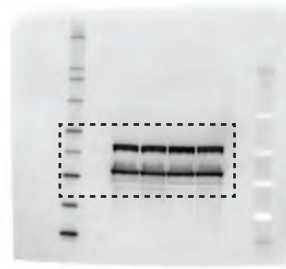

Figure 5b

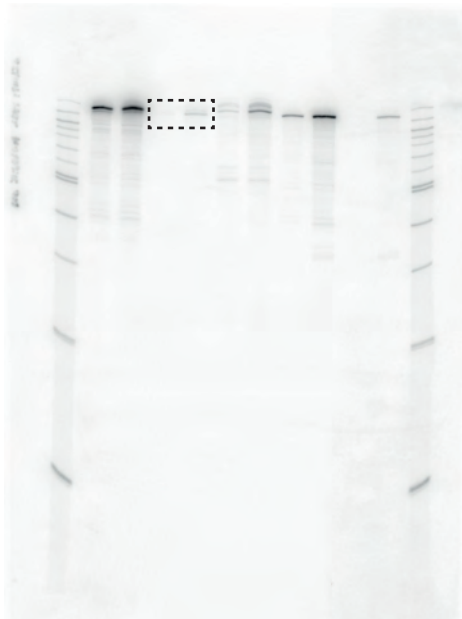

Figure 5e

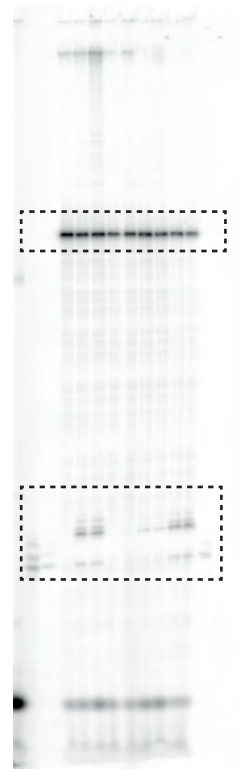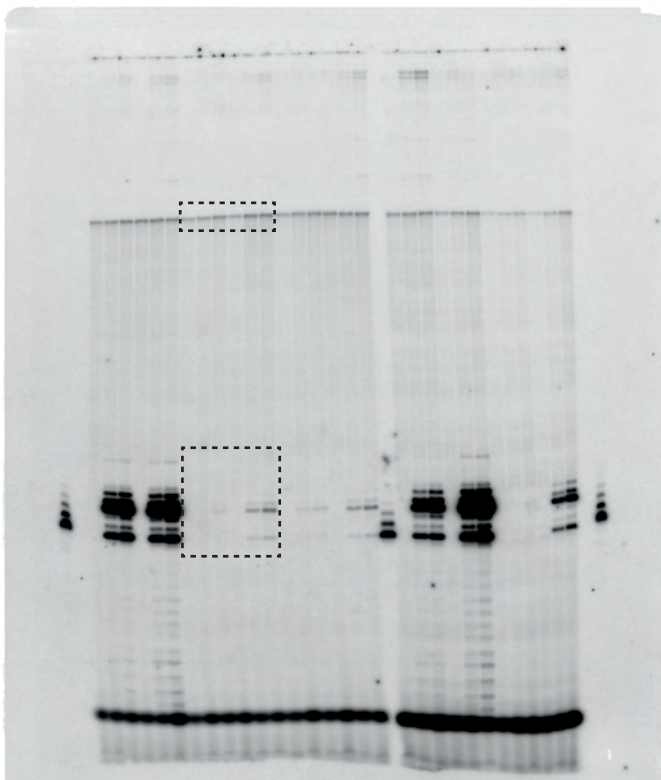

**e**

Figure 6b

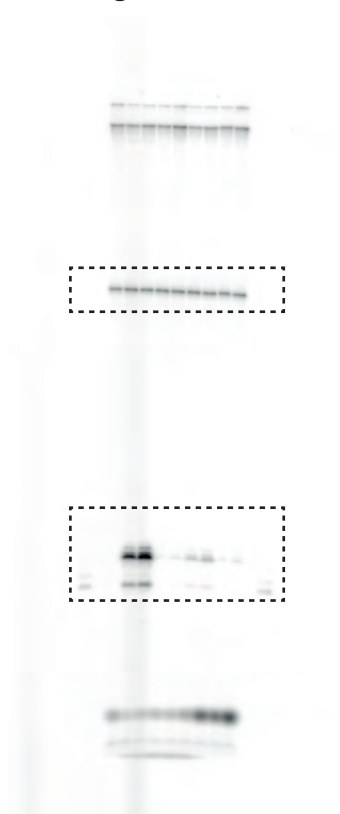

Figure 6c

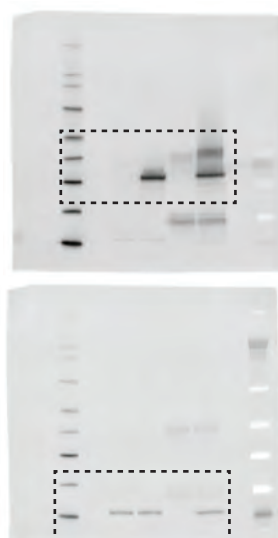

Figure 6d

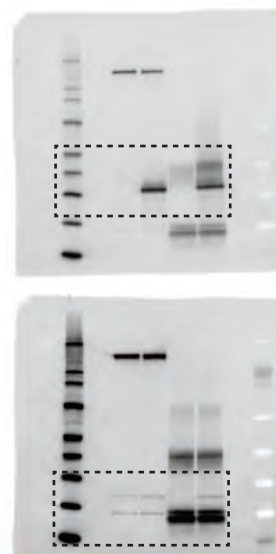

Figure 6g

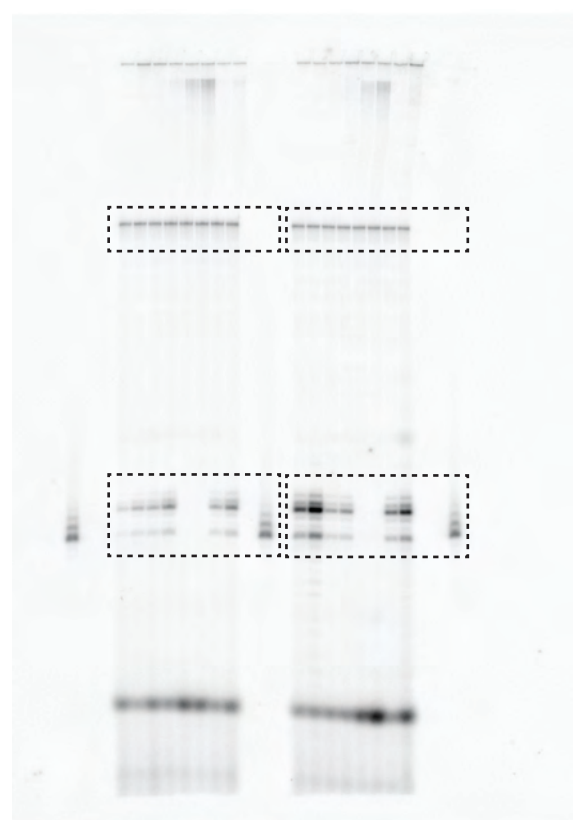

Figure 6e

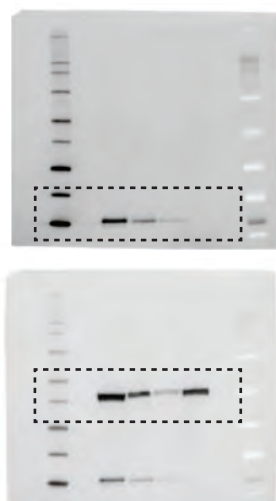

Figure 6f

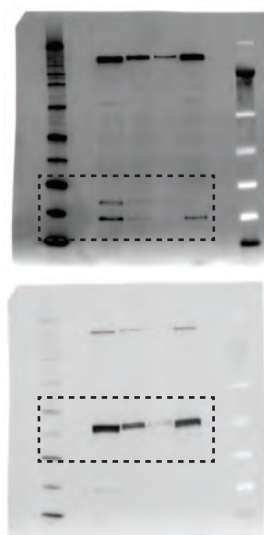

**Supplementary Figure 7.** Raw data presented in main figures. **a** Uncropped blots from Figure 2a-c. **b** Figure 3d. **c** Figure 4b-h. **d** Figure 5a-c, e. **e** Figure 6b-g.

**Supplementary Table 1:** Proteins enriched in Pof8-FLAG affinity purification with average dNSAF values >0.005 for the tagged Pof8 samples. Proteins are sorted by average fold enrichment in tagged Pof8 over untagged control.

| NCBI_Gene | gene_ID       | Description                                                          | Pof8 avg dNSAF | control avg dNSAF | log2 fold change Pof8/ctrl | MW (Da) |
|-----------|---------------|----------------------------------------------------------------------|----------------|-------------------|----------------------------|---------|
|           | SPCC18B5.09c  | sequence orphan                                                      | 0.010803       | 0                 | $\infty$ (15)              | 13507   |
|           | SPBC2A9.10    | Bin3 family, transcriptional and translational regulator (predicted) | 0.005521       | 0                 | $\infty$ (15)              | 30485   |
| pof8      | SPAC17G6.17   | F-box protein Pof8                                                   | 0.119549       | 0.000168          | 9.47                       | 46808   |
| leu1      | SPBC1A4.02c   | 3-isopropylmalate dehydrogenase Leu1                                 | 0.008942       | 0.001156          | 2.95                       | 39733   |
| ubi5      | SPAC589.10c   | ubiquitin-40S ribosomal protein S31 fusion protein                   | 0.006532       | 0.000904          | 2.85                       | 17215   |
| rvb2      | SPBC83.08     | AAA family ATPase Rvb2                                               | 0.005249       | 0.000729          | 2.85                       | 51562   |
| hsp90     | SPAC926.04c   | Hsp90 chaperone                                                      | 0.006587       | 0.001186          | 2.47                       | 80596   |
| ssa2      | SPCC1739.13   | heat shock protein Ssa2 (predicted)                                  | 0.068151       | 0.014617          | 2.22                       | 70233   |
| mcp60     | SPAC12G12.04  | mitochondrial heat shock protein Hsp60/Mcp60                         | 0.007729       | 0.001784          | 2.12                       | 62168   |
| rpp203    | SPAC1071.08   | 60S acidic ribosomal protein P2C                                     | 0.014391       | 0.004215          | 1.77                       | 11114   |
| rps3      | SPBC16G5.14c  | 40S ribosomal protein S3                                             | 0.005661       | 0.002627          | 1.11                       | 27553   |
| tdh1      | SPBC32F12.11  | glyceraldehyde-3-phosphate dehydrogenase Tdh1                        | 0.005581       | 0.002685          | 1.06                       | 35870   |
| rpp201    | SPBP8B7.06    | 60S acidic ribosomal protein P2A                                     | 0.017156       | 0.008308          | 1.05                       | 11158   |
| ssc1      | SPAC664.11    | mitochondrial heat shock protein Hsp70                               | 0.00747        | 0.004123          | 0.86                       | 72977   |
| sks2      | SPBC1709.05   | heat shock protein, ribosome associated molecular chaperone Sks2     | 0.015436       | 0.008584          | 0.85                       | 67206   |
|           | SPAC12G12.07c | conserved fungal protein                                             | 0.008371       | 0.006479          | 0.37                       | 45724   |
| lsm4      | SPBC30D10.06  | U6 snRNP-associated protein Lsm4 (predicted)                         | 0.005178       | 0.004473          | 0.21                       | 13941   |
| cxr1      | SPBC23E6.01c  | mRNA processing factor (predicted)                                   | 0.07353        | 0.070509          | 0.06                       | 51705   |
| pabp      | SPAC57A7.04c  | mRNA export shuttling protein                                        | 0.012228       | 0.011967          | 0.03                       | 71513   |

## Supplementary Table 2: Genes affected in expression level by the deletion of *thc1*

**a** Genes with RNA levels decreased by more than 2-fold in the absence of *thc1*<sup>+</sup> based on DESeq2 analysis of RNA samples from triplicate cultures of *thc1*<sup>+</sup> and *thc1* $\Delta$  cells. 

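The genes of Supplementary Table 2 were compared with those called by edgeR from the deposited counts. All 28 genes of part a and 45 of the 49 genes of part b were called in the same direction, and for the 74 genes that edgeR tested the log2 fold changes differed from the table's by at most 0.023. Of the 4 genes of part b that were not called, 3 had too few reads to be tested: SPAC977.05c had 2 reads over the wild-type libraries and 35 over the *thc1*Δ libraries, SPBC1348.06c had 2 and 31, and SPNCRNA.466 had 1 and 20. SPNCRNA.774 was tested but not called (log2 fold change 1.03, adjusted *p* = 0.0838 in edgeR). In turn, edgeR called 2 genes that the table lacks: SPNCRNA.71 (log2 fold change 1.41, adjusted *p* = 0.0151 in edgeR and 0.0773 in DESeq2) and *mug147* (SPBC56F2.06, 1.14, adjusted *p* = 0.0493 in edgeR and 0.0606 in DESeq2). Both rest on single libraries, and with 1 library left out their adjusted *p* in edgeR reached 0.0624 for SPNCRNA.71 and 0.157 for *mug147*.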

A two-sided Wald test was used and adjusted *p*-values were calculated by Benjamini-Hochberg **b** Genes with increased expression by more than 2-fold by the same analysis as in (a).

**a**

| gene_ID       | external_gene_ID         | log2_FC | adj. p-value | gene_biotype   |
|---------------|--------------------------|---------|--------------|----------------|
| SPNCRNA.863   | SPNCRNA.863              | -2.0640 | 9.6E-141     | ncRNA          |
| SPNCRNA.1344  | SPBC1271.08c-antisense-1 | -1.9046 | 6.7E-34      | ncRNA          |
| SPCC569.02c   | SPCC569.02c              | -1.8719 | 1.2E-12      | protein_coding |
| SPBCPT2R1.07c | SPBCPT2R1.07c            | -1.6810 | 2.5E-02      | pseudogene     |
| SPNCRNA.742   | SPAC9.08c-antisense-1    | -1.6559 | 3.5E-16      | ncRNA          |
| SPBP4G3.02    | pho1                     | -1.5304 | 2.7E-236     | protein_coding |
| SPNCRNA.214   | ter1                     | -1.5083 | 7.8E-128     | ncRNA          |
| SPNCRNA.923   | SPNCRNA.923              | -1.5039 | 1.5E-05      | ncRNA          |
| SPNCRNA.130   | omt3                     | -1.4787 | 4.7E-06      | ncRNA          |
| SPNCRNA.1255  | SPNCRNA.1255             | -1.4776 | 6.9E-04      | ncRNA          |
| SPAC821.10c   | sod1                     | -1.4115 | 1.0E-138     | protein_coding |
| SPCC70.08c    | SPCC70.08c               | -1.4017 | 1.2E-42      | protein_coding |
| SPCC663.14c   | trp663                   | -1.3878 | 4.1E-02      | protein_coding |
| SPCC1393.14   | ten1                     | -1.3405 | 5.2E-07      | protein_coding |
| SPNCRNA.1605  | SPNCRNA.1605             | -1.3271 | 3.2E-07      | ncRNA          |
| SPCC18B5.09c  | <i>thc1</i>              | -1.3033 | 2.0E-76      | protein_coding |
| SPNCRNA.888   | end4-antisense-1         | -1.2969 | 8.5E-23      | ncRNA          |
| SPAC186.06    | SPAC186.06               | -1.2292 | 5.1E-09      | protein_coding |
| SPNCRNA.1626  | SPNCRNA.1626             | -1.2100 | 4.9E-44      | ncRNA          |
| SPBC1271.07c  | SPBC1271.07c             | -1.1767 | 4.9E-24      | protein_coding |
| SPBPB2B2.01   | SPBPB2B2.01              | -1.1699 | 1.4E-24      | protein_coding |
| SPBPJ4664.03  | mfm3                     | -1.1656 | 4.3E-03      | protein_coding |
| SPNCRNA.1340  | SPNCRNA.1340             | -1.1631 | 5.2E-15      | ncRNA          |
| SPAC8E11.12   | SPAC8E11.12              | -1.0941 | 1.5E-02      | protein_coding |
| SPAC27D7.03c  | mei2                     | -1.0916 | 3.0E-17      | protein_coding |
| SPNCRNA.944   | SPNCRNA.944              | -1.0809 | 3.6E-05      | ncRNA          |
| SPBPB21E7.07  | aes1                     | -1.0504 | 6.4E-25      | protein_coding |
| SPAC1F7.08    | fio1                     | -1.0350 | 3.4E-02      | protein_coding |

**b**

| gene_ID         | external_gene_ID      | log2_FC | adj. p-value | gene_biotype   |
|-----------------|-----------------------|---------|--------------|----------------|
| SPNCRNA.466     | SPNG2151              | 4.2720  | 2.13E-02     | ncRNA          |
| SPAC977.05c     | SPAC977.05c           | 4.1810  | 5.59E-03     | protein_coding |
| SPBC1348.06c    | SPBC1348.06c          | 4.0169  | 8.64E-03     | protein_coding |
| SPMITTRNASER.01 | SPMITTRNASER.01       | 2.5719  | 1.10E-05     | tRNA           |
| SPNCRNA.287     | SPNCRNA.1300,SPNG1093 | 2.5602  | 2.39E-12     | ncRNA          |

|                 |                           |        |           |                |
|-----------------|---------------------------|--------|-----------|----------------|
| SPNCRNA.100     | SPNCRNA.100               | 2.5543 | 7.41E-09  | ncRNA          |
| SPMITTRNALYS.01 | SPMITTRNALYS.01           | 2.3763 | 1.32E-11  | tRNA           |
| SPNCRNA.1656    | nup120-antisense-1        | 2.3445 | 1.38E-05  | ncRNA          |
| SPCC1393.10     | ctr4                      | 2.2131 | 3.19E-201 | protein_coding |
| SPAC1F8.04c     | SPAC1F8.04c               | 2.1839 | 3.42E-15  | protein_coding |
| SPBP4H10.09     | rsv1                      | 1.9912 | 6.16E-04  | protein_coding |
| SPNCRNA.1282    | SPNCRNA.1282              | 1.8133 | 9.99E-11  | ncRNA          |
| SPNCRNA.1677    | doa10-antisense-1         | 1.7962 | 8.50E-03  | ncRNA          |
| SPMITTRNAMET.01 | SPMITTRNAMET.01           | 1.7436 | 1.54E-03  | tRNA           |
| SPCC1235.14     | ght5                      | 1.7393 | 8.95E-134 | protein_coding |
| SPNCRNA.601     | SPNCRNA.601               | 1.6964 | 1.15E-07  | ncRNA          |
| SPAC1F8.03c     | str3                      | 1.6478 | 2.32E-07  | protein_coding |
| SPAC1142.05     | ctr5                      | 1.6164 | 3.39E-148 | protein_coding |
| SPBPB2B2.05     | SPBPB2B2.05               | 1.5930 | 1.59E-03  | protein_coding |
| SPNCRNA.1558    | qcr10-antisense-1         | 1.4771 | 4.57E-08  | ncRNA          |
| SPRRNA.01       | 21S_rRNA                  | 1.4280 | 7.37E-12  | rRNA           |
| SPNCRNA.1307    | SPBPB10D8.02c-antisense-1 | 1.4233 | 9.50E-19  | ncRNA          |
| SPNCRNA.945     | SPNCRNA.945               | 1.4199 | 5.60E-07  | ncRNA          |
| SPAC1F8.06      | pfl8                      | 1.3844 | 2.63E-05  | protein_coding |
| SPNCRNA.983     | tsn1-antisense-1          | 1.3631 | 6.86E-03  | ncRNA          |
| SPRRNA.02       | 15S_rRNA                  | 1.3599 | 1.52E-10  | rRNA           |
| SPBP4H10.10     | rbd3                      | 1.3464 | 1.10E-09  | protein_coding |
| SPCC330.06c     | pmp20                     | 1.3422 | 2.45E-49  | protein_coding |
| SPBC11B10.02c   | his3                      | 1.3419 | 2.23E-54  | protein_coding |
| SPAC4G8.03c     | puf5                      | 1.2856 | 8.00E-49  | protein_coding |
| SPBC1778.04     | spo6                      | 1.2527 | 2.95E-07  | protein_coding |
| SPNCRNA.634     | shk2-antisense-1          | 1.2495 | 5.43E-64  | ncRNA          |
| SPNCRNA.1557    | lid2-antisense-1          | 1.2051 | 2.49E-03  | ncRNA          |
| SPAC56F8.15     | SPAC56F8.15               | 1.2029 | 8.85E-28  | protein_coding |
| SPNCRNA.1438    | cdc2-antisense-1          | 1.1829 | 6.63E-03  | ncRNA          |
| SPBC1289.14     | SPBC8E4.10c               | 1.1804 | 2.69E-03  | protein_coding |
| SPNCRNA.1409    | SPNCRNA.1409              | 1.1604 | 6.19E-07  | ncRNA          |
| SPNCRNA.33      | prl33                     | 1.1499 | 3.74E-02  | ncRNA          |
| SPCC1739.08c    | SPCC1739.08c              | 1.1300 | 2.14E-04  | protein_coding |
| SPBC1D7.02c     | scr1                      | 1.1176 | 2.29E-42  | protein_coding |
| SPNCRNA.1330    | SPNCRNA.1330              | 1.1154 | 4.05E-02  | ncRNA          |
| SPBC23G7.08c    | rga7                      | 1.1060 | 7.65E-27  | protein_coding |
| SPNCRNA.892     | tif211-antisense-1        | 1.1049 | 2.85E-04  | ncRNA          |
| SPNCRNA.953     | SPNCRNA.953               | 1.0861 | 1.32E-35  | ncRNA          |
| SPNCRNA.1031    | wsp1-antisense-1          | 1.0573 | 1.98E-04  | ncRNA          |
| SPNCRNA.875     | gcv1-antisense-1          | 1.0473 | 2.35E-08  | ncRNA          |
| SPNCRNA.1378    | cbp6-antisense-1          | 1.0417 | 6.87E-09  | ncRNA          |
| SPNCRNA.774     | SPNCRNA.774               | 1.0215 | 1.55E-02  | ncRNA          |

|             |      |        |          |                |
|-------------|------|--------|----------|----------------|
| SPCC794.01c | gcd1 | 1.0186 | 1.95E-09 | protein_coding |
|-------------|------|--------|----------|----------------|

**Supplementary Table 3: *S. pombe* strains used in this study**

| Strain | Genotype                                                                                                                  | Source                  | Figure                                |
|--------|---------------------------------------------------------------------------------------------------------------------------|-------------------------|---------------------------------------|
| FP1546 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc13-natMX6 pof8::kanMX6 [pDBlet-Pof8]</i>                | Páez-Moscoso et al 2018 | S1a                                   |
| FP1547 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc13-natMX6 pof8::kanMX6 [pDBlet-3xFLAGPof8]</i>          | Páez-Moscoso et al 2018 | S1a                                   |
| FP1913 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [ura4, pDBlet]</i>                           | This study              | S4b,c                                 |
| FP1914 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1 WT]</i>                         | This study              | S4b,c                                 |
| FP1915 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1-Twinstrep]</i>                  | This study              | S4b,c                                 |
| FP1916 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1-Twinstrep F246A]</i>            | This study              | S4b,c                                 |
| FP1917 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1-Twinstrep VLD39-41AAA]</i>      | This study              | S4b,c                                 |
| FP1918 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1-Twinstrep GCN43-45ACA]</i>      | This study              | S4b,c                                 |
| FP1919 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 [pDBlet-bmc1-Twinstrep EPQ188-190APA]</i>    | This study              | S4b,c                                 |
| PP137  | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 his3-D1</i>                                                                   | Lab stock               | 3a, S2                                |
| PP138  | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1</i>                                                                   | Lab stock               | 3a, 3b, 3c, 3d, S2b,c,d,e, S3, S5, S6 |
| PP139  | <i>h<sup>-</sup> ade6-M210 leu1-32 ura4-D18 his3-D1</i>                                                                   | Lab stock               | 3a, S2                                |
| PP265  | <i>h<sup>-</sup></i>                                                                                                      | ATCC                    | S2g                                   |
| PP1723 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 pof8::kanMX6</i>                                                      | Páez-Moscoso et al 2018 | 3a, 3b, 3d                            |
| PP1797 | <i>h<sup>+</sup> ade6-M21? leu1-32 ura4-D18 his3-D1 lsm4::lsm4-myc13-nat aur1::[pCST159-ter1] pof8::kanMX6</i>            | This study              | 5b                                    |
| PP1839 | <i>h<sup>+</sup> ade6-M210/M216 ura4-D18 leu1-32 his3-D1 pof8::3xFLAG-pof8-kanMX6</i>                                     | This study              | 3c, S5                                |
| PP1843 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 thc1 (SPCC18B5.09c)::thc1-TEV-2xV5-natMX6</i>                         | This study              | 2a, 3c, S5                            |
| PP1844 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::bmc1-TEV-TwinStrep-natMX6</i>                       | This study              | 2b, 3c, S5                            |
| PP1845 | <i>h<sup>-</sup> ade6-M216 ura4-D18 leu1-32 his3-D1 pof8::3xFLAG-pof8-kan thc1 (SPCC18B5.09c)::thc1-TEV-2xV5-natMX6</i>   | This study              | 2a, 4e, 4f                            |
| PP1846 | <i>h<sup>-</sup> ade6-M216 ura4-D18 leu1-32 his3-D1 pof8::3xFLAG-pof8-kan bmc1(SPBC2A9.10)::bmc1-TEV-TwinStrep-natMX6</i> | This study              | 2b, 4g, 4h                            |
| PP1847 | <i>h<sup>-</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 thc1 (SPCC18B5.09c)::his3</i>                                         | This study              | 3a, 3b, 3d, S2b,e, S3, S6             |
| PP1857 | <i>h<sup>+</sup> ade6-M210/M216 leu1-32 ura4-D18 his3-D1</i>                                                              | This study              | 4a, 4b                                |
| PP1858 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 pof8::KanMX6</i>                                                      | This study              | 4a, 4b                                |
| PP1859 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6</i>                                          | This study              | 4a, 4b, S2g                           |
| PP1860 | <i>h<sup>+</sup> leu1-32 ura4-D18 his3-D1 ade6-M210/ade6-M216</i>                                                         | This study              | 3a, 3b, S2f, S3                       |
| PP1861 | <i>h<sup>+</sup> leu1-32 ura4-D18 his3-D1 ade6-M210/ade6-M216 bmc1(SPBC2A9.10)::natMX6</i>                                | This study              | 3a, 3b, 3d, S2c,d,f, S3               |
| PP1862 | <i>h<sup>+</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 thc1 (SPCC18B5.09c)::his3</i>                                         | This study              | 4a, 4b                                |
| PP1863 | <i>h<sup>+</sup> ade6-M210/216 leu1-32 ura4-D18 his3-D1 pof8::kanMX6 bmc1(SPBC2A9.10)::natMX6</i>                         | This study              | 4a, 4b                                |
| PP1864 | <i>h<sup>+</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 pof8::kanMX6 thc1 (SPCC18B5.09c)::his3</i>                            | This study              | 4a, 4b                                |
| PP1865 | <i>h<sup>+</sup> ade6-M210/216 leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::natMX6 thc1 (SPCC18B5.09c)::his3</i>            | This study              | 4a, 4b                                |

|        |                                                                                                                                                            |            |            |
|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|------------|
| PP1866 | <i>h<sup>7</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 pof8::kanMX6 bmc1(SPBC2A9.10)::natMX6 thc1 (SPCC18B5.09c)::his3</i>                                    | This study | 4a, 4b     |
| PP1882 | <i>h<sup>7</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 smb1::smb1-cMyc-natMX6, pof8::kanMX6</i>                                                               | This study | 5f, 5g     |
| PP1883 | <i>h<sup>7</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 smb1::smb1-cMyc-natMX6, thc1 (SPCC18B5.09c)::his3</i>                                                  | This study | 5f, 5g     |
| PP1884 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 smb1::smb1-cMyc-natMX6, bmc1(SPBC2A9.10)::natMX6</i>                                                   | This study | 5f, 5g     |
| PP1885 | <i>h<sup>7</sup> ade6-M210/M216 leu1-32 ura4-D18 his3-D1 smb1::smb1-cMyc-natMX6</i>                                                                        | This study | 5f, 5g     |
| PP1886 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-cMyc-natMX6, pof8::kanMX6</i>                                                               | This study | 5c, 5d, 5e |
| PP1887 | <i>h<sup>7</sup> ade6-M210 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-cMyc-natMX6, thc1 (SPCC18B5.09c)::his3</i>                                                  | This study | 5c, 5d, 5e |
| PP1888 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-cMyc-natMX6, bmc1(SPBC2A9.10)::natMX6</i>                                                   | This study | 5c, 5d, 5e |
| PP1889 | <i>h<sup>7</sup> ade6-M210/M216 leu1-32 ura4-D18 his3-D1 lsm4::lsm4-cMyc-natMX6</i>                                                                        | This study | 5c, 5d, 5e |
| PP1892 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 thc1 (SPCC18B5.09c)::thc1-TEV-2xV5-natMX6 bmc1(SPBC2A9.10)::bmc1-TEV-Twinstrep-natMX6</i>              | This study | 2c, 4c, 4d |
| PP1894 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 bmc1(SPBC2A9.10)::bmc1-TEV-Twinstrep-natMX6</i>                                                        | This study | 2c         |
| PP1895 | <i>h<sup>7</sup> ade6-M216 leu1-32 ura4-D18 his3-D1 pof8::kanMX6 thc1 (SPCC18B5.09c)::thc1-TEV-2xV5-natMX6 bmc1(SPBC2A9.10)::bmc1-TEV-Twinstrep-natMX6</i> | This study | 4c, 4d     |
| PP2014 | <i>h<sup>7</sup> ade6-M21? leu1-32 his3-D1 ura4-D18 pof8::3xFLAG-pof8-kanMX6</i>                                                                           | This study | 6a, 6b     |
| PP2015 | <i>h<sup>7</sup> ade6-M21? leu1-32 his3-D1 ura4-D18 pof8::3xFLAG-pof8-kanMX6 thc1 (SPCC18B5.09c)::his3</i>                                                 | This study | 6a, 6b     |
| PP2016 | <i>h<sup>7</sup> ade6-M21? leu1-32 his3-D1 ura4-D18 pof8::3xFLAG-pof8-kanMX6 bmc1(SPBC2A9.10)::natMX6</i>                                                  | This study | 6a, 6b     |
| PP2017 | <i>h<sup>7</sup> ade6-M21? leu1-32 his3-D1 ura4-D18 pof8::3xFLAG-pof8-kanMX6 thc1 (SPCC18B5.09c)::his3 bmc1(SPBC2A9.10)::natMX6</i>                        | This study | 6a, 6b     |
| PP2024 | <i>h<sup>7</sup> ade6-M21? ura4-D18 leu1-32 his3-D1 thc1::thc1-TEV-2xV5-natMX6 lsm4::lsm4-cMyc-natMX6</i>                                                  | This study | 6c, 6e, 6g |
| PP2025 | <i>h<sup>7</sup> ade6-M216 ura4-D18 leu1-32 his3-D1 bmc1::bmc1-TEV-Twinstrep-natMX6 lsm4::lsm4-cMyc-natMX6</i>                                             | This study | 6d, 6f, 6g |
| PP2038 | <i>h<sup>7</sup> ade6-M21? ura4-D18 leu1-32 his3-D1 3xFLAG-pof8-kanMX6 thc1 (SPCC18B5.09c)::thc1-TEV-2xV5-natMX6 bmc1(SPBC2A9.10)::natMX6</i>              | This study | 4e, 4f     |
| PP2039 | <i>h<sup>7</sup> ade6-M21? ura4-D18 leu1-32 his3-D1 3xFLAG-pof8-kanMX6 bmc1(SPBC2A9.10)::bmc1-TEV-TwinStrep-natMX6 thc1(SPCC18B5.09c)::his3</i>            | This study | 4g, 4h     |

**Supplementary Table 4: Oligonucleotides and gene synthesis products used to generate deletion, fusion and integration constructs**

| Product description                              | Primer #            | Sequence                                                                              |
|--------------------------------------------------|---------------------|---------------------------------------------------------------------------------------|
| <i>Nat MX6</i> for <i>bmc1</i> deletion          | BLoli6066/BLoli2491 | 5'-TTTAGCTTGCCTCGTCCCCG-3'/5'-TGGATGGCGGCGTTAGTATC-3'                                 |
| <i>bmc1</i> 5' homology                          | BLoli7736/BLoli7737 | 5'-ATCCTGAAGCGATGATGCCA-3'/5'-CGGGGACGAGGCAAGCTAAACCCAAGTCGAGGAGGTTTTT-3'             |
| <i>bmc1</i> 3' homology                          | BLoli7738/BLoli7739 | 5'-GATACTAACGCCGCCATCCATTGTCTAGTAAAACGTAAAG-3'/5'-TTGGCGAGTATAACCAATGT-3'             |
| <i>bmc1::natMX6</i>                              | BLoli7736/BLoli7739 | 5'-ATCCTGAAGCGATGATGCCA-3'/5'-TTGGCGAGTATAACCAATGT-3'                                 |
| <i>his3<sup>+</sup></i> for <i>thc1</i> deletion | BLoli7486/BLoli7487 | 5'-GTTTTGAAGACGGTGATACACGTTGTAATG-3'/5'-ATTTATCTGTTTGCTTATCGAACTATACGG-3'             |
| <i>thc1</i> 5' homology                          | BLoli7484/BLoli7485 | 5'-CAATAATAACTTTGCTTACGATTAATAG-3'/5'-TGTATCACCGTCTTCAAAACTTTTGGTACC-3'               |
| <i>thc1</i> 3' homology                          | BLoli7488/BLoli7489 | 5'-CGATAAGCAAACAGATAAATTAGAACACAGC-3'/5'-GAGACTAATTGGGTAAACAAAAG-3'                   |
| <i>thc1::his3</i>                                | BLoli7484/BLoli7489 | 5'-CAATAATAACTTTGCTTACGATTAATAG-3'/5'-GAGACTAATTGGGTAAACAAAAG-3'                      |
| <i>bmc1</i> 5' homology for tagging              | BLoli7718/BLoli7709 | 5'-AGCTCTCGAATTGGCCCTG-3'/5'-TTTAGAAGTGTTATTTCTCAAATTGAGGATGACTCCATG-3'               |
| <i>bmc1</i> 3' homology for tagging              | BLoli7541/BLoli7542 | 5'-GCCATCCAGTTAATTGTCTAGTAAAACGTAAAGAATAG-3'/5'-TGATGTTGGCGAGTATAAC-3'                |
| <i>natMX6</i> cassette for <i>bmc1</i> tagging   | BLoli7710/BLoli7540 | 5'-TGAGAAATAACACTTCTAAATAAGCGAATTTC-3'/5'-TAGACAATTAAGTGGATGGCGGCGTTAG-3'             |
| <i>bmc1</i> -Twinstrep:: <i>natMX6</i>           | BLoli7718/BLoli7542 | 5'-AGCTCTCGAATTGGCCCTG-3'/5'-TGATGTTGGCGAGTATAAC-3'                                   |
| <i>thc1</i> 5' homology for tagging              | BLoli7711/BLoli7712 | 5'-TCTTAAGATATTTGGGCTATAAAATG-3'/5'-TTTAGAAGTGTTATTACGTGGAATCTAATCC-3'                |
| <i>thc1</i> 3' homology for tagging              | BLoli7715/BLoli7716 | 5'-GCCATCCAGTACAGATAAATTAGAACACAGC-3'/5'-AACAAAGTAGTAACCAAGG-3'                       |
| <i>natMX6</i> cassette for <i>thc1</i> tagging   | BLoli7713/BLoli7714 | 5'-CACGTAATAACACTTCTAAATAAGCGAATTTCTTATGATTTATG-3'/5'-ATTTATCTGTACTGGATGGCGGCGTTAG-3' |
| <i>Thc1</i> -2xV5:: <i>natMX6</i>                | BLoli7711/BLoli7716 | 5'-TCTTAAGATATTTGGGCTATAAAATG-3'/5'-AACAAAGTAGTAACCAAGG-3'                            |
| 3xFLAG-Pof8 5' homology for tagging              | BLoli6676/BLoli6400 | 5'-AAAAGAATTCAACATGGCAACTGCGACCAA-3'/5'-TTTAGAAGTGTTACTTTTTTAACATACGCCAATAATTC-3'     |
| Pof8-kanMX6 3' homology for tagging              | BLoli6401/BLoli6141 | 5'-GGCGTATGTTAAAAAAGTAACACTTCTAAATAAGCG-3'/5'-GCTTCTTATTTGTAGAGACAATTG-3'             |
| 3xFLAG-Pof8-kanMX6                               | BLoli6676/BLoli6141 | 5'-AAAAGAATTCAACATGGCAACTGCGACCAA-3'/5'-GCTTCTTATTTGTAGAGACAATTG-3'                   |
| Cloning of <i>bmc1</i> -Twinstrep into pDBlet    | BLoli8069/BLoli8070 | 5'-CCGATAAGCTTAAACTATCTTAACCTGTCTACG-3'/5'-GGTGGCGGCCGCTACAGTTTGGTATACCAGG-3'         |
| <i>bmc1</i> F246A 5' arm                         | BLoli8069/BLoli8006 | 5'-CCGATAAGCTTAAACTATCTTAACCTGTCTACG-3'/5'-GTTTCGTTTGGCAGCATTCTTGAC-3'                |
| <i>bmc1</i> F246A 3' arm                         | BLoli8007/BLoli8070 | 5'-GTACAAGAATGCTGCCAAACGAAC-3'/5'-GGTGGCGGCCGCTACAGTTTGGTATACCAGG-3'                  |
| <i>bmc1</i> VLD39-41AAA 5' arm                   | BLoli8069/BLoli7792 | 5'-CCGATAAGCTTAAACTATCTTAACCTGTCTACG-3'/5'-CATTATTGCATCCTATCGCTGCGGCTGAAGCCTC-3'      |
| <i>bmc1</i> VLD39-41AAA 3' arm                   | BLoli7793/BLoli8070 | 5'-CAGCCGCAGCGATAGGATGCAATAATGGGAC-3'/5'-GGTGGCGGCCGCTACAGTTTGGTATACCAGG-3'           |
| <i>bmc1</i> GCN43-45ACA 5' arm                   | BLoli8069/BLoli7795 | 5'-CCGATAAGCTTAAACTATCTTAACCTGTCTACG-3'/5'-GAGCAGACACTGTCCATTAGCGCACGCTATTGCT-3'      |
| <i>bmc1</i> GCN43-45ACA 3' arm                   | BLoli7796/BLoli8070 | 5'-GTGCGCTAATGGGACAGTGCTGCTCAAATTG-3'/5'-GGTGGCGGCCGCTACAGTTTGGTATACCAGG-3'           |
| <i>bmc1</i> EPQ188-190APA 5' arm                 | BLoli8069/BLoli7802 | 5'-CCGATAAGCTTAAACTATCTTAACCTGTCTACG-3'/5'-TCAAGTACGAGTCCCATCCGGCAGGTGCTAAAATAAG-3'   |
| <i>bmc1</i> EPQ188-190APA 3' arm                 | BLoli7803/BLoli8070 | 5'-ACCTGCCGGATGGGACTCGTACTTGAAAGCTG-3'/5'-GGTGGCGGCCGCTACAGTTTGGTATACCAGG-3'          |
| Bmp1 full length PCR verification                | BLoli8048/BLoli7740 | 5'-GAGAGACTAGCACCAATGTATCC-3'/5'-TAGCTCTTGAAAAGGTACGG-3'                              |

|                                               |                     |                                                               |
|-----------------------------------------------|---------------------|---------------------------------------------------------------|
| 5' arm<br>bmp1::natMX6<br>PCR<br>verification | BLoli7735/BLoli3688 | 5'-CACTACAATTCAAGACTACC-3'/5'-GTAAGCCGTGTCGTCAAGAG-3'         |
| 3' arm<br>bmp1::natMX6<br>PCR<br>verification | BLoli7740/BLoli3791 | 5'-TAGCTCTTGAAAAGGTACGG-3'/5'-GGCGCTCTACATGAGCATGC-3'         |
| thc1::his3 full<br>length PCR<br>verification | BLoli7484/BLoli7717 | 5'-CAATAATAACTTTGCTTACGATTAATAG-3'/5'-TGAAGCACCAAGATACGAGT-3' |

## Gene synthesis products

thc1-TEV-  
2xV5 fragment      BLgs1466

5'-  
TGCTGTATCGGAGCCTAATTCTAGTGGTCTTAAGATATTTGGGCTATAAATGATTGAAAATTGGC  
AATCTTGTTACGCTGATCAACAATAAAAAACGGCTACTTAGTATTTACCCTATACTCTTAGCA  
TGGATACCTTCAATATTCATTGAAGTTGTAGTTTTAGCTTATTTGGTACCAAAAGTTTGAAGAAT  
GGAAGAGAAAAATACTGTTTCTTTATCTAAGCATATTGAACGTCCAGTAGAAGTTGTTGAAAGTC  
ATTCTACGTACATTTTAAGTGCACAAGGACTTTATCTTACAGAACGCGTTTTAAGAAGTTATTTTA  
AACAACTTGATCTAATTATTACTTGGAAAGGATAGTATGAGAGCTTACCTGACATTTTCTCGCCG  
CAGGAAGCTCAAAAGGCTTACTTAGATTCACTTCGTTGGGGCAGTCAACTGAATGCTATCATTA  
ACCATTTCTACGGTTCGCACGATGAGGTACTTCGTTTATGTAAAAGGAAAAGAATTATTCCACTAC  
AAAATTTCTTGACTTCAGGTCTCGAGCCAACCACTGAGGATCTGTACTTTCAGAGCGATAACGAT  
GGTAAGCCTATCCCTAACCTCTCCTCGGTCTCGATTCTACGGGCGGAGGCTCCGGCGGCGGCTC  
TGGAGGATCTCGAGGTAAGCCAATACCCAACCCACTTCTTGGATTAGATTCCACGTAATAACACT  
TCTAAATAAGCGAAT-3'

bmc1-TEV-  
Twin-Streptag  
fragment      BLgs1465

5'-  
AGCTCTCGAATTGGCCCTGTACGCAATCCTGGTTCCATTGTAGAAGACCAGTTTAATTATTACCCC  
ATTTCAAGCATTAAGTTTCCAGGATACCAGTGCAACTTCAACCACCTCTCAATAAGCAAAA  
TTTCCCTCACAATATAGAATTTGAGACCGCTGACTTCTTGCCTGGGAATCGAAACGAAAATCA  
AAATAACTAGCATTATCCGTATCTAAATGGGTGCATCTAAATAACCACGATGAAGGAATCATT  
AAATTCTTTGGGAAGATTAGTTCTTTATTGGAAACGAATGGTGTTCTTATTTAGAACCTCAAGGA  
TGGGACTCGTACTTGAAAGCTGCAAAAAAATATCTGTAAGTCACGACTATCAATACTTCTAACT  
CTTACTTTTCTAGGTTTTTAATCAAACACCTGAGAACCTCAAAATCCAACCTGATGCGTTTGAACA  
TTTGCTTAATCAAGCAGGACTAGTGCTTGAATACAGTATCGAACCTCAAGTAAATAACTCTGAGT  
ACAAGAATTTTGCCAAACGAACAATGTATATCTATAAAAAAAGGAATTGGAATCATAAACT  
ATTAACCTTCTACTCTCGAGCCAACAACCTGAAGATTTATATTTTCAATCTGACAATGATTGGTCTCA  
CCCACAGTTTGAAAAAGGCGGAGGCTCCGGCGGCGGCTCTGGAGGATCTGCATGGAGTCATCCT  
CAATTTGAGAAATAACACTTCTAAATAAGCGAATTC-3'

**Supplementary Table 5:** Oligonucleotides used for RT-qPCR

| <b>Product</b> | <b>Primer #</b> | <b>Sequence</b>                       | <b>Source</b> |
|----------------|-----------------|---------------------------------------|---------------|
| TER1 all       | BLoli7827       | 5'-CAGTGTACGTGAGTCTTCTGCCTT-3'        | Ref. 15       |
|                | BLoli7828       | 5'-CAAAAATTCGTTGTGATCTGACAAGC-3'      | Ref. 15       |
| TER1 exon 2    | BLoli7825       | 5'-AATTGCGTATTTAGTAAGAACGCG-3'        | Ref. 16       |
|                | BLoli7826       | 5'-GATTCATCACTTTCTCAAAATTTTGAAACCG-3' | Ref. 16       |
| act1           | BLoli7829       | 5'-GGATTCCTACGTTGGTGATGA-3'           | Ref. 16       |
|                | BLoli7830       | 5'-CGTTGTAGAAAGTGTGATGCC-3'           | Ref. 16       |
| his1           | BLoli7818       | 5'-CGAAGACGTGCTTCAGCGA-3'             | Ref. 15       |
|                | BLoli7819       | 5'-TGTCCACCTCGGAATCACTG-3'            | Ref. 15       |
| snR101         | BLoli7866       | 5'-CGCTCTAGAAATTGGAATGAG-3'           | This study    |
|                | BLoli7867       | 5'-TCTTAAAGGTGTGTCTCTCC-3'            | This study    |

# Supplementary material for: A putative cap binding protein and the methyl phosphate capping enzyme Bin3/MePCE function in telomerase biogenesis
**Source:** Nat Commun. 2022 Feb 25;13:1067. doi: 10.1038/s41467-022-28545-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis fastx\_toolkit (0.0.14), STAR (2.5.2b), SAMtools (1.9), DESeq2 (1.22.2), R (3.5), pyGenomeTracks (3.4), PMCMRplus (1.9.0), Microsoft Excel (v16.54), Image Lab 6.0.1, Design & Analysis Software 2.5.0, QuantStudio real-time PCR Software vl.3, (Fiji is Just) ImageJ vl.53c, ImageQuant TL (v7.0), Clustal Omega (1.2.4), HHpred (version: 57c8707149031cc9f8edceba362c71a3762bdbf8), AlphaFold (v. 2). Custom script used in this study are available at [https://github.com/baumannlab/Sp\\_Paez\\_et\\_al\\_2021](https://github.com/baumannlab/Sp_Paez_et_al_2021).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The primary sequence data associated with this analysis has been deposited in NCBI's Gene Expression Omnibus (GEO) database under GEO accession number GSE174822. Raw mass spectrometry data and search results files have been deposited to the Proteome Xchange (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD026230>) via the MassIVE repository and may be accessed via <ftp://> with password "DJPM99055". Custom scripts used as part of this study are available at [https://github.com/baumannlab/Sp\\_Paez\\_et\\_al\\_2021](https://github.com/baumannlab/Sp_Paez_et_al_2021). Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at <http://www.stowers.org/research/publications/libpb-1664>. Uncropped scans of gels and blots shown in Figs. 2a, b, c;

3d; 4b, c, d, e, f, g, h; 5a, b, c, e; 6b, c, d, e, f, g are also included in the Supplementary data (Suppl. Figure 7) associated with this manuscript. A source data file has been provided. A reporting summary for this Article is available as a Supplementary Information file. All reagents described in this study are available commercially or upon reasonable request from the authors.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. For all the assays, sufficient numbers of technical and biological replicates were performed based on the observed biological and technical variability and according to prior experience and standard practices in the field. |
| Data exclusions | Data were only excluded for rare experiments when obvious technical problems prohibited data analysis (e.g. failed transfer of RNA from gel to membrane).                                                                                                                  |
| Replication     | All experiments were successfully replicated. Generally, results are based on three independent experiments.                                                                                                                                                               |
| Randomization   | We report on experiments where randomization is generally not required.                                                                                                                                                                                                    |
| Blinding        | Investigators were not blinded during experiments. Blinding was not necessary for studies of this type as phenotypes were objectively quantified (for example scored by algorithm) or the phenotype was either present or absent.                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | As detailed in method section all antibodies were purchased and recognize well-characterized epitope tags. Here is the list of antibody used in this study: anti-c-Myc 9E10 (Sigma-Aldrich, M4439), anti-FLAG M2 (Sigma-Aldrich ,F3165), anti-V5 (Thermo fisher, R960-25), anti-strep-tag II (Abcam, ab76949), anti-cMyc (Santa Cruz Biotechnology, sc-789), anti- $\alpha$ -tubulin (Sigma, T5168), anti-V5 (Abcam, ab9116), anti-V5-HRP (Thermo fisher, R961-25), anti-mouse IgG (H+L) (Thermo Scientific, 31430), anti-rabbit IgG (H+L) (Thermo Scientific, 31460).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | All antibodies were purchased and recognize well-characterized epitope tags as described by the manufactures' websites with the exception of anti- $\alpha$ -tubulin (Sigma, T5168) and are all validated by the manufactures. For antibodies recognizing well-characterized epitope tags, we further used untagged strains as controls to confirm identities of bands for the tagged proteins. anti-FLAG M2 (Sigma-Aldrich ,F3165) verification in Figure 2a, anti-V5 (Abcam, ab9116) verification in Figure 2c, anti-cMyc (Santa Cruz Biotechnology, sc-789) verification in Figure 6c, anti-strep-tag II (Abcam, ab76949) verification in Suppl. Figure 4b, anti-c-Myc 9E10 (Sigma-Aldrich, M4439) was previously verified on ( <a href="https://doi.org/10.1038/nature10924">https://doi.org/10.1038/nature10924</a> ). Validation information for anti-V5 (Thermo fisher, R960-25), anti-V5-HRP (Thermo fisher, R961-25) and anti- $\alpha$ -tubulin (Sigma, T5168) can be found on manufacturers website at <a href="https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R960-25">https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R960-25</a> , <a href="https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R961-25">https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R961-25</a> and <a href="https://www.sigmaaldrich.com/DE/en/product/sigma/t5168?context=product">https://www.sigmaaldrich.com/DE/en/product/sigma/t5168?context=product</a> , respectively. |

How the deposited data were processed for this re-analysis (not part of the article)

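The data are RNA sequencing counts from 12 cultures of *S. pombe*, 3 replicates each of 4 strains: the *thc1* wild type, *thc1*Δ, the *bmc1* wild type and *bmc1*Δ. The replicates were separate cultures of 250 ml grown at 32 °C. Which library belongs to which strain and replicate was taken from the sample labels, and the strains' genotypes and mating types from Supplementary Table 3.

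The authors depleted total RNA of ribosomal RNA, made stranded libraries, sequenced them together as single-end reads, trimmed the reads and aligned them to ASM294v2 from ENSEMBL with STAR. The deposited values are whole-number counts of reads on 7004 genes, not normalized. The tool and annotation behind the counts, the handling of reads that match several places, and whether the strand was used are not given in the sources used here. Ribosomal RNA depletion, library amplification and alignment are therefore already in the counts, and reads that did not fall on an annotated gene are not. Library totals ranged from 33.57 M to 40.33 M counts, and *thc1*Δ and *bmc1*Δ libraries had medians of 36497172 and 35029116. Over genes as a whole the spread between cultures exceeds counting error at these totals: the chi-square per degree of freedom between replicates, over genes with at least 20 counts in the pair, was 2.95 to 68.9. Every pair of replicates differed by more than the sampling noise, so that all 12 libraries were counted as separate samples.

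Gene names, biotypes and gene order come from the RefSeq annotation of ASM294v3, in which 6846 of the deposited genes were found by locus tag and 15 by synonym, and 143 were not found. The counts rest on ASM294v2, and no coordinate was carried from one build to the other. The coordinates given for *thc1*, *bmc1*, TER1, U6 and the neighbouring genes are those of ASM294v3. The ends of the deletions come from matching the primers of Supplementary Table 4 to that sequence. At *thc1* only the parts that the arm primers do not share with the *his3* primers were matched, so that interval is an upper limit.

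The main test was edgeR 4.0.16 (quasi-likelihood, glmQLFit and glmQLFTest) in R 4.3.3 with TMM normalization, on the 6 libraries of a comparison and on the genes kept by filterByExpr at its default minimum count of 10. *p* values were adjusted by the method of Benjamini and Hochberg. Genes were called at an absolute log2 fold change of at least 1 and an adjusted *p* below 0.05, as in the paper's methods. The standard error of a log2 fold change was computed as its size divided by the square root of the F value. Sets of genes were tested with fry from limma 3.58.1, with camera as the alternative, shares of genes with Fisher's exact test, and single values of 3 libraries against 3 with the exact permutation test, which cannot give a *p* below 0.1. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

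The comparisons were *thc1*Δ against the *thc1* wild type, *bmc1*Δ against the *bmc1* wild type, the difference between these 2 effects over all 12 libraries, and the *bmc1* wild type against the *thc1* wild type. They, their tests, and the alternatives to be tried were fixed before the data were examined, apart from those that the closing section names as added later. *thc1*Δ against the *bmc1* wild type, *bmc1*Δ against the *thc1* wild type and the comparison of the 2 deletions with each other were added later. The rule for the genes named in the text was fixed as well: the genes the paper names for its RNA sequencing and the neighbours drawn in Supplementary Fig. 2; the normalization genes of its RT-qPCR, *pof8*, *trt1*, *lsm4*, *smb1* and *his3*; in each deletion, the 5 called genes with the largest rise and the 5 with the largest fall whose deletion libraries all lie on 1 side of the wild-type libraries; a list of 7 genes that respond to copper (*ctr4*, *ctr5*, *ctr6*, *sod1*, *fio1*, *frp1* and *str1*); and the mating-type genes *mfm1*, *mfm2*, *mfm3*, *mam2*, *map2* and *map3*. The values of Supplementary Table 2 had been seen when the rule was written. *sec22*, SPNCRNA.935, *hry1*, SPNCRNA.71, *mug147*, SPNCRNA.1677, *gcd1*, SPCC1739.08c, *rsv1*, *nrg1*, SPNCRNA.1340 and the 4 genes of Supplementary Table 2 that were not called are named outside the rule, after their values were seen.

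The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2 with fold changes shrunken by a normal prior, limma-voom, size factors by relative log expression (RLE) and library totals alone in place of TMM, no filter on low counts, a mean count of at least 50, a fit over all 12 libraries, the replicate number as a block, leaving out mitochondrial and ribosomal RNA genes, no limit on the fold change, and leaving out each library in turn. Added after the values were seen were the other wild type as the control, removal of each library's trend with GC content and exon length (a smooth of span 0.5 on log2 of CPM plus 0.5), thinning of all libraries to the smallest total, DESeq2 with a filtering target of 0.05, and DESeq2 with genes without counts removed. Neither the target nor the removal was named among the choices made beforehand, so DESeq2's default target of 0.1 on all genes stands as the planned setting. It called 78 genes in *thc1*Δ cells, and 77 with the target of 0.05 or with genes without counts removed. An adjusted *p* that DESeq2 does not give was left out of every count.

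The labels give the groups the same replicate numbers, and whether these pair the libraries was checked by the correlation, over 5823 genes, of the libraries' deviations from their group means. Between the *bmc1* wild type and *bmc1*Δ the correlations of libraries with the same number were 0.573, 0.439 and 0.337. Libraries numbered 2 and 3 also correlated with each other across these groups, at 0.244 and 0.27. Replicate 1 is thus set apart in both groups, while a pairing of replicates 2 and 3 is less certain. Neither the paper nor the labels say what libraries with the same number share. Between the *thc1* wild type and *thc1*Δ the correlations of libraries with the same number were 0.0681, -0.0341 and -0.0489, which pairs nothing. In a principal component analysis of the same genes the first component held 53.5% of the variance and separated the 2 experiments, and the second held 18.6%.

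Each step that tests many genes was first tested on simulated data with the real libraries' means and totals and 200 genes changed by 1.2 to 3 on the log2 scale. For *thc1*Δ against its wild type, with 6227 genes tested, edgeR recovered 99.5% of the changed genes and called 0 unchanged ones. For *bmc1*Δ, with 6222 genes, it recovered 100% and called 4 unchanged ones. With a trend in GC content and length added to the simulated *thc1*Δ counts of 6223 genes, edgeR called 283 unchanged genes, and after the correction 0, with 98.5% of the changed genes recovered.

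What the shared *thc1* wild-type libraries add to the overlap between comparisons was simulated with negative binomial counts at the means of the *thc1* wild type and edgeR's dispersion of each gene over 9 libraries. The 2 wild types and *thc1*Δ were drawn 20 times with the *bmc1* wild type unchanged and 20 times with its fitted changes moved to random genes of the same decile of the mean.

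A test of changed genes within a fixed distance of the chromosome ends was not run, because the counts and the reference used here rest on different builds. Gene order was used in its place, with the 40 coding genes nearest each end of chromosomes I and II. The coverage along genes, the RT-qPCR and the other experiments of the paper were not analysed here.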

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

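Chosen only after the results were seen were the comparison of the 2 deletions with each other, the comparison of *thc1*Δ cells with the *bmc1* wild type, all tests of explanations for U6, the count of other splits for the 2 wild types, the simulations with redrawn libraries, and the tests of GC content and length, of a few abundant genes, of exchanged wild types, of strain background, of the *thc1* wild-type cultures and of loss of Thc1 as the whole cause.

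The comparison of the 2 wild types with each other, which the paper does not make, gave a signal. In edgeR's quasi-likelihood test 175 of 6232 genes differed between them at least 2-fold with an adjusted *p* below 0.05, 115 higher and 60 lower in the *bmc1* wild type. DESeq2 called 176 genes and limma-voom 172, and leaving out 1 library at a time gave 159 to 189. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and the others gave 0. Since 10 splits allow no share below 0.1, they cannot exclude chance by themselves. Chance spread between replicates is argued against by the 3181 genes with an unadjusted *p* below 0.05 in edgeR, where 312 are expected, and by 20 simulations of unchanged libraries, in which edgeR called at most 2 genes between the wild types. Of the 75 genes called in *thc1*Δ cells, 44 are among the 175 with the same direction, and the *bmc1* wild type lies on the side of *thc1*Δ at 60 and on the other side at 13 of the 73 that were tested between the wild types (SPNCRNA.71 and SPNCRNA.1677 were not).

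Several explanations of this overlap are argued against by the values. Both comparisons use the *thc1* wild-type libraries and so share their chance values. In 20 simulations that drew the 2 wild types and *thc1*Δ anew, with the fitted changes of the called genes in *thc1*Δ and those of the *bmc1* wild type moved to random genes of similar level, edgeR called 56 to 66 genes in *thc1*Δ and 145 to 158 between the wild types, and at most 3 were shared. Loss of Thc1 as the whole cause would leave the *bmc1* wild type near the *thc1* wild type, but its median log2 fold change in the direction of each call was 1.19 over the 73 genes, against -0.05 to 0.08 over these simulations and 20 more with an unchanged *bmc1* wild type. With all libraries thinned to the smallest total, 45 genes were shared, which argues against library size. Without mitochondrial and ribosomal RNA genes 39 were shared, and after correction for GC content and length 43. Leaving out 1 library at a time gave 35 to 62. If the 2 wild-type groups had been exchanged, each would lie nearer to the other experiment's deletion, but of 72 genes called between the 2 deletions the *thc1* wild type lay nearer to *thc1*Δ at 45 and the *bmc1* wild type nearer to *bmc1*Δ at 67. A background that *thc1*Δ cells inherited from their parent strain would leave them near the *thc1* wild type and so cannot account for the 44 genes, at which they differ from it. Of the 175 genes, *thc1*Δ cells lay nearer to the *bmc1* wild type at 77 and nearer to the *thc1* wild type at 98, and the 98 go with such a background as a source of the difference between the wild types.

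For the 75 genes as a set, the values place the difference mainly with the *thc1* wild type, since in the direction of each call *thc1*Δ cells differed from the *bmc1* wild type by a median of 0.15 only over the 74 genes tested, against 1.35 from their own over the 75. What made the *thc1* wild-type libraries differ (culture, harvest or another source) was not tested. These 3 libraries lay outside the range of the 9 others at 53 of the 75 genes, a count that decides nothing because the genes were chosen by a comparison with the same libraries. At 20 of the 75 genes, TER1 and *thc1* among them, *thc1*Δ cells were also called in the same direction against the *bmc1* wild type. At 5 they were called in the opposite direction: *gcd1*, SPCC1739.08c and *rsv1*, higher than in their own wild type, and *nrg1* and SPNCRNA.1340, lower. All 5, named after their values were seen, are among the 44 genes, and there *thc1*Δ cells lie between the 2 wild types. The calls of *rsv1*, SPCC1739.08c and *gcd1* against their own wild type rest on single libraries. Against the *bmc1* wild type the adjusted *p* in edgeR of *nrg1* was 0.0878 and 0.12 without *thc1*Δ replicate 2 or 3 and 0.113 without *bmc1* wild type replicate 2. That of SPNCRNA.1340 was 0.0869 and 0.0802 without *thc1*Δ replicate 2 or 3 and 0.0598 without *bmc1* wild type replicate 3, and its log2 fold change was 0.94 without *bmc1* wild type replicate 1. The genotypes and mating types of the 2 wild types, which the design names, remain as untested biological explanations for genes that differ between the wild types and at which *thc1*Δ cells lie near their parent, but not for the 44.

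The effects of the 2 deletions differed at 62 of 6279 genes (39 higher and 23 lower in the *thc1*Δ effect) by edgeR's test of the difference itself over all 12 libraries. DESeq2 found 72 genes and limma-voom 59, and leaving out each library in turn gave 44 to 86. Among 100 random assignments of the 12 libraries to 4 groups, the real one included, 1 gave as many genes, the real one, and the next highest gave 57. Such assignments mix strains that differ and so raise the spread within groups, which is why chance cannot be excluded from this count. Chance spread between replicates is argued against by the 1601 genes with an unadjusted *p* below 0.05 in edgeR, where 314 are expected. The level of the *thc1* wild type alone was weighed as a cause. It cannot account for 16 of the 62 genes, which were also called in the same direction between *thc1*Δ and *bmc1*Δ cells, a comparison without wild-type libraries. For the 46 others an altered *thc1* wild type and a difference between the deletions cannot be told apart, because only the wild type links the effects to each other. Of the 62 genes, 42 were also called in *thc1*Δ cells and 37 between the wild types. GC content and library size were not tested for this difference, and different roles of Thc1 and Bmc1 stay open.

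TER1 fell further in *thc1*Δ than in *bmc1*Δ cells, with a difference between the effects of -0.65 on the log2 scale (standard error 0.0734, adjusted *p* = 0.00048 in edgeR). With each library left out in turn it lay between -0.70 and -0.60 (adjusted *p* 0.00017 to 0.00225 in edgeR), and over DESeq2, library totals, no filter, a higher count minimum and the replicate block between -0.68 and -0.65. The level of the *thc1* wild type alone is argued against by the direct comparison of the deletions, in which TER1 was 0.62 lower in *thc1*Δ cells (log2 fold change -0.62, standard error 0.0594, adjusted *p* = 0.00228 in edgeR). Mating type, and other background that each deletion strain shares with its wild type, are argued against by the wild types, h- and h+. TER1 differed between them by only -0.03 on the log2 scale (standard error 0.0397, adjusted *p* = 0.562 in edgeR). The marker and descent of the 2 deletion strains also differ and were not tested here, so that from these libraries a larger need of TER1 for Thc1 than for Bmc1 is a hypothesis. By RT-qPCR the paper likewise reports a smaller loss of TER1 without Bmc1 than without Thc1, in the same 2 deletion strains. It also measured TER1 in deletion strains that it calls otherwise isogenic, and those values were not analysed here.

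The log2 fold change of U6 snRNA was 0.45 in *thc1*Δ cells (adjusted *p* = 0.00303 in edgeR) and -0.28 in *bmc1*Δ cells, where no change was detected (adjusted *p* = 0.663 in edgeR, with alternatives from 0.0683 to 1). The difference of 0.72 on the log2 scale (standard error 0.152) had an adjusted *p* of 0.0133 in edgeR. Between the deletions U6 was 0.59 higher in *thc1*Δ cells (standard error 0.0892, adjusted *p* = 0.0114 in edgeR). GC content and length as the whole cause of the rise in *thc1*Δ cells are argued against, since a log2 fold change of 0.24 (adjusted *p* = 0.0359 in edgeR, where the alternatives ranged from 8.91e-07 to 0.111) remained after the correction. The values are consistent with a gain of short structured RNAs as a class: among 49 tested snRNAs and snoRNAs, 38 were higher in *thc1*Δ cells, with a median of 0.26, and U6 stood at percentile 77.6 of them. After the correction for GC content and length 32 of the 49 were higher, with a median of 0.13, so that part of the class-wide gain goes with that correction. Of 48 tested in *bmc1*Δ cells, 38 were lower, with a median of -0.20. Between the wild types 35 of 49 were higher in the *bmc1* wild type, with a median of 0.13. Against the *bmc1* wild type 33 of 47 were higher in *thc1*Δ cells, with a median of 0.18. Part of the class-wide gain is thus also seen between the wild types. Whether U6 changed in *thc1*Δ cells or in their wild type cannot be told apart, because against the *bmc1* wild type the value was 0.31 (standard error 0.117, adjusted *p* = 0.111 in edgeR) and between the wild types 0.13 (adjusted *p* = 0.323). How much of such a class-wide change arises when RNA or libraries are prepared was not tested, and a role of Thc1 or Bmc1 in U6 levels is left open.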

How the results depend on the processing

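Chosen only after the values were seen were the other wild type as the control, the correction for GC content and length, thinning to the smallest library, DESeq2 with a filtering target of 0.05 or with genes without counts removed, gene order in place of distance from the chromosome ends, and the counts of genes shared with the other wild type. The test of distance itself was not run, because the counts and the reference rest on different builds.

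Of the comparisons of the main results with an alternative, 358 kept their direction and their side of the threshold, or a count within 1.5 times, whereas 11 counts moved, 5 directions reversed and 4 tests lost their significance. TER1 in both deletions, *thc1*, the difference between the deletions in TER1, the share of non-coding RNAs among the called genes, the copper genes and the position of called genes kept theirs under each alternative run for them. With 1 library left out, TER1 lay between -1.55 and -1.45 in *thc1*Δ and between -0.88 and -0.82 in *bmc1*Δ cells, the copper genes' median between 0.81 and 1.37, and the share of called genes near the ends of chromosomes I and II between 18.9% and 24.6%.

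The 75 genes called in *thc1*Δ cells became 15 (7 higher and 8 lower, all among the 75) under DESeq2's shrinkage by a normal prior, and the 175 between the wild types became 48, all among the 175. Shrinkage draws fold changes toward 0 and so leaves fewer past 2-fold. Without a limit on the fold change edgeR called 1313 genes in *thc1*Δ and 3 in *bmc1*Δ cells, since fewer criteria apply. A mean count of at least 50, which tests fewer genes, gave 56 genes in *thc1*Δ cells, all among the 75. The other alternatives that kept both groups and all libraries gave 70 to 85, and the other wild type as the control gave 90. With 1 library left out there were 62 to 123 genes, 38 to 79 higher and 23 to 44 lower. The largest values, 123, 79 and 44, came without *thc1*Δ replicate 1, the library farthest from the other *thc1*Δ libraries, and 73 of the 75 genes were among the 123.

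In *bmc1*Δ cells edgeR called 0 genes with all libraries, with 478 at an unadjusted *p* below 0.05, and DESeq2 and limma-voom called 0 as well. Leaving out 1 library gave 0 to 1 genes (0 to 1 lower). The 1 gene was SPNCRNA.935 without *bmc1* wild type replicate 1, and that library held fewer of its reads than the other *bmc1* wild-type libraries. The change in *bmc1* itself lay between -0.735 and -0.679 with 1 library left out, and its adjusted *p* in edgeR between 0.0232 and 0.125. It passed 0.05 without *bmc1* wild type replicate 2 (0.125), *bmc1* wild type replicate 3 (0.0677) or *bmc1*Δ replicate 3 (0.0952), and the cause was not tested. U6 in *thc1*Δ cells had a log2 fold change of 0.312 and an adjusted *p* of 0.111 in edgeR against the other wild type, and the cause was not tested. Its other alternatives gave adjusted *p* values from 8.91e-07 to 0.0359.

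With the replicate number as a block, the genes in *bmc1*Δ cells at an adjusted *p* below 0.05 in edgeR rose from 3 to 200, with 0 called before and after. The other splits of these libraries that part all 3 pairs gave 0. Among the named genes *iss9* (-0.215, adjusted *p* = 0.0175 in edgeR, with alternatives from 0.0175 to 1) and *str1* (-0.431, 0.0372, with alternatives from 0.0372 to 1) passed the threshold in *bmc1*Δ cells. The *thc1* libraries share only a number, with 75 genes called without the block and 74 with it. Between the wild types the block gave 175 genes, of which 171 were among the 175 without it, and for the difference between the deletions 59. The genes of Supplementary Table 2a, without TER1 and *thc1*, had a median of 0.047 in *bmc1*Δ cells with the block (0.046 without) while the direction of fry turned from down to up, with *p* values of 0.418 and 0.969 in limma's fry. Apart from *plp2* in *thc1*Δ cells and SPNCRNA.1344 in *bmc1*Δ cells, below, the block changed no other direction or side of the threshold.

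With 1 library left out, the median of Table 2a in *bmc1*Δ cells lay between -0.037 and 0.121 and that of Table 2b between -0.039 and 0.048. The direction of fry turned up without *bmc1* wild type replicate 1 (0.092) and *bmc1*Δ replicate 2 (0.121) for 2a, and without *bmc1* wild type replicate 2 (0.008) and *bmc1*Δ replicate 3 (0.048) for 2b. All of these values are near 0, with *p* values of at least 0.341 in limma's fry, and camera gave 0.916 for 2a and 0.714 for 2b. The cause was not tested.

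For the 74 values of named genes, 1437 comparisons with an alternative were made. In *thc1*Δ cells 688 kept their direction and side of the threshold, 25 lost significance, 9 gained it and 10 reversed. Those in *bmc1*Δ cells comprised 646 that kept both, 3 that lost significance, 2 that gained it and 54 that reversed. No reversed value had an adjusted *p* below 0.583. In *thc1*Δ cells snR101 was -0.011 after the GC and length correction and *pof8* -0.001 by library totals. By library totals the *bmc1*Δ values were 0.004 for *plp2*, 0.013 for *lsm4*, 0.010 for *ctr5* and 0.009 for *fio1*, the GC and length correction gave *thc1* -0.045, *lsm4* 0.028, *fio1* 0.045, SPNCRNA.287 -0.053 and SPNCRNA.1344 -0.042, and thinning gave *mfm1* 0.079, *mfm3* 0.030 and SPNCRNA.1344 -0.000. *lsm4* was 0.000 with a mean count of at least 50 and 0.001 over all 12 libraries, SPNCRNA.287 was -0.009 under limma-voom and SPNCRNA.1344 -0.003 with the block. For all of these the cause was not tested.

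With 1 library left out, the values that changed sign in *thc1*Δ cells ranged from -0.145 to 0.010 for *bmc1*, -0.001 to 0.098 for snR101, -0.029 to 0.040 for *pof8*, -0.001 to 0.099 for *lsm4* and -0.140 to 0.110 for *mam2*. The *bmc1*Δ values that did so ranged from -0.021 to 0.060 for *thc1*, -0.036 to 0.027 for *plp2*, -0.065 to 0.001 for *trt1*, -0.029 to 0.019 for *lsm4*, -0.035 to 0.070 for *smb1*, -0.024 to 0.106 for *ctr4*, -0.046 to 0.035 for *ctr5*, -0.049 to 0.131 for *sod1*, -0.103 to 0.113 for *fio1* and -0.198 to 0.075 for *frp1*. The mating genes ranged from -0.334 to 0.228 (*mfm1*), -1.124 to 1.688 (*mfm2*), -0.145 to 0.139 (*mfm3*) and -0.119 to 0.193 (*mam2*), and the non-coding RNAs from -0.278 to 0.328 (SPNCRNA.287), -0.300 to 0.052 (SPNCRNA.100), -0.632 to 0.260 (SPNCRNA.863), -0.150 to 0.149 (SPNCRNA.1344) and -0.037 to 0.156 (SPNCRNA.742).

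Of the called genes named in the text, 7 rest on single libraries in *thc1*Δ cells, among them SPNCRNA.71, *mug147*, *rsv1*, SPCC1739.08c and *gcd1*, which were named after their values were seen. SPNCRNA.71 had an adjusted *p* in edgeR of 0.0572 and 0.0624 without *thc1* wild type replicate 1 or 2, and of 0.00787 to 0.0474 without any of the other libraries. *mug147* had 0.122 to 0.157 with any library left out except *thc1*Δ replicate 1, without which it had 1.2e-06. With the same exception *rsv1* had 0.0512 to 0.11 (0.000147 without that library) and SPCC1739.08c 0.0539 to 0.103 (3.44e-05). *gcd1* fell under the 2-fold limit without *thc1* wild type replicate 1 (0.98) or *thc1*Δ replicate 3 (0.83). The adjusted *p* of *fio1* in edgeR was 0.0857, 0.0712 and 0.088 without *thc1* wild type replicate 1, 2 or 3, and 0.083 and 0.0535 without *thc1*Δ replicate 2 or 3 (alternatives from 5.96e-08 to 0.088). That of SPBCPT2R1.07c was 0.073 and 0.0808 without *thc1* wild type replicate 1 or 2, 0.0689 without *thc1*Δ replicate 3 and 0.079 over all 12 libraries (alternatives from 0.0128 to 0.0808). *plp2*, under the fold limit, lost its adjusted *p* of 0.0481 in 15 alternatives, among them DESeq2, limma-voom and each library left out except *thc1*Δ replicate 1 (alternatives from 0.0153 to 0.166). Without *thc1*Δ replicate 1 the adjusted *p* of *ism1* was 0.0341, of *iss9* 0.0281, of *lsm4* 0.029, of *map2* 0.00335 and of *str1* 7.89e-06, and without *thc1*Δ replicate 2 that of *act1* was 0.0473 and of *str1* 0.0473. *str1* also passed the threshold without *thc1*Δ replicate 3 (0.0386) and over all 12 libraries (0.0246), whereas *mfm2* lost it there (0.605). Over their alternatives these adjusted *p* values reached 0.631 for *ism1*, 0.258 for *iss9*, 0.996 for *lsm4*, 0.512 for *map2*, 0.153 for *str1* and 0.267 for *act1*, and fell to 3.14e-06 for *mfm2*.

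Depth limits what can be called among genes with few reads. The filter leaves 3 genes of Supplementary Table 2 untested, each with at most 2 reads over the 3 *thc1* wild-type libraries, and without it they are called.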

Differences from the paper's values

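The settings named here were fixed before the data were examined, apart from DESeq2 with a filtering target of 0.05 or with genes without counts removed, the other wild type as the control, and the share of exon bases outside the deletions, which were chosen only after the values were seen. No value from the planned analysis differs from the paper's by more than the limits used: 75 genes against the paper's 77, 47 higher against the paper's 49, 26 lower besides TER1 and *thc1* in both, and 0 in *bmc1*Δ cells in both, where edgeR has 478 genes at an unadjusted *p* below 0.05 and DESeq2 and limma-voom also call 0.

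The paper states that U6 levels did not change significantly in either deletion. Here the log2 fold changes were 0.45 and -0.28. The value in *thc1*Δ cells stays under the 2-fold limit of the paper's criteria, but its adjusted *p* was 0.00303 in edgeR and 9.09e-07 in DESeq2, and 0.111 in edgeR against the *bmc1* wild type (all alternatives from 8.91e-07 to 0.111). For *bmc1*Δ cells it was 0.663 in edgeR, and over the alternatives 0.0683 to 1.

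The paper describes an absence of reads at the deleted loci, for *thc1* on the open reading frame (Supplementary Fig. 2e). The counts per gene here hold 40.5% of the wild-type level of *thc1* in *thc1*Δ cells and 61.5% of that of *bmc1* in *bmc1*Δ cells. Of the exon bases, at least 53.8% in *thc1* and 43.6% in *bmc1* lie outside the deleted intervals, and counts per gene do not show where the reads lie.

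Of the 77 genes of Supplementary Table 2, 73 were called by edgeR. SPAC977.05c, SPBC1348.06c and SPNCRNA.466 had too few reads to be tested, and SPNCRNA.774 was not called (adjusted *p* = 0.0838 in edgeR and 0.0155 in DESeq2). DESeq2 called all 4, and edgeR without a filter on low counts called the first 3. In turn, edgeR called SPNCRNA.71 and *mug147*, which the table lacks. DESeq2 with its default target called the 77 genes and *hry1*. The paper's number of 77 genes was reached by DESeq2 with a filtering target of 0.05 and by DESeq2 with genes without counts removed at its default target, both chosen after seeing the values, each of which drops 0 of the paper's genes, and as a number only by edgeR without *thc1*Δ replicate 2, whose 77 calls hold 62 of the table's genes.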

Other observations

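Chosen only after the results were seen were the tests of remaining reads, of the genes around *bmc1* and *thc1*, of *tex1* and *his3*, of low copper and of loss of Thc1 for the copper genes, of the mating-type genes, and the counts of other splits for the genes changed in *thc1*Δ and *bmc1*Δ cells.

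For each comparison of 3 libraries with 3 there are 10 splits, too few to exclude chance. Of the 10, 1 gave as many called genes as the real split for *thc1*Δ against its wild type, the real one itself, and so for *thc1*Δ against the *bmc1* wild type (90 genes, 28 higher and 62 lower, in edgeR). For the *bmc1* libraries the count tests nothing: the real split gave 0 genes in edgeR (478 at an unadjusted *p* below 0.05, with 0 called by DESeq2 and limma-voom as well), so that all 10 splits give as many by construction. At an adjusted *p* below 0.05 in edgeR, without the fold limit, the real split gave 3 genes and the others at most 1, and with the replicate block the real split gave 200 and the others that part all 3 pairs gave 0. For the genes of Supplementary Table 2a in *bmc1*Δ cells 10 of 10 splits had a *p* as small in limma's fry, for those of Table 2b 9 of 10, and for the copper genes in *thc1*Δ cells 1 of 10.

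The reads left on the deleted genes were first weighed as wild-type cells in the deletion cultures. Such cells would bring at least the same share of TER1. TER1 stood at 35.2% of its wild-type level in *thc1*Δ cells and *thc1* at 40.5%, a log2 difference of -0.21 that is -2.91 standard errors from 0. Upon deletion of *bmc1*, TER1 stood at 55.3% and *bmc1* at 61.5%, a difference of -0.15 and -2.18 standard errors. Wild-type cells as the whole source are therefore argued against in *thc1*Δ cells. For *bmc1*Δ cells the difference is too small beside its error to decide. The errors of the 2 genes were combined as if independent, although both come from the same libraries. Untranslated sequence outside the deleted interval holds at least 53.8% of the exon bases of *thc1* and 43.6% of those of *bmc1*. Counts per gene do not show whether the remaining reads lie there. By the paper's legend to Supplementary Fig. 2e, the *thc1* open reading frame has no reads in *thc1*Δ cells, which places the remaining reads of *thc1* outside it. For *bmc1* the place of the remaining reads stays open, although the paper's main text describes an absence of reads at both deleted loci. *iss9*, on the other strand, overlaps the 3′ end of *bmc1* outside the deleted interval. If the strand of a read was not used, reads of *iss9* can be among those counted on *bmc1*. No biological explanation was tested.

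The genes around *bmc1* were higher in *bmc1*Δ cells. Over the 10 coding genes on each side the median log2 fold change was 0.10, with values from -0.22 to 0.52, 15 of the 20 higher. An unadjusted *p* below 0.05 was found at 12 genes, 10 of them higher and 2 lower, *iss9* among the latter. Only *sec22* had an adjusted *p* below 0.05 in edgeR. With the replicate block 10 genes did, *iss9* as the 1 that was lower. By library totals the median was 0.12 and 17 were higher. Chance over the genome is argued against: 0 of 4885 windows of the same size elsewhere had a median as high, and the highest was 0.08. An extra copy of the whole segment would raise the genes alike, but 13 of the 20 lay more than 2 standard errors from their weighted mean of 0.12. Whether a difference was already present in the *bmc1* wild type is not decided. Against the *thc1* wild type the median in *bmc1*Δ cells was 0.08, with values from -0.37 to 0.71. Windows elsewhere were not counted for that comparison. Also open is an effect of the inserted marker or of variants that travelled with the deletion through the cross, neither of which was tested. The same window around *thc1* in *thc1*Δ cells had a median of 0.07, and 150 of 4884 windows were as high.

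*tex1*, next to *thc1*, had log2 fold changes of 0.85 against the *thc1* wild type (standard error 0.0429, adjusted *p* = 2e-05 in edgeR) and 0.84 against the *bmc1* wild type. *his3*, the gene that replaced *thc1*, had 1.34 and 1.19. Both hold against either control, which is consistent with the marker inserted at the locus as the cause, although strand-specific coverage was not analysed here and loss of Thc1 itself remains possible for *tex1*.

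The copper list (*ctr4*, *ctr5*, *ctr6*, *sod1*, *fio1*, *frp1* and *str1*), taken with the signs of a response to low copper, moved in *thc1*Δ cells with a median log2 change of 1.04 and a *p* value of 3.3e-05 in limma's fry, 5 of the 7 genes with that sign. At an adjusted *p* below 0.05 in edgeR were 7 genes adjusted over the list alone and 6 over all genes tested. The paper's Supplementary Table 2 names several of these genes, so the list is not independent of these libraries. *ctr4* had a log2 fold change of 2.21, *ctr5* of 1.62, *ctr6* of 0.44, *sod1* of -1.41 and *fio1* of -1.04, the last with an adjusted *p* in edgeR of 0.0535 to 0.088 when any of 5 of the 6 libraries was left out (all but *thc1*Δ replicate 1). Low copper as the whole cause of the difference from the *thc1* wild type is argued against by *frp1*, which rose by 0.72 (standard error 0.126, adjusted *p* = 0.00671 in edgeR) where a fall was expected. *ctr6*, *frp1* and *str1* alone had a median of -0.72 with the low-copper signs and a *p* value of 0.987 in fry. Compared with the *bmc1* wild type, however, *frp1* fell by 0.82 in *thc1*Δ cells (standard error 0.0991, adjusted *p* = 0.0025 in edgeR) and these 3 genes had a median of 0.08 with the low-copper signs (*p* value of 0.0463 in fry), so that a small response to low copper stays open there. Between the wild types *frp1* was 1.53 higher in the *bmc1* wild type. The size of the change in *str1* rests on 1 library: *thc1*Δ replicate 1 held 7386 reads and the others 3499 and 3459. Without it the log2 fold change was 0.46 in place of 0.95 and the adjusted *p* in edgeR 7.89e-06 in place of 0.0505 (alternatives from 7.89e-06 to 0.153). Loss of Thc1 as the whole cause is argued against by the comparison with the *bmc1* wild type, where the list's median was 0.16 (*p* value of 0.0226 in fry, 6 of the 7 genes with the low-copper sign), and between the wild types the median was 0.83 (3.52e-05 in fry). For *bmc1*Δ cells it was 0.04 (0.256 in fry). Most of the list's difference therefore lies between the wild types, and what differed in the *thc1* wild-type cultures, such as medium or growth, was not tested.

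Genes near the ends of chromosomes I and II were over-represented among the calls in *thc1*Δ cells. Of 57 called genes of any biotype placed on these chromosomes, 13 lay within the stretch of the 40 coding genes nearest an end (22.8%, against 2.76% of 5002 other tested genes; Fisher's exact test, two-sided *p* = 7.02e-09, odds ratio 10.4). A change at genes near shortened telomeres would be present against either control, and 6 of the 13 were also called against the *bmc1* wild type, while 6 of the 13 also differed in the same direction between the wild types. The 2 wild types, neither of which lacks a telomerase factor, had 23 of 144 called genes there (16%; Fisher's exact test, two-sided *p* = 2.62e-11), and *thc1*Δ against the *bmc1* wild type 21 of 72 (29.2%; Fisher's exact test, two-sided *p* = 1.11e-15). Shortened telomeres and variation between strains at the ends therefore cannot be told apart. Genes near the ends that share reads with near-identical copies have uncertain counts.

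The mating-type genes did not all follow the mating types in the paper's list of strains, h- for the *thc1* pair and h+ for the *bmc1* pair. *mfm2* had 774, 834 and 866 reads in the *thc1* wild type and 482, 543 and 641 in *thc1*Δ cells. In the *bmc1* wild type it had 73, 347 and 57 reads and in *bmc1*Δ cells 490, 65 and 67, so that 1 library of each *bmc1* group held far more reads than the others of its group. *map3* had 589, 610 and 589 reads in the *thc1* wild type and 713, 746 and 718 in the *bmc1* wild type. No explanation was tested.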
